# TSC/mTORC1 mediates mTORC2/AKT1 signaling in c-MYC–induced murine hepatocarcinogenesis via centromere protein M

**DOI:** 10.1172/JCI174415

**Published:** 2024-09-26

**Authors:** Yi Zhou, Shu Zhang, Guoteng Qiu, Xue Wang, Andrew Yonemura, Hongwei Xu, Guofei Cui, Shanshan Deng, Joanne Chun, Nianyong Chen, Meng Xu, Xinhua Song, Jingwen Wang, Zijing Xu, Youping Deng, Matthias Evert, Diego F. Calvisi, Shumei Lin, Haichuan Wang, Xin Chen

**Keywords:** Hepatology, Oncology, Liver cancer, Mouse models, Signal transduction

## Abstract

Activated mTORC2/AKT signaling plays a role in hepatocellular carcinoma (HCC). Research has shown that TSC/mTORC1 and FOXO1 are distinct downstream effectors of AKT signaling in liver regeneration and metabolism. However, the mechanisms by which these pathways mediate mTORC2/AKT activation in HCC are not yet fully understood. Amplification and activation of c-MYC are key molecular events in HCC. In this study, we explored the roles of tuberous sclerosis complex/mTORC1 (TSC/mTORC1) and FOXO1 as downstream effectors of mTORC2/AKT1 in c-MYC–induced hepatocarcinogenesis. Using various genetic approaches in mice, we found that manipulating the FOXO pathway had a minimal effect on c-MYC–induced HCC. In contrast, loss of mTORC2 inhibited c-MYC–induced HCC, an effect that was completely reversed by ablation of TSC2, which activated mTORC1. Additionally, we discovered that p70/RPS6 and 4EBP1/eIF4E acted downstream of mTORC1, regulating distinct molecular pathways. Notably, the 4EBP1/eIF4E cascade is crucial for cell proliferation and glycolysis in c-MYC–induced HCC. We also identified centromere protein M (CENPM) as a downstream target of the TSC2/mTORC1 pathway in c-MYC–driven hepatocarcinogenesis, and its ablation entirely inhibited c-MYC–dependent HCC formation. Our findings demonstrate that the TSC/mTORC1/CENPM pathway, rather than the FOXO cascade, is the primary signaling pathway regulating c-MYC–driven hepatocarcinogenesis. Targeting CENPM holds therapeutic potential for treating c-MYC–driven HCC.

## Abstract 2

TSC/mTORC1, but not the FOXO cascade, is the major signaling pathway regulating c-MYC-driven hepatocarcinogenesis. CENPM is a downstream target of TSC2/mTORC1 pathway in c-MYC HCC

## Introduction

Hepatocellular carcinoma (HCC), the most common type of primary liver cancer, is the second leading cause of cancer death worldwide (1). Several risk factors for HCC development have been identified, including hepatitis B and hepatitis C virus infection, chronic alcohol abuse, and metabolic diseases (2). HCC is amenable to surgery and other potentially curative treatments when diagnosed early. However, effective treatment options for patients with advanced HCC are still limited. Targeted therapy with multitargeted kinase inhibitors such as sorafenib did not result in a reasonable survival benefit (3, 4), probably because of the activation of alternative pathways leading to treatment evasion. Recently, immune checkpoint inhibitor–based immunotherapy has become the first-line treatment for advanced HCC. However, a notable proportion of patients with HCC do not respond to this therapy (5, 6). Thus, there is an urgent need to investigate the molecular mechanisms leading to HCC development and progression to design novel therapies against HCC.

Activated v-akt murine thymoma viral oncogene homolog/mTOR (AKT/mTOR) signaling plays a pivotal role in human hepatocarcinogenesis (7). mTOR consists of 2 functionally distinct protein complexes: mTORC1 and mTORC2, which are distinguished by 2 unique accessory proteins, the regulatory-associated protein of mTOR (RAPTOR) and the rapamycin-insensitive companion of mTOR (RICTOR). RAPTOR and RICTOR define mTORC1 and mTORC2, respectively (8, 9). mTORC1 promotes protein synthesis by phosphorylating 2 downstream effectors, eukaryotic translation initiation factor 4E–binding protein 1 (4EBP1) and ribosomal protein S6 kinase 1 (S6K1), whereas mTORC2 phosphorylates AKT at the Ser473 site. Once activated, AKT induces mTORC1 by inhibiting its negative regulators tuberous sclerosis complex 1 (TSC1) and TSC2. In addition, AKT phosphorylates FOXO transcription factors, especially FOXO1, leading to cell growth, survival, and proliferation. Previous studies have revealed distinct TSC/mTORC1 and FOXO1 functions as downstream effectors of AKT signaling in liver regeneration and metabolism (10–12). For example, in liver regeneration, it has been shown that FOXO1 is the major downstream effector downstream of AKT (11). FOXO1 is also the key molecule regulating the AKT-mediated insulin response in the liver (13). However, how these cascades mediate mTORC2/AKT activation in HCC remains to be defined.

As a well-characterized oncogene, c-MYC activation is a critical genetic event in human HCC. Deregulated c-MYC expression triggers the selective gene expression responsible for cell growth, proliferation, metabolism, and tumorigenesis (14). Investigation of the biochemical crosstalk between c-MYC and mTOR pathways during tumor development has shown that mTORC2/AKT1 is required for c-MYC–driven HCC. Specifically, Rictor (mTORC2) or AKT1 ablation inhibits c-MYC HCC formation in mice (15, 16). In the present study, we characterized the functional role of the major downstream effectors of AKT in c-MYC–driven hepatocarcinogenesis. We discovered that TSC/mTORC1, but not the FOXO cascade, is the pivotal signaling pathway regulating c-MYC–driven HCC development. Mechanistically, we identified the centromere protein M (CENPM) as a critical downstream target of the TSC2/mTORC1 pathway in c-MYC HCC.

## Results

### Deletion of Foxo1 fails to rescue the loss of Rictor’s tumor inhibition effects in c-MYC HCC.

Our previous study demonstrated that c-MYC–driven HCC is mTORC2/AKT1 dependent. Indeed, ablation of *Rictor* or *Akt1* completely suppresses c-MYC–induced HCC formation in the mouse (15). As the first step to investigating the pathways regulated by mTORC2/AKT, we tested the hypothesis that FOXO1 is a transcription factor downstream of mTORC2/AKT1 in murine c-MYC HCC formation. Thus, we analyzed the activation status of FOXO1 in murine c-MYC HCC. While strong nuclear immunoreactivity for total and phosphorylated/inactivated FOXO1 characterized the tumor compartment and the adjacent nontumorous surrounding liver tissues, only the tumor lesions displayed robust cytoplasmic immunolabeling for the 2 proteins (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI174415DS1). In addition, Western blot analysis demonstrated increased levels of phosphorylated FOXO1 (p-FOXO1) in the mouse c-MYC tumors (Supplemental Figure 1B). Moreover, microarray analysis of mouse c-MYC HCC (17) revealed that expression of FOXO1 downstream genes was suppressed (Supplemental Figure 1C). Overall, these data indicate that FOXO1 signaling was inactivated in c-MYC HCC.

We reasoned that if FOXO1 is the major effector, ablation of *Foxo1* would rescue the loss of *Rictor*’s tumor growth–inhibitory effects. While c-MYC could not induce HCC formation in the *Rictor*-KO genetic background, c-MYC could drive HCC development on the *Foxo1* *Rictor* double-KO background if our hypothesis is correct. Thus, we generated *Rictor^fl/fl^* *Foxo1^fl/fl^* mice on the *C57BL/6J* background. As c-MYC alone cannot induce HCC on the *C57BL/6J* genetic background, we coinjected the myeloid cell leukemia 1 (*MCL1*) oncogene into these mice, as reported before (17). In brief, *Rictor^fl/fl^* *Foxo1^fl/fl^* mice were coinjected with c-MYC, MCL1, and Cre plasmids, allowing the expression of c-MYC/MCL1 in *Rictor* *Foxo1* double-KO hepatocytes (c-MYC/MCL1/Cre). Additional *Rictor^fl/fl^* *Foxo1^fl/fl^* mice were coinjected with c-MYC, MCL1, and pCMV empty vector as controls (c-MYC/MCL1/pCMV) (Figure 1A). None of the c-MYC/MCL1/Cre–injected *Rictor^fl/fl^* *Foxo1^fl/fl^* mice developed liver tumors, even 20 weeks after injection, whereas all c-MYC/MCL1/pCMV–injected mice developed lethal tumors and required euthanasia between 4 and 8 weeks after the injection (Figure 1, B and C). The c-MYC/MCL1/Cre mouse livers appeared completely normal in gross and histological images. In contrast, poorly differentiated and highly proliferative HCC lesions were observed throughout the livers of the control group mice (Figure 1D). The phenotype recapitulated what we observed when c-MYC/MCL1/Cre plasmids were injected into *Rictor^fl/fl^* mice. The results indicate that deleting *Foxo1* failed to rescue the loss of the tumor-inhibitory effects of mTORC2.

### Overexpression of a constitutively activated FOXO1 or FOXO3 does not affect c-MYC–driven liver tumorigenesis in vivo.

As there are multiple FOXO family isoforms and FOXO3 and -4 were also inactivated in the c-MYC tumors (Supplemental Figure 1, A and B), we could not exclude the possibility that other FOXOs compensated for the loss of *Foxo1* tumor suppressor in the double-KO studies. Therefore, we overexpressed the c-MYC oncogene with a MYC-tagged constitutively active form of FOXO1 (FOXO1AAA). Given the common DNA-binding motifs of FOXO family members, it has been suggested that FOXO1AAA activates genes that are regulated by other FOXO members (18, 19). Additional mice were injected with c-MYC and pT3-EF1α empty vector as the control (Figure 2A). Consistent with the results from the *Foxo1* *Rictor* double-KO studies, both c-MYC/FOXO1AAA and c-MYC/pT3-EF1α mice developed a high tumor burden and had to be euthanized by 6–9 weeks after injection, suggesting that activated FoxO1 did not improve the survival of c-MYC mice (Figure 2B). There was no significant difference in tumor burden, as revealed by liver weights between the c-MYC/FOXO1AAA and c-MYC/ pT3-EF1α cohorts (Figure 2C). Gross images and histological analysis showed that c-MYC/FOXO1AAA mice had tumor burdens and histology similar to those of the control group. The staining for MYC-tag confirmed the overexpression of FOXO1AAA in c-MYC/FOXO1AAA HCC (Figure 2D). Western blot analysis also confirmed the expression of FOXO1AAA and c-MYC in liver tumors. Additional downstream components of AKT and mTORC1 signaling (TSC2, p-PRS6, and p-4EBP1) did not differ in protein levels between c-MYC/FOXO1AAA mouse liver tissues and those of controls. The expression of p-AKT^S473^ increased after FOXO1 activation, indicating the feedback activation of the mTORC2 pathway (Supplemental Figure 2A). To further strengthen our findings, we induced overexpression of the constitutively active form of FOXO3 (FOXO3AAA), which is known to regulate cell death and the cell cycle in the liver (20), together with c-MYC (Supplemental Figure 3A). Consistently, we found that FOXO3AAA also had a limited effect on the development of c-MYC tumors (Supplemental Figure 3). Overall, the data show that overexpression of activated FOXOs did not inhibit liver tumor development in c-MYC mice, suggesting a limited role of the FOXO pathway in c-MYC–dependent hepatocarcinogenesis.

While FOXO proteins may possess limited roles in promoting or delaying c-MYC–driven HCC formation, they might still function by modulating molecular features of the tumor cells. To test this hypothesis, we performed RNA-Seq analysis of c-MYC/FOXO1AAA and c-MYC/pT3 tumors as well as WT normal liver tissues. We found that known FOXO1 target genes were constantly upregulated in c-MYC/FOXO1AAA mouse HCC when compared with c-MYC/pT3 tumors (Supplemental Figure 2B), confirming the reliability of the RNA-Seq studies. Further analysis revealed the distinct gene expression patterns of c-MYC/FOXO1AAA and c-MYC/pT3 HCCs (Supplemental Figure 4). Specifically, we identified 735 genes upregulated in the c-MYC/pT3 group compared normal liver, but their expression was downregulated by FOXO1AAA expression (Supplemental Figure 5, A and C and Supplemental Table 1). In addition, 1,206 genes were downregulated in c-MYC/pT3 mouse HCC when compared with the normal liver tissues, but they were upregulated by FOXO1AAA expression (Supplemental Figure 5, B and D and Supplemental Table 1). Intriguingly, many of these genes were related to various metabolic pathways (Supplemental Figure 5), suggesting that FOXO proteins might be critical regulators of HCC metabolism. Thus, the genomic analyses strongly suggest that, while FOXO1AAA might not affect c-MYC cancer development per se, but it could modify the gene expression patterns, especially metabolic pathway genes, of the tumor.

### TSC/mTORC1 is the major downstream effector of AKT along c-MYC–driven hepatocarcinogenesis.

TSC2 is directly phosphorylated and inactivated by AKT, which results in mTORC1 activation (21, 22). Hence, the ablation of *Tsc2* would lead to persistent activation of the mTORC1 signaling pathway. Our previous study revealed that the mTORC1 pathway was activated and required for c-MYC–induced HCC initiation (16). Here, we aimed to determine whether TSC/mTORC1 is the major downstream effector of AKT along c-MYC–dependent HCC formation. To test this hypothesis, we asked whether loss of *Tsc2* is sufficient to rescue loss of the tumor-inhibiting effects of *Rictor*. We generated *Rictor^fl/fl^* *Tsc2^fl/fl^* double-conditional-KO mice. Subsequently, c-MYC, MCL1, and pCMV-Cre or pCMV plasmids were injected into the mice (Figure 3A). We discovered that injection of c-MYC/MCL1/Cre into *Rictor^fl/fl^* *Tsc2^fl/fl^* mice induced a lethal tumor burden within 1.7–4.0 weeks after injection, whereas in control mice, a fatal tumor burden occurred 4.1–8.7 weeks after injection (Figure 3B). Deletion of *Rictor/Tsc2* also resulted in an increased tumor burden, as shown in liver weight compared with the control group (Figure 3C). At the molecular level, Western blot analysis demonstrated that Rictor and TSC2 were successfully knocked out in Cre-injected mouse liver tissues. Also, p-AKT^S473^ levels were decreased, confirming the inactivation of mTORC2. The downstream effectors of mTORC1, including p-RPS6 and p-4EBP1, were expressed at higher levels, supporting the activation of mTORC1 (Figure 3D). Higher proliferation rates were detected throughout the liver of c-MYC/MCL1/Cre mice, as revealed by Ki67 staining (Figure 3, E and F). The results indicate that the deletion of *Tsc2* fully rescued c-MYC–driven hepatocarcinogenesis in *Rictor*-deficient mice.

The findings above suggest that loss of TSC1 or TSC2 may accelerate c-MYC–driven HCC development. Thus, we investigated whether such phenotypes could be observed in human HCC samples. We retrieved the Cancer Genome Atlas–Liver Hepatocellular Carcinoma (TCGA-LIHC) dataset (23) and analyzed the correlation between the c-MYC activation status and *TSC1/2* mutation status in human HCC. To reflect c-MYC activation status, 30 well-known downstream target genes of c-MYC were used as the c-MYC activation signature (Supplemental Figure 6A). We found that 52.4% of *TSC1/2*-mutant HCC samples had an activated c-MYC status. In contrast, 26.1% of WT samples showed c-MYC activation (Supplemental Figure 6B). HCCs with high c-MYC activation displayed a markedly higher *TSC1/2* mutation rate, suggesting the important role of TSC/mTORC1 during c-MYC tumor development.

Next, we further determined whether the ablation of *Tsc2* alone could also accelerate c-MYC tumor development without MCL1. Thus, we injected c-MYC/Cre or pCMV into *Tsc2^fl/fl^* mice (on the *FVB/N* background) (Supplemental Figure 7A). The c-MYC/pCMV–injected mice developed a lethal tumor burden and were euthanized within 8.9–13.0 weeks after injection. In comparison with the control mice, all c-MYC/Cre–injected mice developed a lethal burden of liver tumors within 3.4 to 6.0 weeks after injection (Supplemental Figure 7B). The c-MYC/Cre mice displayed a higher tumor burden than did the c-MYC/pCMV control mice (Supplemental Figure 7C). Loss of TSC2 protein was confirmed by Western blot analysis. High expression of p-RPS6, the downstream effector of mTORC1, as well as increased expression of cleaved caspase 3, was detected in liver tissues from c-MYC/Cre–injected *Tsc2^fl/fl^* mice (Supplemental Figure 7D). No histopathological alterations were detected in liver sections of c-MYC/Cre–injected mice or control mice (Supplemental Figure 7E).

Our previous study suggests that mTORC1 is necessary for c-MYC–driven HCC initiation (16). We also investigated whether mTORC1 is required for the progression of c-MYC HCC. For this purpose, we used a tamoxifen-inducible CreERT2 system to create a conditional *Raptor*-KO mouse HCC model. We used a transposase-based vector, pT3-TTR-CreERT2, which incorporates the TTR-CreERT2 transgene under the control of hepatocyte-specific transthyretin (TTR) promoter. We induced coexpression of c-MYC, MCL1, and pT3-TTR-CreERT2 in *Raptor^fl/fl^* mouse liver by hydrodynamic injection. Two weeks after injection, tumor nodules were observed, and the tumor-bearing mice were subsequently treated with tamoxifen or a vehicle via intraperitoneal injection (Supplemental Figure 8). Tamoxifen treatment activated Cre recombinase and deleted Raptor in tumor cells, allowing us to investigate the role of mTORC1 in the already formed HCCs. Tamoxifen treatment significantly improved the overall survival rate (Supplemental Figure 9). Interestingly, large areas of necrosis were frequently observed in tamoxifen-treated livers (Supplemental Figure 10). By the end of the observation, the tamoxifen-treated group only developed 3 small individual tumor nodules in this mouse cohort. IHC revealed the expression of RAPTOR protein in all the tumor nodules (Supplemental Figure 11). Since we have previously proved the efficiency of the TTR-Cre-ERT2 system (24), we reasoned that such tumor nodules were escapers. These findings prove that *Raptor* ablation in tumor cells induces notable liver tumor regression in c-MYC mice.

In summary, the mouse and human studies suggest that TSC/mTORC1 is the main effector downstream of mTORC2/AKT1 in c-MYC–driven HCC and that loss of TSC accelerates c-MYC–induced liver tumor formation.

### p70S6K/RPS6 and 4EBP1/eIF4E cascades regulate distinct pathways during c-MYC tumorigenesis.

According to our previous research, both the p70S6K/RPS6 and 4EBP1/eIF4E cascades operate downstream of mTORC1 in HCC (25). These findings were further corroborated in c-MYC/MCL1/*Rictor^KO^* *Tsc2^KO^* liver tumor lesions induced with c-MYC/MCL1/Cre in *Rictor^fl/fl^* *Tsc2^fl/fl^* mice. We observed that the inhibition of p70S6K/RPS6 using everolimus or the use of 4EBP1A4, the unphosphorylatable form of 4EBP1, blocked tumor development in these mice (Supplemental Figures 12 and 13). Subsequently, we investigated the pathways regulated by p70S6K/RPS6 and 4EBP1/eIF4E cascades in c-MYC–driven HCC. However, we discovered that tumors still developed in mice overexpressing 4EBP1A4 (Supplemental Figure 14), probably due to compensatory mechanisms that led to the resistance to 4EBP1/eIF4E pathway inhibition over the long-term course of tumor growth. Consequently, we pursued an alternative approach. We treated *c-MYC/MCL1/Rictor^KO^* *Tsc2^KO^* HCCs with MLN0128 (Figure 4A). MLN0128 is a pan-mTOR inhibitor that suppresses both mTORC1 and mTORC2. In *c-MYC/MCL1/Rictor^KO^* *Tsc2^KO^* mouse tumors, where *Rictor* is lost, mTORC2 is effectively inactivated, making MLN0128 the ideal inhibitor of mTORC1, including both the p70S6K/RPS6 and 4EBP1/eIF4E pathways. Indeed, we found that MLN0128 treatment effectively suppressed *c-MYC/MCL1/Rictor^KO^* *Tsc2^KO^* tumor growth, and it was more effective than the p70S6K/RPS6 inhibitor everolimus (Figure 4).

To identify the gene expression patterns regulated by the p70S6K/RPS6 and 4EBP1/eIF4E cascades, we treated *c-MYC/MCL1/Rictor^KO^* *Tsc2^KO^* mouse HCCs with everolimus (to inhibit p70S6K/RPS6) or MLN0128 (to inhibit both p70S6K/RPS6 and 4EBP1/eIF4E) for 3 days (Figure 5A). 

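RNA from 12 mice in 4 groups of 3 was sequenced: normal livers of wild-type C57BL/6 mice, and *c-MYC/MCL1/Rictor KO* *Tsc2 KO* tumors from mice given vehicle, MLN0128 or everolimus. The tumors were induced by hydrodynamic injection, in which a large volume of plasmid solution is pushed through the tail vein so that hepatocytes take up the plasmids. MLN0128 blocks the mTOR kinase itself, in both mTORC1 and mTORC2, and everolimus is a rapamycin analog that acts on mTORC1. The paper's methods give MLN0128 or everolimus at 1 mg/kg per day or vehicle by gavage over 3 weeks, from 6 days after injection, with mice sacrificed 3.7 weeks after injection. The labels of the libraries also give 3 weeks, whereas the paper's results give 3 days, and the libraries were used here as labelled. The authors had the libraries made and sequenced by Novogene, counted reads per Ensembl gene and called differentially expressed genes with edgeR's glmTreat function.
The deposited values are the authors' FPKM (fragments per kilobase of transcript, scaled to the size of the library), rounded to 3 significant digits. Because FPKM are not counts, the main tests of single genes were run with limma on log2(FPKM + 1), with the 12 libraries in 1 model. FPKM multiplied by the exon length of each gene in the GENCODE M21 annotation of GRCm38 fell on whole reads for 98.2% to 98.8% of the values under 20 reads, where chance would give 20.0%. The reads recovered this way numbered 17841252 to 18592939 per normal liver, with a median of 18109781. They numbered 18719844 to 20331157 (median 19085786) with vehicle, 17497586 to 22629410 (median 18458746) with MLN0128 and 17168027 to 25184869 (median 22341770) with everolimus. At these depths, 3 reads on a transcript of 2 kb corresponded to 0.0495 to 0.144 FPKM.
The authors' FPKM carried a scaling between libraries beyond their total reads, with factors of 0.585 to 0.595 in normal liver, 1.12 to 1.15 with vehicle, 1.15 to 1.37 with MLN0128 and 1.10 to 1.20 with everolimus. The 10 most abundant genes took 19.6% to 22.5% of the reads in normal liver and 6.92% to 8.95% in the tumors. Across genes, which are not independent replicates, the log2 values of 2 libraries of a group correlated with r from 0.983 to 0.986 in normal liver, 0.978 to 0.990 with vehicle, 0.958 to 0.977 with MLN0128 and 0.971 to 0.985 with everolimus. MLN0128 replicates 1 and 2 held Xist RNA and 0 reads on 4 Y-linked genes, unlike the other 10 libraries, so every comparison with MLN0128 also compared mice of different X and Y content.
*Rictor* (ENSMUSG00000050310.9, chromosome 15 of GRCm38, 6708379 to 6800401) was at 1.99, 1.65 and 2.57 FPKM in the 3 normal livers, 1.19, 1.50 and 1.05 with vehicle, 2.21, 1.65 and 1.82 with MLN0128 and 1.58, 1.93 and 1.62 with everolimus. *Tsc2* (ENSMUSG00000002496.10, chromosome 17, 24595816 to 24632630) was at 5.21, 5.32 and 4.50 FPKM in normal liver, 2.24, 2.01 and 2.31 with vehicle, 3.96, 2.81 and 3.40 with MLN0128 and 2.78, 2.82 and 2.87 with everolimus. These values cover the whole of each gene and do not single out the floxed exons. In all 3 vehicle-treated tumors both genes lay below all 3 normal livers, with log2 fold changes of -0.44 for *Rictor* (SE 0.135, adjusted p = 0.0115) and -0.91 for *Tsc2* (SE 0.115, adjusted p = 2.45e-05) by limma's moderated test with Benjamini-Hochberg adjustment. With plain library totals in place of the authors' scaling, an alternative chosen after seeing the data, the *Rictor* value reversed to 0.12, and over all alternatives the adjusted p ranged from 0.00295 to 0.464 for *Rictor* and from 6.86e-06 to 0.221 for *Tsc2*.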

We performed RNA-Seq experiments. Normal liver tissues and vehicle-treated tumors were used as the controls. We focused on genes upregulated in mouse HCC samples and downregulated by everolimus and/or MLN0128. Specifically, we found that 5,367 genes were upregulated (fold change >1.5; adjusted *P* value [*P* adj] < 0.05) in tumor tissues compared with normal livers. Among them, 625 genes were downregulated upon everolimus and MLN0128 treatment, implying that these genes are presumably downstream molecules regulated by the p70S6K/RPS6 pathway. In addition, 565 genes were downregulated by MLN0128 but not by everolimus, indicating that these genes are likely regulated by the 4EBP1/eIF4E cascade (Figure 5A).

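Of 14397 genes with at least 0.5 FPKM in at least 3 libraries, 2282 were higher and 2428 were lower in vehicle-treated tumors than in normal livers (limma's treat test against a fold change of 1.5, Benjamini-Hochberg adjusted p under 0.05). All 3 tumors lay above all 3 normal livers for 5619 genes and below them for 5054, together 74.1% of the tested genes, where chance gives 10.0%, and all 4710 called genes were among these. When the fold change was only required to exceed 1.5, beside an adjusted p under 0.05 from limma's moderated test, the counts were 3905 higher and 3708 lower. The alternative that moved the first count most was plain library totals, which gave 5204 genes higher and 1123 lower and shifted the median log2 fold change of all tested genes by 0.70. With each library left out in turn, 2033 to 2341 genes were higher and 2167 to 2475 lower.
The 3 called genes with the largest rise were *H19*, *Afp* and *Bex2*. *H19* went from 0.856 ± 0.719 FPKM (SD, n = 3) in normal liver to 4693 ± 751 (n = 3) in tumors, a log2 fold change of 11.38 (SE 0.346, adjusted p = 9.18e-10 by limma's treat test with Benjamini-Hochberg adjustment). The log2 fold changes of *Afp* and *Bex2* were 8.93 and 7.70. The largest falls were those of *Mup3* (-10.85), *Mup7* (-10.38) and *Serpina3k* (-9.84), members of gene families whose close copies share reads. For each of these 6 genes, all 3 tumors lay on the same side of all 3 normal livers.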

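Among the 2282 tumor-upregulated genes, treat calls at the same threshold found 70 lower with everolimus than with vehicle, 139 lower with MLN0128 and 56 lower with both drugs. The median log2 fold change of the 56 genes was -2.26 with MLN0128 and -2.22 with everolimus, and in a direct comparison of the drugs 30 of them were lower with MLN0128, 0 by treat, 1 by the moderated test after adjustment and 8 at an unadjusted p under 0.05. They included *Afp*, with log2 fold changes of -3.22 with MLN0128 (SE 0.251, treat adjusted p = 0.000183) and -2.40 with everolimus (SE 0.251, treat adjusted p = 0.00271), and *Krt19*, at -4.05 and -4.04, by limma with Benjamini-Hochberg adjustment. For both genes all 3 libraries of each drug lay below all 3 vehicle libraries. The count of 56 changed most, to 436, when limma's moderated test was used with no fold change threshold, and it was 328 with the moderated test and a fold change above 1.5. Without vehicle replicate 3, 45 genes were lower with everolimus and 81 with MLN0128. Without everolimus replicate 1 the everolimus count was 46, and without MLN0128 replicate 1 the MLN0128 count was 79. Across all tested genes, 237 were lower and 69 higher with MLN0128, and 82 were lower and 5 higher with everolimus. With plain library totals, chosen after seeing the data, 188 were lower and 195 higher with MLN0128, so the excess of falls was lost. With everolimus they gave 86 lower and 8 higher. With 1 library left out, the higher count with MLN0128 ranged from 15 without MLN0128 replicate 1 to 127 without MLN0128 replicate 3. The lower count was 105 without MLN0128 replicate 1, 119 without vehicle replicate 3 and 138 without vehicle replicate 1. For everolimus, the lower count was 51 without vehicle replicate 3 and 50 without everolimus replicate 1, and the higher count ranged from 3 without vehicle replicate 1 to 9 without MLN0128 replicate 3.
Across the tested genes, which are not independent replicates, the log2 fold changes of the drugs correlated with r = 0.742. Both drugs were compared with the same 3 vehicle libraries, and 100 simulations in which neither drug changed a gene gave r from 0.458 to 0.537 for that reason alone. The simulated genes varied independently, so the real range may be wider. When each drug was set against different vehicle libraries, in 6 ways, r lay between 0.521 and 0.669.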

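Of the tumor-upregulated genes, 83 were past the treat threshold with MLN0128 and not with everolimus, and 14 with everolimus and not with MLN0128. The 83 genes had a median log2 fold change of -1.72 with MLN0128 and -1.08 with everolimus. All 83 had a negative log2 fold change with everolimus too, 74 at an unadjusted p under 0.05 and 61 at an adjusted p under 0.05 by limma's moderated test. In 100 simulations in which everolimus changed no gene, on average 58.8% of the genes selected the same way lay below vehicle. Genes varied independently in these simulations, unlike in real libraries. The direct comparison of MLN0128 with everolimus gave a median log2 fold change of -0.70 for the 83 genes, of which 79 were lower with MLN0128. By that comparison 1 of the 83 was lower past the treat threshold, 39 at an adjusted p under 0.05 by the moderated test, 48 when adjusted over the list alone, and 52 at an unadjusted p under 0.05. The list was itself chosen on these libraries, so the count over the list alone is not independent evidence.
Across all tested genes, the direct comparison found 5 genes lower and 1 higher with MLN0128 than with everolimus by treat, and 432 and 331 by the moderated test with a fold change above 1.5. The most negative log2 fold changes between the drugs were those of *Chac1* (-3.55), *Gatm* (-3.46) and *Adm2* (-2.72). *Gatm* did not fall with MLN0128 against vehicle (0.73) and rose with everolimus (4.19). The gene that was higher with MLN0128 than with everolimus was *Atp6v0e2* (1.61, SE 0.144, treat adjusted p = 0.0186 by limma with Benjamini-Hochberg adjustment), with all 3 MLN0128 libraries above all 3 everolimus libraries. Against vehicle it was at 0.08 with MLN0128 and -1.53 with everolimus. Leaving out 1 library moved these counts to between 2 (without everolimus replicate 1) and 14 (without MLN0128 replicate 3) genes lower, and to between 0 (without MLN0128 replicate 1 or any 1 everolimus replicate) and 5 (without MLN0128 replicate 3) genes higher. The count of 83 was 28 without MLN0128 replicate 1, 41 without vehicle replicate 3, 44 without MLN0128 replicate 2 and 54 without vehicle replicate 1, and it changed most, to 696, under the moderated test with no fold change threshold. The count of 14 was 4 without everolimus replicate 1, 5 without vehicle replicate 3, 6 without everolimus replicate 3, 9 without vehicle replicate 1 and 24 without MLN0128 replicate 2.
With the moderated test and a fold change above 1.5, the genes lower with MLN0128 only numbered 385. Of these, 348 (90.4%) had a negative log2 fold change with everolimus, with a median of -0.34, and 156 were lower with MLN0128 than with everolimus at an adjusted p under 0.05. Because everolimus blocks the p70S6K/RPS6 branch and MLN0128 both branches, the paper proposes that genes lower with MLN0128 but not with everolimus depend on the 4EBP1/eIF4E cascade.

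**Figure D1:**
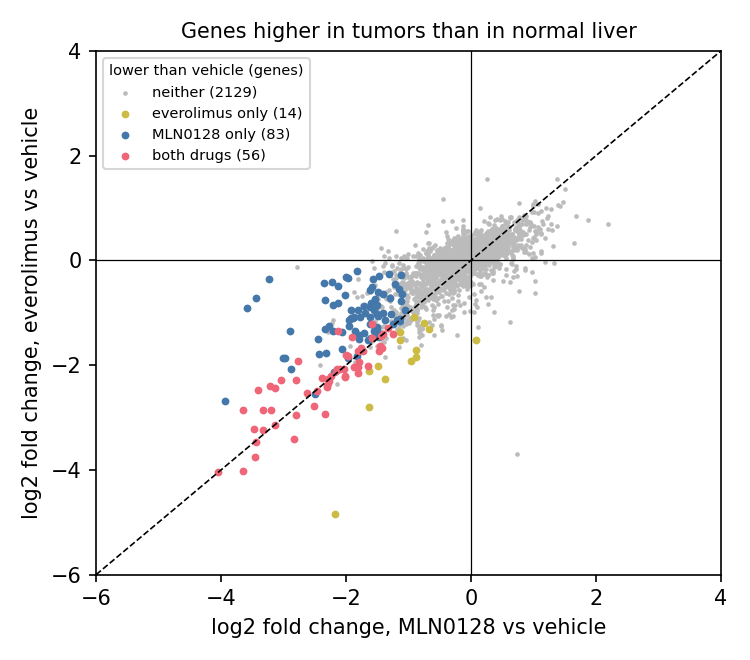
Log2 fold change against vehicle with MLN0128 (horizontal) and with everolimus (vertical) for the 2282 tumor-upregulated genes, 1 point per gene, colored by the treat call; the dashed line marks equal change with both drugs. The 83 genes called with MLN0128 only lie below 0 on both axes.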

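The 8 pathways of the paper's enrichment plots were tested as gene lists over all tested genes: cell cycle, glycolysis, citrate cycle, amino acid biosynthesis, aminoacyl-tRNA biosynthesis, lysosome and apoptosis from mouse Reactome sets, and carbon metabolism from a list written by hand. KEGG itself was not used here. By limma's camera test with a preset correlation of 0.01 and Benjamini-Hochberg adjustment, 5 of the 8 lists were lower with MLN0128 than with vehicle, 1 was lower with everolimus and 6 were lower with MLN0128 than with everolimus. All 5 MLN0128 calls also passed by limma's fry test. The 1 everolimus call did not, and of the 6 calls between the drugs 4 did, the exceptions by limma's fry test being the cell cycle (fry adjusted p = 0.0744) and the citrate cycle (fry adjusted p = 0.0550). With the correlation estimated for each list, 0 lists passed in any of these comparisons by camera. At an unadjusted p under 0.05 that estimate left 1 list with MLN0128, apoptosis, and 0 lists with everolimus and between the drugs. Without vehicle replicate 2, 0 lists were past the threshold with everolimus. Without everolimus replicate 2 the 1 lower list, apoptosis, was lost too, and the cell cycle list passed instead, higher with everolimus (limma's camera adjusted p = 0.0176).
The amino acid biosynthesis list (16 genes, 14 lower with MLN0128) had a median log2 fold change of -0.49 with MLN0128 and -0.10 with everolimus, and -0.43 between the drugs (limma's camera adjusted p = 0.00146, fry adjusted p = 0.00860). The Reactome lysosome set holds only 20 tested genes, with medians of -0.18 with both drugs and camera adjusted p of 0.143 and 0.254, and the Reactome aminoacyl-tRNA set only 2, with medians of -0.57 and -0.20. With MLN0128 both passed by limma's fry test (adjusted p = 0.000345 for the lysosome and 0.00238 for aminoacyl-tRNA), so that 7 lists passed by fry. A list of 37 aminoacyl-tRNA genes written by hand had medians of -0.08 with MLN0128 and 0.08 with everolimus (limma's camera adjusted p = 0.267 and 0.459). Between the drugs its median was -0.19 (limma's camera adjusted p = 0.00879, fry adjusted p = 0.0681). For a lysosome list of 67 genes written by hand, the median was -0.55 with MLN0128, where 55 genes were lower, 40 at an adjusted p under 0.05 (43 when adjusted over the list alone). It was -0.50 with everolimus, where 61 were lower, 27 at an adjusted p under 0.05 (40 when adjusted over the list alone), with a camera adjusted p of 3.20e-17 that was 0.0250 with the estimated correlation. Between the drugs this lysosome list did not pass (median -0.05, limma's camera adjusted p = 0.186, fry adjusted p = 0.104). The Reactome lysosome and aminoacyl-tRNA sets did not pass between the drugs by limma's camera test (adjusted p = 0.310 and 0.140) and did by fry (adjusted p = 0.00860 and 0.0142). Among the 70 tumor-upregulated genes lower with everolimus by treat, 0 belonged to any of the 8 lists. Among the 675 genes lower with everolimus by the moderated test with a fold change above 1.5, the list written by hand had 22 lysosome genes, against 3.14 by chance (one-sided Fisher's exact test, odds ratio 10.2, adjusted p = 1.23e-12), and the Reactome lysosome set had 0, against 0.938 by chance (Fisher's exact adjusted p = 1).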

Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis revealed that p70S6K/RPS6 or 4EBP1/eIF4E regulated different biological processes (Figure 5, B and C). It has been previously established that p70S6K/RPS6 is a pivotal regulator of tumor cell metabolism (26). On the other hand, the genes or pathways regulated by 4EBP1/eIF4E are not well defined. Therefore, we focused on analyzing the differentially downregulated genes affected by MLN0128 treatment only, i.e., 4EBP1/eIF4E pathway genes. These genes were enriched in the cell cycle and metabolic pathways required for cell proliferation, including glycolysis, the citrate cycle, and carbon metabolism (Figure 5D and Supplemental Figure 9A). 

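Among the 83 genes lower with MLN0128 only, the cell cycle list of 454 tested genes had 2 members, *Sfn* and *E2f2*, against 2.62 by chance (one-sided Fisher's exact test against all tested genes, odds ratio 0.757, adjusted p = 1). Glycolysis (27 genes) and the citrate cycle (18 genes) had 0 members each, and carbon metabolism (81 genes) had 2, *Psph* and *Gldc*, against 0.467 by chance (odds ratio 4.45, Fisher's exact adjusted p = 0.354). Thus 0 of the 8 lists passed after adjustment, and 0 at an unadjusted p under 0.05. *Psph* had a log2 fold change of -2.23 (SE 0.257, adjusted p = 0.000218) with MLN0128 and -0.40 (adjusted p = 0.344) with everolimus, and *Sfn* one of -1.66 (SE 0.216, adjusted p = 0.000396) and -1.53 (adjusted p = 0.00174), by limma's moderated test with Benjamini-Hochberg adjustment. All 3 MLN0128 libraries lay below all 3 vehicle libraries for both genes, and the everolimus libraries did so for *Sfn*.
The result changed with the set. With the 385 genes from the moderated test and a fold change above 1.5, 5 lists passed by Fisher's exact test: the cell cycle (23 genes against 12.1, odds ratio 2.00, adjusted p = 0.00418), glycolysis (*Gapdh*, *Pgam1*, *Pgk1*, *Tpi1* and *Pfkp*, odds ratio 8.37, adjusted p = 0.00176), the citrate cycle (*Cs*, *Mdh2*, *Idh3a* and *Idh2*, odds ratio 10.5, adjusted p = 0.00229), carbon metabolism (odds ratio 8.57, adjusted p = 2.55e-08) and apoptosis. Against a background of tumor-upregulated genes only, the odds ratio of the cell cycle list was 0.926 (Fisher's exact adjusted p = 0.761), and those of glycolysis and carbon metabolism were 5.78 and 10.2. All 4 citrate cycle genes of that background were among the 385 (Fisher's exact adjusted p = 0.000248). The list of aminoacyl-tRNA genes written by hand had 8 of the 385 genes, against 0.989 by chance (Fisher's exact test, odds ratio 10.2, adjusted p = 3.33e-05). By the same test of the 385 genes, other lists written by hand passed too. They were glycolysis (odds ratio 13.0, Fisher's exact adjusted p = 8.45e-05), the cell cycle (3.79, 0.00146), the citrate cycle (7.67, 0.00163), amino acid biosynthesis (5.65, 0.0104) and apoptosis (3.62, 0.0104). The lysosome list written by hand did not (2.32, 0.104). Over the 4 alternatives that changed 1 setting each, the adjusted p ranged from 0.00418 to 1 for the cell cycle and 0.00176 to 1 for glycolysis. It ranged from 0.00229 to 1 for the citrate cycle, and over 3 alternatives from 2.55e-08 to 0.920 for carbon metabolism. Tests of the 385 genes with the other background or with lists written by hand are not part of these ranges.
Over all tested genes, the median log2 fold change with MLN0128 was -0.24 for glycolysis (22 of 27 genes lower, 7 at an adjusted p under 0.05, 8 when adjusted over the list alone, limma's camera adjusted p = 0.0255), -0.31 for the citrate cycle (15 of 18, 8 and 8, camera adjusted p = 0.00585) and -0.41 for carbon metabolism (67 of 81, 31 and 33, camera adjusted p = 2.01e-05). The cell cycle list had a median of -0.08, with 83 genes lower and 37 higher at an adjusted p under 0.05 (limma's camera adjusted p = 0.145). Without MLN0128 replicate 3 the cell cycle list passed (limma's camera adjusted p = 0.00286), and without MLN0128 replicate 2 its direction reversed (camera adjusted p = 0.832). Glycolysis did not pass without MLN0128 replicate 2 (limma's camera adjusted p = 0.0844) or replicate 3 (0.0526), nor did the citrate cycle without replicate 3 (0.0585). With everolimus the medians were 0.10 for the cell cycle, -0.05 for glycolysis and the citrate cycle and -0.06 for carbon metabolism. In the direct comparison with everolimus the medians were -0.18, -0.30, -0.25 and -0.26, with adjusted p by limma's camera test of 0.000321, 0.00971, 0.000669 and 7.56e-07, the first being 0.103 and the second 0.0788 without MLN0128 replicate 2.
*Ldha* (ENSMUSG00000063229.15, chromosome 7 of GRCm38, 46841475 to 46855627) was at 629 ± 96.6 FPKM (SD, n = 3) with vehicle, 373 ± 25.2 (n = 3) with MLN0128 and 671 ± 60.5 (n = 3) with everolimus. By limma's moderated test with Benjamini-Hochberg adjustment, its log2 fold change was -0.74 with MLN0128 (SE 0.175, adjusted p = 0.00806, all 3 libraries below all 3 vehicle libraries), 0.10 with everolimus (adjusted p = 0.768) and -0.84 between the drugs (adjusted p = 0.0168). The difference between the drugs was not past the threshold without MLN0128 replicate 1 (limma adjusted p = 0.0560), everolimus replicate 1 (0.0510) or everolimus replicate 3 (0.0758), or with only the groups compared in the model (0.0813), and its adjusted p ranged from 0.0107 to 0.0813 over 23 alternatives. *Pkm* (ENSMUSG00000032294.17, chromosome 9, 59656368 to 59679375), whose FPKM do not separate its PKM1 and PKM2 transcripts, had a log2 fold change of -0.21 with MLN0128 (SE 0.207, adjusted p = 0.471 by the same limma test) and 0.25 with everolimus (adjusted p = 0.485). The libraries of each drug overlapped those of vehicle, and quantile normalization reversed the MLN0128 value to 0.12. *Ldhc* was not listed.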

Western blot analysis confirmed the decreased expression of the glycolysis-related proteins LDHA/C and PKM1 in MLN0128-treated tumors (Supplemental Figure 9B).

As a primary downstream target of mTORC1 signaling, the 4EBP1/eIF4E cascade promotes c-MYC–driven HCC development by regulating tumor cell proliferation.

### CENPM is the pivotal target gene downstream of mTORC1 in c-MYC HCC.

Next, we searched for potential downstream effectors of the mTORC1 cascade, especially those downstream of the 4EBP1/eIF4E pathway, in c-MYC–induced liver lesions. We identified the genes upregulated in tumor tissues and downregulated by MLN0128 treatment but not by everolimus treatment (based on RNA-Seq data). Among them, 30 genes were also overexpressed in c-MYC mouse liver tumors based on our previous microarray analysis data (16). 

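*Arhgef2*, *Cenpm*, *Slc7a11* and the gene written BAT1, shown in the selection scheme of Fig. 6A, were looked up in the tumor libraries. *Cenpm* (ENSMUSG00000068101.11, chromosome 15 of GRCm38, 82233779 to 82244748) encodes centromere protein M, a subunit of the constitutive centromere complex. It was at 1.65 ± 0.320 FPKM (SD, n = 3) in normal liver, 5.63 ± 1.66 (n = 3) with vehicle, 2.81 ± 1.25 (n = 3) with MLN0128 and 4.46 ± 0.865 (n = 3) with everolimus, from 23 to 35, 129 to 264, 67 to 164 and 110 to 261 reads per library. By limma's moderated test with Benjamini-Hochberg adjustment, its log2 fold change was 1.30 (SE 0.239, adjusted p = 0.000459) in vehicle-treated tumors against normal liver, -0.81 (SE 0.239, adjusted p = 0.0232) with MLN0128 and -0.26 (SE 0.239, adjusted p = 0.530) with everolimus. MLN0128 replicates 1 and 2, at 2.26 and 1.94 FPKM, lay below all 3 vehicle libraries, and replicate 3, at 4.24, lay above vehicle replicate 2, at 3.78. The exact permutation test of 3 against 3 libraries gave p = 0.2 for MLN0128 and p = 0.4 for everolimus, two-sided, where the smallest p it can give is 0.1. The fall with MLN0128 was not past the treat threshold, so *Cenpm* was not among the 83 genes, and it was among the 385 of the moderated test with a fold change above 1.5. The adjusted p with MLN0128 was 0.0751 without vehicle replicate 1, 0.0936 without vehicle replicate 3, 0.0864 without MLN0128 replicate 1 and 0.0805 without MLN0128 replicate 2, and ranged from 0.00444 to 0.0936 over 23 alternatives. Replicate 3, the MLN0128 library without Xist RNA, lay at -0.31 on the log2 scale from the vehicle mean.
*Slc7a11* (ENSMUSG00000027737.10, chromosome 3, 49892526 to 50443614) fell from 10.5 ± 3.26 FPKM (SD, n = 3) with vehicle to 0.115 ± 0.0792 (n = 3) with MLN0128 and 0.587 ± 0.449 (n = 3) with everolimus. Its log2 fold changes were -3.33 (SE 0.223, adjusted p = 9.81e-06) and -2.86 (SE 0.223, adjusted p = 3.84e-05) by limma's moderated test with Benjamini-Hochberg adjustment, with all 3 libraries of each drug below all 3 vehicle libraries, and the difference between the drugs was -0.47 (adjusted p = 0.199). Over 23 alternatives they ranged from -6.68 to -3.16 with MLN0128 and from -4.37 to -2.66 with everolimus. Between the drugs the range was -2.31 to -0.27 (limma adjusted p from 0.0775 to 0.553). *Slc7a11* was among the 56 genes called with both drugs. *Arhgef2* (ENSMUSG00000028059.15, chromosome 3, 88605966 to 88648052) was at 8.03 ± 2.74 FPKM (SD, n = 3) with vehicle, 1.77 ± 1.13 (n = 3) with MLN0128 and 4.03 ± 1.54 (n = 3) with everolimus. All 3 libraries of each drug lay below all 3 vehicle libraries. The log2 fold changes were -1.74 (adjusted p = 0.00207) with MLN0128 and -0.85 (adjusted p = 0.109) with everolimus by limma's moderated test. The difference between the drugs was -0.89 (limma adjusted p = 0.0977). It was -1.19 (limma adjusted p = 0.0332) without MLN0128 replicate 3, which left only MLN0128 libraries with Xist RNA. Over its alternatives the limma adjusted p of this difference ranged from 0.0332 to 0.278.
BAT1 is an older name of *Ddx39b*, and the paper's Supplemental Figure 19 and its list of guide RNAs name *Bcat1* instead. *Ddx39b* (ENSMUSG00000019432.15, chromosome 17, 35241746 to 35253707) was higher with MLN0128, at 58.5 ± 5.63 FPKM (SD, n = 3) against 33.9 ± 2.50 (n = 3) with vehicle, a log2 fold change of 0.77 (SE 0.135, adjusted p = 0.00175 by limma's moderated test, all 3 libraries above all 3 vehicle libraries). *Bcat1* (ENSMUSG00000030268.17, chromosome 6, 144993835 to 145076184) was below the FPKM minimum and not tested. It was at 0.385, 0.992 and 0.483 FPKM in the vehicle libraries, 0.0302, 0 and 0.0897 with MLN0128 and 0.0738, 0.167 and 0.0560 with everolimus, and was listed at 0 in all 3 normal livers.

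**Figure D2:**
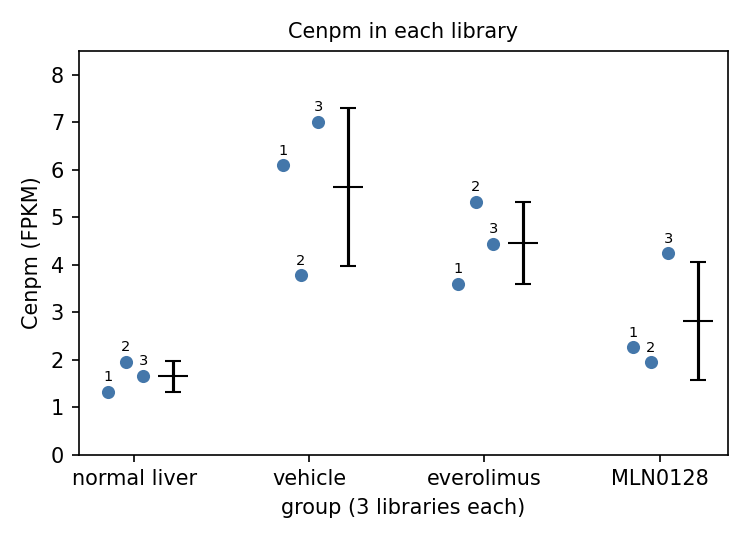
*Cenpm* FPKM in each library by group, with replicate numbers beside the points and a line and bars for the mean ± SD of 3 libraries. MLN0128 replicate 3 (4.24) lies above vehicle replicate 2 (3.78), and MLN0128 replicates 1 and 2 lie below all other tumor libraries.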

Each gene was searched in the TCGA-LIHC dataset for any possible link to HCC. Four genes were upregulated in human HCCs and are associated with poor prognosis of the patients: ARHEGF2, BAT1, CENPM, and SLC7A11 (Figure 6A). Subsequently, we analyzed their expression in human HCC cell lines upon Everolimus or MLN0128 treatment. Of note, only CENPM was consistently downregulated by MLN0128 (Figure 6B and Supplemental Figure 15A). Western blot results showed that everolimus only inhibited the activation of RPS6 signaling, while MLN0128, a pan-mTOR inhibitor, inhibited both RPS6 and 4EBP1 pathways downstream of mTORC1 (Figure 6C). These results suggested that CENPM is a 4EBP1/eIF4E target downstream of mTORC1. CENPM is one of the critical components of a complex that allows kinetochore protein assembly, mitotic progression, and chromosome segregation. In TCGA database, *CENPM* mRNA expression was substantially upregulated in human HCC tissues compared with surrounding tissues (Figure 6D). In addition, low expression levels of *CENPM* were linked to a better prognosis in human HCC cohorts (Figure 6E). *CENPM* expression was also positively correlated with *EIF4EBP1*, the major downstream effector of mTORC1 (Figure 6F). In addition, we also found that *CENPM* levels positively correlated with levels of MYC activation (Supplemental Figure 15B). Thus, we hypothesized that *CENPM* might be a candidate target gene downstream of mTORC1/4EBP1 in c-MYC–induced HCC.

To investigate the role of CENPM in c-MYC HCC progression, we infected 2 HCC cell lines (HLF and Huh7) with 4-hydroxytamoxifen–inducible (4OHT-inducible) c-MYC lentivirus (p-Lenti-4OHT-cMyc-ER). As our previous studies revealed (15, 16), c-MYC is expressed at low levels in HLF and Huh7 cell lines. Upon 4OHT treatment, c-MYC expression was induced, and *CENPM* mRNA levels were concomitantly upregulated in HLF and Huh7 cells (Figure 6G).

To further characterize the effect of CENPM on c-MYC HCC tumor development, we silenced CENPM in human HCC cell lines using siRNA (siCENPM). The cell viability was strongly inhibited by siCENPM, as revealed by EdU staining (Supplemental Figure 16). Consistently, based on Dependency Map (DepMap; https://depmap.org/portal/) studies, sgRNA against CENPM also led to considerable HCC cell growth inhibition in all 22 human HCC cells tested (Supplemental Figure 17). To validate this observation, 2 human HCC cell lines, HLF and Hep40, were also transfected with sgCENPM (human) lentivirus. Of note, human HCC cell proliferation was significantly inhibited, as EdU and colony formation assays showed (Figure 7, A, B, D, and E). In addition, CENPM protein expression was remarkably reduced (Figure 7C). Moreover, immunofluorescence-based microscopy analysis of CENPM-KO single cells indicated the influence of this gene on chromosome segregation in HCC cells. Specifically, lagging chromosomes or mis-segregations were observed in the CENPM-KO cells during mitosis, likely due to abnormal kinetochore proteins caused by CENPM loss (Figure 7F and Supplemental Figure 18).

Next, to investigate the role of CENPM in c-MYC–induced hepatocarcinogenesis in vivo, we induced coexpression of c-MYC, MCL1, and CRISPR-Cas9–mediated KO plasmid (sgCenpm) in mouse liver by hydrodynamic injection, whereas c-MYC, MCL1, and sgEGFP plasmids were injected into additional mice as controls (Figure 7G). Strikingly, *Cenpm* deletion completely suppressed c-MYC HCC formation in mice (Figure 7, H and I). Indeed, 20 weeks after injection, none of the c-MYC/MCL1/sgCenpm–injected mice developed liver tumors. As an additional control for this experiment, sgRNA against 3 genes previously selected as candidate mTORC1 targets, *Arhegf2*, *Bat1*, and *Scl7a11*, were coinjected with c-MYC and MCL1. However, none of them delayed c-MYC–driven HCC development, indicating the importance of targeting Cenpm to effectively blunt c-MYC–dependent hepatocarcinogenesis (Supplemental Figure 19). To further substantiate the effective deletion of the *Cenpm* gene, we transfected a sgCenpm lentivirus construct into HCC3-4 cells, a mouse HCC cell line with c-MYC activation. The Tracking of Indels by Decomposition (TIDE) assay result confirmed the effectiveness of our CRISPR/Cas9 system (Supplemental Figure 20A). Consistent results were also found in the c-MYC/sg*Cenpm* liver tissues that were harvested at an early stage when c-MYC^+^ cells still existed (Supplemental Figure 20B).

In summary, our study strongly suggests that CENPM is a critical downstream target of mTORC1 signaling in c-MYC HCC initiation.

## Discussion

The present study systematically dissected the signaling pathways downstream of mTORC2/AKT1 in c-MYC–dependent hepatocarcinogenesis. The first key conclusion from our in vivo genetic investigation is that FOXOs, including FOXO1, the major FOXO family member in the liver, have limited relevance in regulating AKT1 signaling–mediated, c-MYC–driven HCC in mice. This finding contrasts with previous studies suggesting that AKT regulates liver physiology and pathophysiology by predominantly controlling FOXO1. For instance, it has been shown that liver-specific deletion of *Akt1* and *Akt2* led to glucose intolerance and insulin resistance. These defects could be normalized by codeleting *Foxo1* in the liver (13). Loss of *Akt1/Akt2* led to liver regeneration defects. In *Akt1/Akt2/Foxo1* triple–liver-specific–KO mice, liver regeneration was restored, as seen in the WT mice (11). Similarly, mice with liver-specific deletion of *Akt1/Akt2* developed HCC over the long term. Liver tumor development could be abolished entirely in the *Akt1/Akt2/Foxo1* triple–liver-specific–KO mice (12). All these studies suggest that FOXO1 is a key molecule downstream of AKT signaling in the liver. In striking contrast to these data, our current study shows that loss of FOXO1 failed to restore c-MYC–driven HCC development in the absence of the mTORC2/AKT cascade. The results highlight that FOXO1 or FOXO family members may have distinct functions depending on different pathological stimuli. The present findings also indicate that suppressing FOXO family members may have limited value for treating c-MYC–dependent hepatocarcinogenesis.

Our current and previous studies demonstrate that the TSC/mTORC1 cascade is necessary and sufficient for HCC development in c-MYC mice. The data also underline the critical role of the TSC complex in c-MYC–driven hepatocarcinogenesis. This conclusion is further supported by the fact that *TSC1/2*-mutant human HCC samples were enriched in c-MYC–activated tumors (Supplemental Figure 6). In mice, loss of TSC2 significantly accelerated c-MYC–induced liver tumor formation (Supplemental Figure 7). These results also support the possible use of mTOR inhibitors for HCC treatment. However, our RNA-Seq studies indicated that genes downregulated by either MLN0128 or everolimus treatments were enriched in the apoptosis pathway (Figure 4). Specifically, expression levels of several proapoptotic genes (*Bak1*, *Bcl10*, *Card19*, *Casp3*, *Ltbr*, *Noxa*) in these treatment groups were reduced compared with the expression in the vehicle-treated group (Supplemental Figure 21). Therefore, mTORC1 inhibitors might even cause adverse effects by inducing apoptosis in the c-MYC/MCL1 HCC model and in corresponding human tumors. 

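The apoptosis list, a Reactome set with 131 tested genes, had a median log2 fold change of -0.28 with MLN0128, where 95 genes were lower, 50 of them at an adjusted p under 0.05 (52 when adjusted over the list alone). With everolimus the median was -0.11, with 89 genes lower, 8 at an adjusted p under 0.05 (4 when adjusted over the list alone). By limma's camera test with Benjamini-Hochberg adjustment, the adjusted p was 9.83e-05 with MLN0128 and 0.0191 with everolimus. By limma's fry test it was 0.000344 and 0.0509, and with an estimated correlation 0.288 and 0.490. The everolimus value was 0.0775 without vehicle replicate 2 and 0.104 without everolimus replicate 2, and over 15 alternatives it ranged from 0.00687 to 0.490. The list was lower with MLN0128 than with everolimus, by a median of -0.15 (limma's camera adjusted p = 0.00234). An apoptosis list of 67 genes written by hand did not pass by limma's camera test with MLN0128 (median -0.15, adjusted p = 0.118), with everolimus (median -0.09, adjusted p = 0.162) or between the drugs (median -0.07, adjusted p = 0.638). By limma's fry test it passed with MLN0128 (adjusted p = 0.000373) and everolimus (adjusted p = 0.00556) and not between the drugs (adjusted p = 0.0662). By over-representation, the Reactome apoptosis list had 3 of the 237 genes called lower with MLN0128 by treat, against 2.16 by chance (one-sided Fisher's exact test, odds ratio 1.41, adjusted p = 0.732), and 0 of the 82 called lower with everolimus, against 0.746. With the moderated test and a fold change above 1.5 it had 32 of 1610 genes with MLN0128, against 14.6 (odds ratio 2.6, Fisher's exact adjusted p = 5.62e-05), and 7 of 675 with everolimus, against 6.14 (odds ratio 1.15, adjusted p = 1). The 32 genes included proteasome subunits such as *Psmd7* and *Psmb5*. The apoptosis list written by hand had 14 of the 1610 genes, against 7.49 (odds ratio 2.11, Fisher's exact adjusted p = 0.0170). With everolimus it had 6 of the 675, against 3.14 (odds ratio 2.01, Fisher's exact adjusted p = 0.374).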

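Proapoptotic genes were compared with vehicle in the same libraries, 3 per group, and 5 of them are given. Each had a lower mean FPKM with both drugs. *Bak1* (ENSMUSG00000057789.14, chromosome 17 of GRCm38, 27019810 to 27029009) was at 16.7 ± 0.709 FPKM (SD, n = 3) with vehicle, 9.43 ± 3.08 with MLN0128 and 9.08 ± 0.6 with everolimus. By limma's moderated test with Benjamini-Hochberg adjustment its log2 fold changes were -0.80 (SE 0.170, adjusted p = 0.00451) and -0.82 (SE 0.170, adjusted p = 0.0129). The everolimus value was not past the threshold without vehicle replicate 3 (limma adjusted p = 0.0573) or everolimus replicate 1 (0.0589), and ranged from 0.00161 to 0.0589 over 23 alternatives. *Card19* (ENSMUSG00000037960.11, chromosome 13, 49202950 to 49216037) was at 5.46 ± 1.45, 2.03 ± 0.972 and 2.62 ± 0.947 FPKM, with log2 fold changes of -1.11 (adjusted p = 0.00505) and -0.84 (adjusted p = 0.0479, past the threshold in 8 of 23 alternatives) by the same limma test. The latter adjusted p ranged from 0.0226 to 0.179 and was largest without everolimus replicate 1. *Noxa*, listed as *Pmaip1* (ENSMUSG00000024521.8, chromosome 18, 66458533 to 66465565), was at 10.6 ± 2.6, 3.6 ± 1.98 and 5.14 ± 0.5 FPKM, with log2 fold changes of -1.43 (limma adjusted p = 0.00402) and -0.90 (adjusted p = 0.0746). With everolimus *Pmaip1* passed in 3 of 23 alternatives, without MLN0128 replicate 2 (limma adjusted p = 0.00587), with only the groups compared in the model (0.0351) and with voom (0.0499), and its adjusted p ranged up to 0.185. *Ltbr* (ENSMUSG00000030339.7, chromosome 6, 125306571 to 125313885) was at 36.0 ± 3.84, 18.2 ± 2.31 and 25.9 ± 1.48 FPKM, with log2 fold changes of -0.95 (limma adjusted p = 0.000964) and -0.46 (adjusted p = 0.0734). With everolimus *Ltbr* passed without normal liver replicate 3 (limma adjusted p = 0.0441), and its adjusted p ranged from 0.0441 to 0.211 over 23 alternatives. *Bcl10* (ENSMUSG00000028191.11, chromosome 3, 145922804 to 145934356) was at 4.67 ± 0.235, 3.84 ± 0.212 and 3.22 ± 0.862 FPKM, with log2 fold changes of -0.23 (limma adjusted p = 0.328) and -0.45 (adjusted p = 0.117).
All 3 libraries of each drug lay below all 3 vehicle libraries for each of these 5 genes. *Bak1* and *Pmaip1* were higher in vehicle-treated tumors than in normal liver, and *Card19* and *Ltbr* were lower.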

Combining mTORC1 inhibitors with drugs targeting the apoptosis process may be needed for patients with HCC who harbor c-Myc activation.

mTORC1 is known to function through the p70S6K/RPS6 and 4EBP1/eIF4E cascades. It is important to note that both p70S6K/RPS6 and 4EBP1/eIF4E cascades regulate protein translation as their primary function. Nevertheless, eventually, the deregulated protein translation affects different targets. It has been established that p70S6K/RPS6 regulates tumor metabolism, such as de novo lipogenesis. Studies have shown that targeting the deregulated metabolic pathway, such as through deletion of FASN, a major enzyme in de novo lipogenesis, could substantially delay c-MYC HCC development (27). However, the genes or pathways regulated by the 4EBP1/eIF4E cascade in HCC are not well characterized. This is mainly because the 4EBP1/eIF4E cascade predominantly regulates protein translation, which is much more difficult to analyze technically. Here, we chose to use RNA-Seq in combination with everolimus or MLN0128 treatment of *c-MYC/* *MCL1/Ricto^KO^Tsc2^KO^* mouse liver tumors to identify genes or pathways that are indirectly regulated by the 4EBP1/eIF4E cascade. Our study indicates that 4EBP1/eIF4E is the major signaling that modulates tumor cell proliferation and metabolic pathways, such as PKM1 and LDHA/C, that directly contribute to tumor proliferation (Supplemental Figure 14B).

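In the RNA-Seq of the *c-MYC/MCL1/Rictor KO* *Tsc2 KO* tumors, the difference between the drugs in *Cenpm* was tested directly. The log2 fold change of MLN0128 against everolimus was -0.55 (SE 0.239, adjusted p = 0.164 by limma's moderated test with Benjamini-Hochberg adjustment), and the exact permutation test gave p = 0.2, two-sided, where 0.1 is the smallest p for 3 against 3 libraries. MLN0128 replicates 1 and 2 lay below all 3 everolimus libraries, and MLN0128 replicate 3 lay above everolimus replicate 1. Without MLN0128 replicate 3 the log2 fold change was -0.81 (limma adjusted p = 0.0395). MLN0128 was then represented only by libraries with Xist RNA and no Y-linked reads. An effect of the drug and one of X and Y content cannot be told apart there. Over 23 alternatives the log2 fold change ranged from -0.81 to -0.39, with limma adjusted p from 0.0395 to 0.381.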

Finally, we identified CENPM as a downstream target of 4EBP1/eIF4E, as its expression was downregulated in c-MYC HCC by MLN0128, but not everolimus (Figure 6B and Supplemental Figure 15A). Nonetheless, the regulation of CENPM by 4EBP1/eIF4E might be indirect. The eIF4E protein plays a crucial role in binding to the 5′ cap structure of mRNA, and its availability often limits translation initiation. 4EBP1 binds to eIF4E and inhibits its function, thereby preventing translation initiation. Activation of the mTOR pathway leads to phosphorylation of 4EBP1, causing its dissociation from eIF4E and promoting translation initiation. Previous evidence indicates that upregulation of CENPM promotes cancer progression through the mTOR signaling pathway (28). In addition, several microRNAs, including miR-214-3p (29), have been implicated in the posttranscriptional regulation of CENPM. Interestingly, miR-214-3p is also involved in regulating 4EBP1 signaling (30). Therefore, the 4EBP1-eIF4E complex might regulate CENPM translation by interacting with microRNAs. However, the precise mechanisms underlying this regulation require further investigation. Furthermore, additional mechanisms might lead to the upregulation of CENPM in c-MYC–driven HCC. Indeed, our bioinformatics analysis and experimental studies demonstrated that CENPM was also a direct transcriptional target of c-MYC (Supplemental Figures 22 and 23), supporting the idea that c-MYC regulates CENPM via multiple mechanisms. Finally, we show that CENPM was an important mediator of c-MYC–induced HCC. Of note, it is unlikely that CENPM is the only key molecule in driving c-MYC–induced HCC formation. Several other proteins, such as TAZ (17), SLC1A5 (16), etc., were also shown to be crucial for c-MYC–driven hepatocarcinogenesis. Nevertheless, the current study suggests that CENPM might be a valuable target for treating c-MYC–driven HCC.

## Methods

### Sex as a biological variable.

Sex was not considered as a biological variable. Both male and females animals were used in this study.

### Constructs and reagents.

The plasmids used in the study, including pT3-elongation factor 1 α (EF1α), MCL1, pT3-EF1α-c-MYC, pT3-EF1α-4EBP1A4, p-CMV, cyclization recombination (Cre), and pCMV/sleeping beauty transposase (SB) have been described in our previous publications (25, 31). The pT3-EF1α-FoxO1AAA plasmid was constructed from pCMV5-Myc-FoxO1AAA (no. 17547, Addgene, deposited by Domenico Accili, College of Physicians and Surgeons of Columbia University, New York, New York, USA). The pT3-TTRpro-CreERT2 plasmid was constructed from pCAG-CreERT2 (no. 14797, Addgene, deposited by Connie Cepko, Harvard Medical School, Boston, Massachusetts, USA) using a standard molecular cloning approach. The pCMV4a-Flag-c-Myc construct was purchased from Addgene (no. 102625, Addgene, deposited by Hening Lin, Cornell University, Ithaca, New York, USA). The pGL3 firefly luciferase reporter vector plasmid (catalog E1751) and the pRL-CMV *Renilla* luciferase control reporter vector plasmid (catalog E2231) were purchased from Promega. To generate the pGL3-CENPM promoter plasmid, a 2000bp DNA fragment of the human CNEPM promoter containing the predicted c-MYC–binding site was subcloned into the pGL3 vector. To generate the pGL3-Motif-Mut plasmid, a 1988bp truncated DNA fragment deleting the putative c-MYC–binding site (CACCACGTGTTC) in the CENPM genome was subcloned into the pGL3 vector. For CRISPR/Cas9-mediated gene deletion, the sgRNA guide sequence was cloned into LentiCRISPRv2 puro (no. 98290, Addgene, deposited by Brett Stringer Laboratory, Griffith University, Brisbane, Australia) or PX330 (no. 42230, Addgene, deposited by Feng Zhang at Massachusetts Institute of Technology, Cambridge, Massachusetts, USA) according to the published protocol (32). The guide RNAs used in the study are listed in Supplemental Table 2. All plasmids were purified using the Endotoxin-free Maxi Prep Kit (MilliporeSigma). MLN0128 (I-3344) and everolimus (E-4040) were from LC Laboratories,, and tamoxifen was purchased from MilliporeSigma.

### Hydrodynamic injection and mouse treatment.

WT *FVB/N* mice were obtained from Charles River Laboratories. *Tsc2^fl/fl^* mice (on the C57BL/6J background), *Rictor^fl/fl^* mice (on the C57BL/6J background), *Foxo1^fl/fl^* mice (on the FVB/NJ background), and *Raptor ^fl/fl^* mice (on the C57BL/6J+N mixed background) were purchased from The Jackson Laboratory. *Rictor^fl/fl^* *Foxo1^fl/fl^* and *Rictor^fl/fl^* *Tsc2^fl/fl^* mice were generated by crossing *Rictor^fl/fl^* mice with *Tsc2^fl/fl^* mice or *Foxo1^fl/fl^* mice, respectively. Hydrodynamic tail vein injection was performed as described previously (33, 34). The plasmid mixture compounds, which induced mouse c-MYC/MCL1 HCC, are provided in Supplemental Table 3.

MLN0128 (I-3344) and everolimus (E-4040) were purchased from LC Laboratories. MLN0128 was first dissolved in 1-methyl-2-pyrrolidinone (NMP) (328634, MilliporeSigma) to make a stock solution of 20 mg/mL, and then 1:100 diluted into 15% polyvinylpyrrolidone (PVP) (81420, MilliporeSigma) to H_2_O. The diluted solution was stored at 4°C in the dark before administration. Everolimus was dissolved in 100% ethanol to make a stock solution of 50 mg/mL and then mixed with 1% PBS to make a 0.2 mg/mL working solution before administration. Tamoxifen (T5648, MilliporeSigma) was dissolved in corn oil for 1 hour in a roller (hybridization oven) at 65°C to make a stock solution of 20 mg/mL. Tamoxifen was warmed for 10 minutes at 65°C before injection.

MLN0128 (1 mg/kg/day), everolimus (1 mg/kg/day), or vehicle was administered daily (6 days a week) over 3 weeks, via oral gavage, starting 6 days after plasmid injection. Mice were sacrificed 3.7 weeks after hydrodynamic injection (3 weeks after treatment). Two weeks after injection of c-MYC/MCL1/TTR-CreERT2 plasmids (when tumor nodules are visible on the liver surface), a group of mice were harvested as a pretreatment cohort, and additional mice were either intraperitoneally injected with corn oil or tamoxifen (9 mg/40 g body weight), 3 times, once every other day. Tamoxifen administration allows activation of the Cre recombinase and the subsequent deletion of Raptor only in TTR promoter (+) HCC tumor cells. Abdominal girth and signs of morbidity or discomfort were monitored for all mice.

### Cell lines, cell culturing, and in vitro experiments.

Three human HCC cell lines (SNU449, HLE, and HLF) were used in this study. The cell lines were obtained from the American Type Culture Collection (ATCC). All cells were authenticated and confirmed to be free of mycoplasma contamination. SNU449 cells were cultured in RPMI-1640, whereas HLE and HLF cells were cultured in DMEM with 10% FBS at 37°C in a 5% CO_2_ (v/v) humidified incubator.

For lentivirus transduction, a 6-well plate of 50% confluent HEK293FT cells were transfected in OptiMEM with 5 μL Lipofectamine 2000 reagents (Invitrogen, Thermo Fisher Scientific), 2 μg packaging plasmids (equal volumes of pVSV-G, pMDL, and pRSV), and 2 μg lentivirus. Forty-eight hours later, the viral supernatant was harvested and filtered through a 0.45 μm filter (MilliporeSigma). For lentivirus transfection, cells were seeded into 6-well plates. The viral supernatant was added to culture media at an equal volume. After 24 hours, the culture media were supplemented with 2 μg/mL concentrations of puromycin for selection.

For the colony formation assay, cells transfected with pLenti-puro-sgCENPM/EGFP lentivirus were plated in 6-well culture plates at a density of 500 cells per well, in triplicate. Two weeks later, colonies were stained with Crystal Violet and then counted.

For knockdown studies, cells were transfected with scrambled siRNA or siRNA directed against the human *CENPM* gene (stB003419, RiboBio), according to the manufacturer’s recommendations. After incubation for 48 hours, cell proliferation was assessed using the EdU Cell Proliferation kit (Thermo Fisher Scientific). Experiments were repeated at least 3 times in triplicate.

### Analysis of chromosome segregation during mitosis.

CENPM-KO (sg*CENPM*) and control (sg*EGFP*) HLF cells were used. To synchronize the cells in the G_0_/G_1_ phase, cells were incubated in DMEM/F12 growth media containing 0.1% FBS for 24 hours, ensuring a maximum number of cells in the G_0_/G_1_ phase (35). The cells were then incubated in DMEM with 10% FBS for 24 hours at 37°C and 5% CO_2_. After incubation, cells were washed with PBS, fixed with ice-cold methanol, permeabilized with 0.1% Triton X-100, and blocked with 0.1% Triton X-100 and 10% normal goat serum in PBS. The cells were then incubated overnight at 4°C with antibodies against acetylated α-tubulin (1:200,MilliporeSigma) and γ-tubulin (1:500, MilliporeSigma), followed by a 1-hour incubation with fluorescent secondary antibodies (1:200). Nuclei were stained with DAPI (Prolong Gold with DAPI, Invitrogen, Thermo Fisher Scientific), and chromosomal lagging or mis-segregation was analyzed using confocal microscopy.

### Histology and IHC.

Mouse liver tissues were fixed in 4% paraformaldehyde overnight, embedded in paraffin, and sectioned as described previously (15, 36). For IHC, the sections were incubated with the primary antibodies overnight at 4°C. Immunoreactivity was visualized with the Vectastain ABC Elite Kit (Vector Laboratories) and DAB (Vector Laboratories). Slides were then counterstained with hematoxylin. The primary antibodies used are listed in Supplemental Table 4. Quantification was performed using ImageJ 1.8.0 software (NIH).

### Protein extraction and Western blot analysis.

Frozen mouse liver tumors were homogenized, and cultured cell samples were lysed in Mammalian Protein Extraction Reagent (Thermo Fisher Scientific) containing the Complete Protease Inhibitor Cocktail (Thermo Fisher Scientific). Protein concentrations were determined with the Bio-Rad Protein Assay Kit (Bio-Rad). The lysates were denatured by boiling in 2× Laemmli sample buffer (1610737, Bio-Rad). Aliquots of 30 μg protein lysates were separated by SDS-PAGE (M00654, GenScript) and then transferred onto PVDF membranes (Bio-Rad). Membranes were blocked in 10% nonfat milk in Tris-buffered saline containing 0.05% Tween-20 and incubated with primary antibodies at 4°C overnight. Then membranes were incubated with a HRP secondary antibody (Jackson ImmunoResearch Laboratories) for 1 hour at room temperature and developed with Clarity Western ECL Substrate (170-5061, Bio-Rad). The primary antibodies used are listed in Supplemental Table 5.

### RNA extraction, reverse transcription, and real-time PCR.

Total RNA was extracted from frozen mouse liver specimens and cultured cell samples using the Quick-RNA Miniprep Kit (R1055, Zymo Research). cDNA was generated using iScript Reverse Transcription Supermix (1708841, Bio-Rad Laboratories), according to the manufacturer’s instructions. mRNA expression was determined by quantitative PCR (qPCR) using iTaq Universal SYBR Green Supermix (1725124, Bio-Rad Laboratories) in the QuantStudio 6 Flex system (Applied Biosystems). The expression of each specific gene mRNA was normalized with the 18S rRNA. Thermal cycling conditions included an initial hold period at 95°C for 10 minutes, which was followed by a 3-step PCR program of 95°C for 15 seconds, 60°C for 1 minute, and 72°C for 30 seconds for a total of 40 cycles. The primers used in this study are listed in Supplemental Table 6.

### RNA-Seq analysis.

To analyze the role of FOXOs during c-MYC–induced hepatocarcinogenesis, total RNA was extracted from mice injected with c-MYC/pT3 (*n* = 3) or c-MYC/FOXO1AAA (*n* = 3), as well as from *FVB/N* WT normal livers (*n* = 4) using the Quick-RNA Miniprep Kit (Zymo Research, CA,USA). To analyze downstream target genes of p70S6K/RPS6 and 4EBP1/eIF4E, total RNA was extracted from mouse *c-MYC/MCL1/Rictor^KO^* *Tsc2^KO^* HCCs treated with MLN0128 (*n* = 3), everolimus (*n* = 3), or vehicle (*n* = 3), as well as from C57BL/6 WT normal livers (*n* = 3) using the Quick-RNA Miniprep Kit (Zymo Research). The experimental design included 4 groups: MLN0128 (MLN), everolimus (EVE), vehicle (VEH), and normal liver (NL). RNA quality control was determined using the Agilent RNA 6000 Nano Kit (Agilent Technologies) and Bioanalyzer (Agilent Technologies). Novogene performed library preparation and sequencing. All analyses were performed in R. Gene read counts were conducted in Ensembl Gene ID and converted to Entrez Gene ID. Corresponding symbol annotations and full gene names were added using the org.Mm.eg.db library. The R package edgeR and glmTreat function were used to identify differentially expressed genes (DEGs). DEGs were limited by a *P* value of 0.05 and an FDR of 0.05. The Venn diagram was drawn using the VennDiagram package. KEGG pathway enrichment analysis was performed using the ggplot2 package.

### ChIP assay.

SNU449 cells were transfected with pCMV4a–Flag–c-Myc using Lipofectamine 3000 (L3000001, Invitrogen, Thermo Fisher Scientific), and CHIP was performed using the Zymo-Spin ChIP Kit following the manufacturer’s instructions (catalog D5209, Zymo Research). Briefly, 15 μL Lipofectamine 3000 was diluted in 250 μL Opti-MEM and incubated at room temperature for 5 minutes. Separately, 10 μg plasmids and 20 μL P3000 were mixed in 250 μL Opti-MEM. After 5 minutes, the 2 mixtures were combined and incubated for an additional 20 minutes at room temperature. This DNA-lipid complex and 2.5 × 10^6^ cells were then added to the cell culture plate. After 48 hours of transfection, the cells were harvested. DNA and protein in the cell samples were crosslinked with 1% formaldehyde, followed by sonication (30 seconds “ON,” 30 seconds “OFF” for 12 cycles) on ice. Immunoprecipitation was performed using a Flag-tag antibody (Proteintech, 66008-4-Ig) overnight at 4°C, with rabbit anti-IgG (no. 2729, 1:1,000; Cell Signaling Technology) as a negative control. DNA-protein complexes were pulled down using protein A magnetic beads and reverse-crosslinked to release the DNA. The purified DNA was used as a template for PCR. Input samples served as positive controls. The PCR cycling conditions were as follows: 10 minutes at 98°C, followed by 35 cycles of 10 seconds at 98°C, 5 seconds at 55°C, and 20 seconds at 72°C. PCR products were then run on a DNA gel to visualize the target bands. The primers specific for the *CENPM* promoter region are: *CENPM*-ChIP forward, 5′-GAATGAAAGTGAACAAAGGAAT-3′; *CENPM*-ChIP reverse, 5′-CCTCTTAAAGGAACCGAACC-3′.

### CUT&RUN assay.

The CUT&RUN assay was conducted following the manufacturer’s protocol (HD101, Vazyme). Briefly, SNU449 cells were rinsed with PBS and incubated with ConA Beads Pro at room temperature for 10 minutes. c-Myc/N-Myc antibody (13987S, 1:50; Cell Signaling Technology) was added and incubated at 4°C overnight. IgG (2729S, 1:50; Cell Signaling Technology) was used as a negative control. The samples were then washed twice, followed by the addition of pG-MNase enzyme and incubation at 4°C for 1 hour. After washing twice, CaCl_2_ was added, and the samples were incubated for 1.5 hours on ice. Stop buffer was then added, and the samples were incubated at 37°C for 30 minutes. Finally, DNA was extracted and quantified by qPCR. The primers specific for *CENPM* promoter region were: *CENPM*-ChIP forward, 5′-GAATGAAAGTGAACAAAGGAAT-3′; *CENPM*-ChIP reverse, 5′-CTTCTTAAAGGAACCGAACC-3′.

### Dual-luciferase reporter assay.

The pCMV4a–Flag–c-Myc–transfected SNU449 human HCC cells were plated in triplicate in 24-well plates at 70%–80% confluence. Plasmids were transfected using the Lipofectamine 2000 reagents (Invitrogen, Thermo Fisher Scientific). In brief, cells were transfected with 600 ng pLG3-*CENPM* promoter plasmids or pGL3-Motif-Mut plasmids. The pGL3 empty vector plasmid was applied as a control. Meanwhile, HCC cells in each group were also transfected with 16 ng pRL-CMV plasmids. Cells were harvested 48 hours after transfection. According to the manufacturer’s protocol, we assessed the luciferase activity using the Dual-Luciferase Reporter Assay System (catalog 1910, Promega). The Synergy HT microplate read firefly and *Renilla* luciferase. Normalization to *Renilla* luciferase was performed in all samples. Experiments were repeated at least 3 times in triplicate.

### Retrieval and analysis of TCGA human HCC data.

To investigate the relationship between MYC activation and *TSC* mutation status in human HCC samples, TGCA datasets were retrieved from the cBioPortal for Cancer Genomics (http://www.cbioportal.org). The overall sample size was 374 HCCs from TCGA-LIHC database. The mutation data were extracted from the cBioPortal for Cancer Genomics. The data were analyzed and visualized in R using multiple packages. For the MYC activation status, we extracted expression data on 30 well-characterized c-MYC target genes from TCGA-LIHC database. In order to reflect the c-MYC activation trends, all 30 of the c-MYC target genes expression levels were used for clustering analysis of transcription abundance. All genes were clustered into 3 expression profiles (MYC-high, MYC-low and MYC-medium) using the K-means clustering method. The data objects with similar characteristics of c-MYC activation were grouped into the same clusters. Heatmaps were generated using the pheatmap package in R.

### Statistics.

The GraphPad Prism 7.0 (GraphPad Software) was used to analyze the data. The data are presented as the mean ± SD. Statistical analyses were conducted using a 2-tailed Student’s *t* test, χ^2^ test, and 1-way ANOVA. Survival curves were estimated using the Kaplan-Meier method and compared using the log-rank test. A *P* value of less than 0.05 was considered statistically significant.

### Study approval.

All mouse experiments were performed in accordance with protocols approved by the IACUCs at UCSF (protocol no. AN185770) and the University of Hawaii Cancer Center.

### Data availability.

The RNA-Seq data for this study were deposited in the Gene Expression Omnibus (GEO) database (GSE275889, GSE276215). All datasets generated and analyzed for the current study are available from the corresponding author upon reasonable request, and values underlying the data presented in each graph and as means are provided in the Supporting Data Value files.

## Author contributions

SL, HW, and XC conceived of and designed the study. YZ, SZ, GQ, XW, AY, JW, ZX, ME, and GC performed the experiments. YZ, SZ, and HW drafted the manuscript. JC, NC, and MX provided technical and material support. XW, HX, and SD performed data analysis and interpretation of the sequencing data. SL, DFC, XC, XW, YD, XS, AY, and HW reviewed and revised the manuscript. All authors read and approved the final version of the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 1

Supporting data values

## Figures and Tables

**Figure 1:**
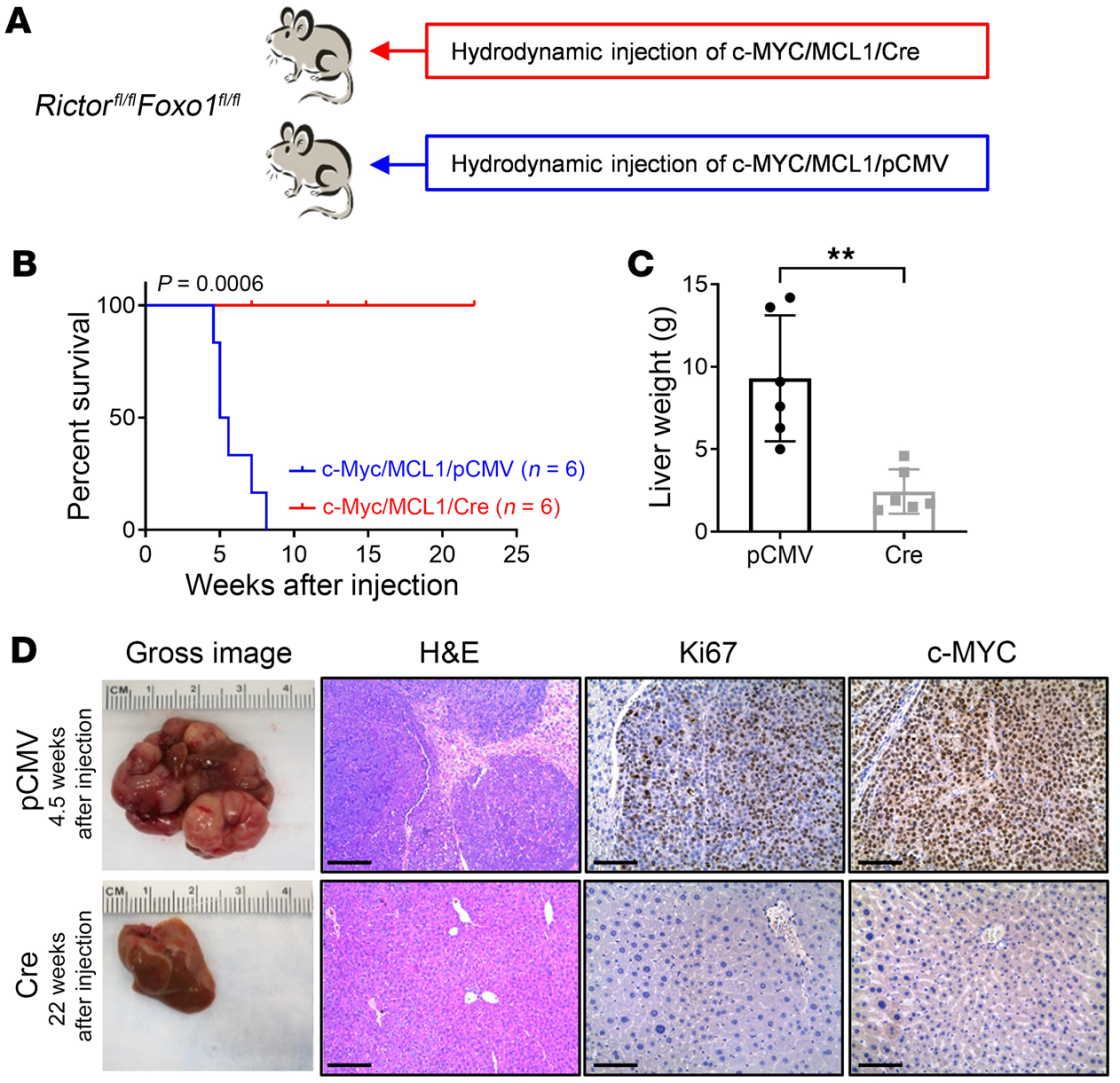
*FoxO1* deletion fails to rescue the loss of the tumor-inhibitory effects mTORC2. (**A**) Study design. *Rictor^fl/fl^* *Foxo1^fl/fl^* conditional-KO mice were hydrodynamically injected with plasmid mixtures of c-MYC/ MCL1 and Cre recombinase in a pCMV backbone (c-MYC/MCL1/Cre, *n* = 6). Control mice were hydrodynamically injected with c-MYC/MCL1 and pCMV empty vector (c-MYC/MCL1/pCMV, *n* = 6) constructs. Mice were monitored for tumor development and euthanized when moribund tumors developed or until the end of the observation period. (**B**) Survival curve for mice in both groups. A Kaplan-Meier comparison was performed; *P* = 0.0006. (**C**) Comparison of liver weights between the 2 groups. Data are presented as the mean ± SD. **P < 0.01, by 2-tailed Student’s *t* test. (**D**) Representative macroscopic images of livers, H&E stainings, and immunohistochemical staining for Ki67 and c-MYC. Scale bars: 200 μm (H&E); 100 μm (Ki67 and c-MYC).

**Figure 2:**
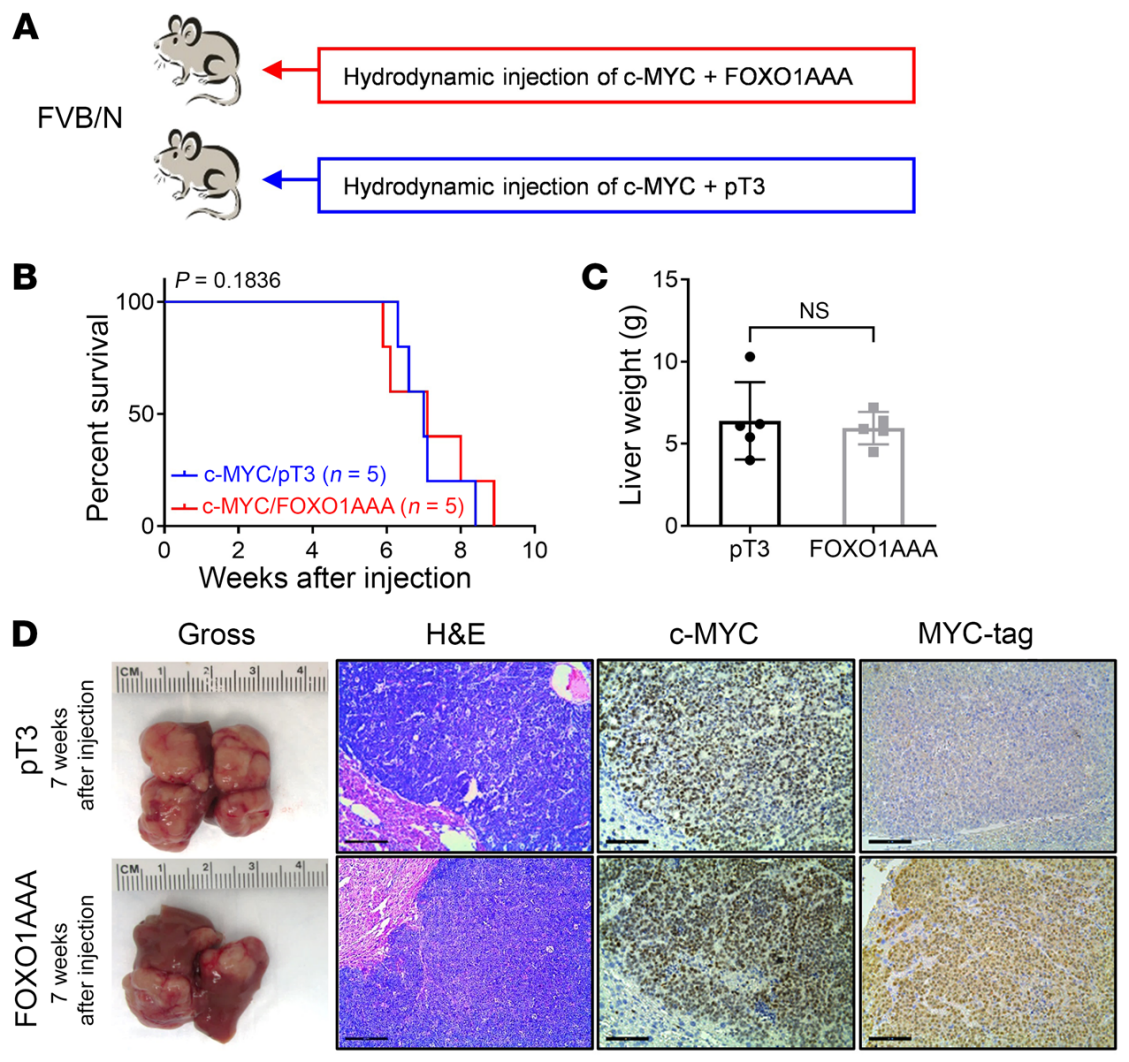
Lack of effect of FOXO1 activation on c-MYC–induced hepatocarcinogenesis. (**A**) Study design. *FVB/N* mice were hydrodynamically injected with plasmid mixtures of c-MYC and a constitutively active mutant of FoxO1 (FoxO1AAA) in a pT3-EF1α backbone with MYC-tag (c-MYC/FoxO1AAA, *n* = 5). Control mice were hydrodynamically injected with c-MYC/MCL1 and pT3-EF1α empty vector (c-MYC/pT3, *n* = 5). Mice were monitored for tumor development and euthanized when moribund tumors developed or until the end of the observation period. (**B**) Survival curve for mice in both groups. A Kaplan-Meier comparison was performed; *P* = 0.1836. (**C**) Comparison of liver weights between the 2 groups. Data are presented as the mean ± SD. A 2-tailed Student’s *t* test was used to determine significance. (**D**) Representative macroscopic images of livers, H&E stainings, and immunohistochemical staining for c-MYC and MYC-tag. Scale bars: 200 μm (H&E); 100 μm (c-MYC and MYC-tag).

**Figure 3:**
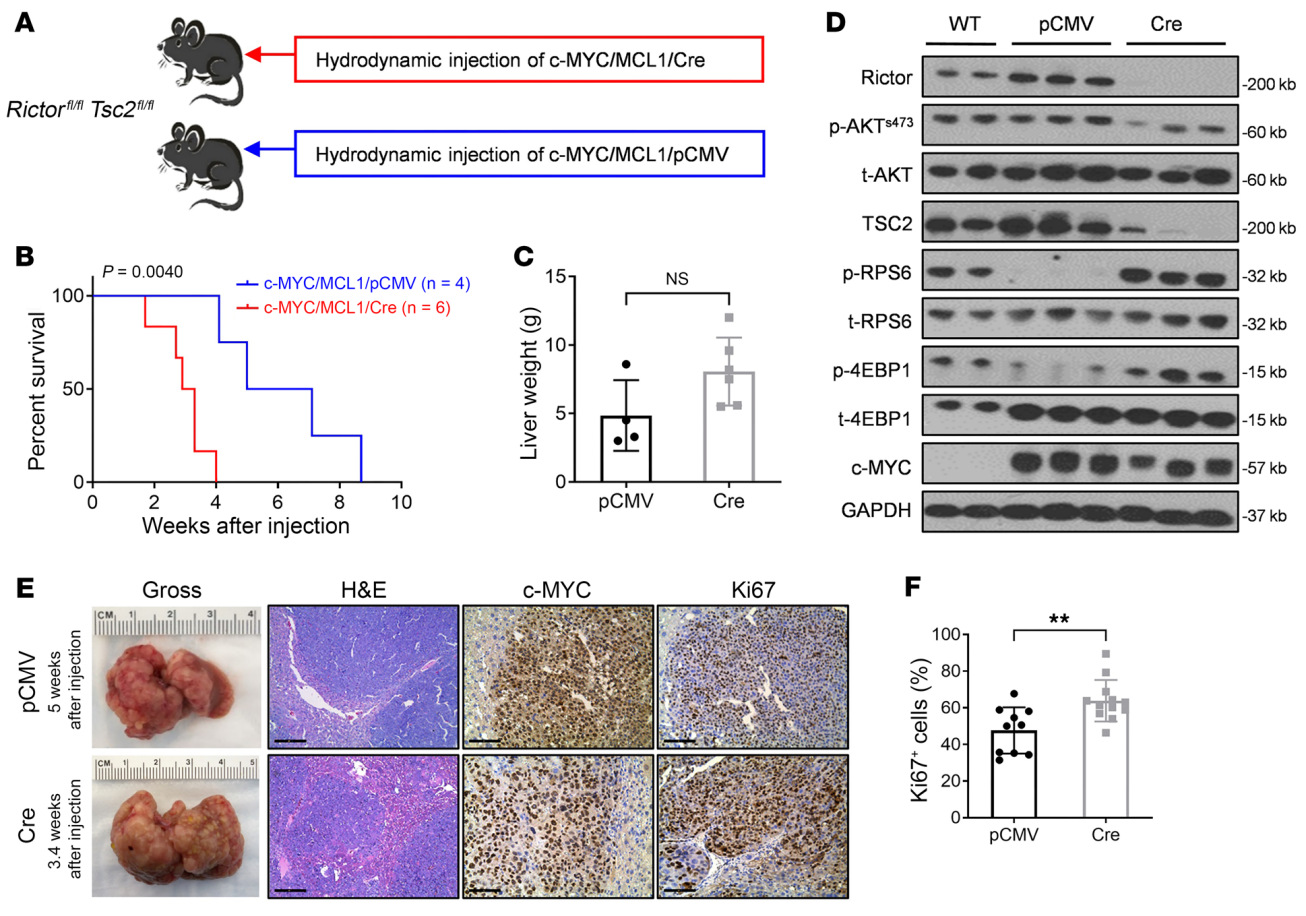
Compensation of the tumor-inhibitory effects of mTORC2 by *Tsc2* deletion. (**A**) Study design. *Rictor^fl/fl^* *Tsc2^fl/fl^* conditional-KO mice were hydrodynamically injected with plasmid mixtures of c-MYC/MCL1 and Cre recombinase in a pCMV backbone (c-MYC/MCL1/Cre, *n* = 4). Control mice were hydrodynamically injected with c-MYC/MCL1 and pCMV empty vector (c-MYC/ MCL1/pCMV, *n* = 6). Mice were monitored for tumor development and euthanized when moribund tumors developed or until the end of the observation period. (**B**) Survival curve for mice in both groups. A Kaplan-Meier comparison was performed; *P* = 0.0040. (**C**) Comparison of liver weights between the 2 groups. Data are presented as the mean ± SD. A 2-tailed Student’s *t* test was used to determine significance. (**D**) Western blot results show expression levels of Rictor, TSC2, and other proteins in the mTORC2/AKT cascades. (**E**) Representative macroscopic images of the liver, H&E stainings, and immunohistochemical staining for Ki67 and c-MYC. Scale bars: 200 μm (H&E); 100 μm (Ki67 and c-MYC). (**F**) Quantification results of the percentage of Ki67^+^ cells in the 2 groups. Data are presented as the mean ± SD. **P < 0.01, by 2-tailed Student’s *t* test.

**Figure 4:**
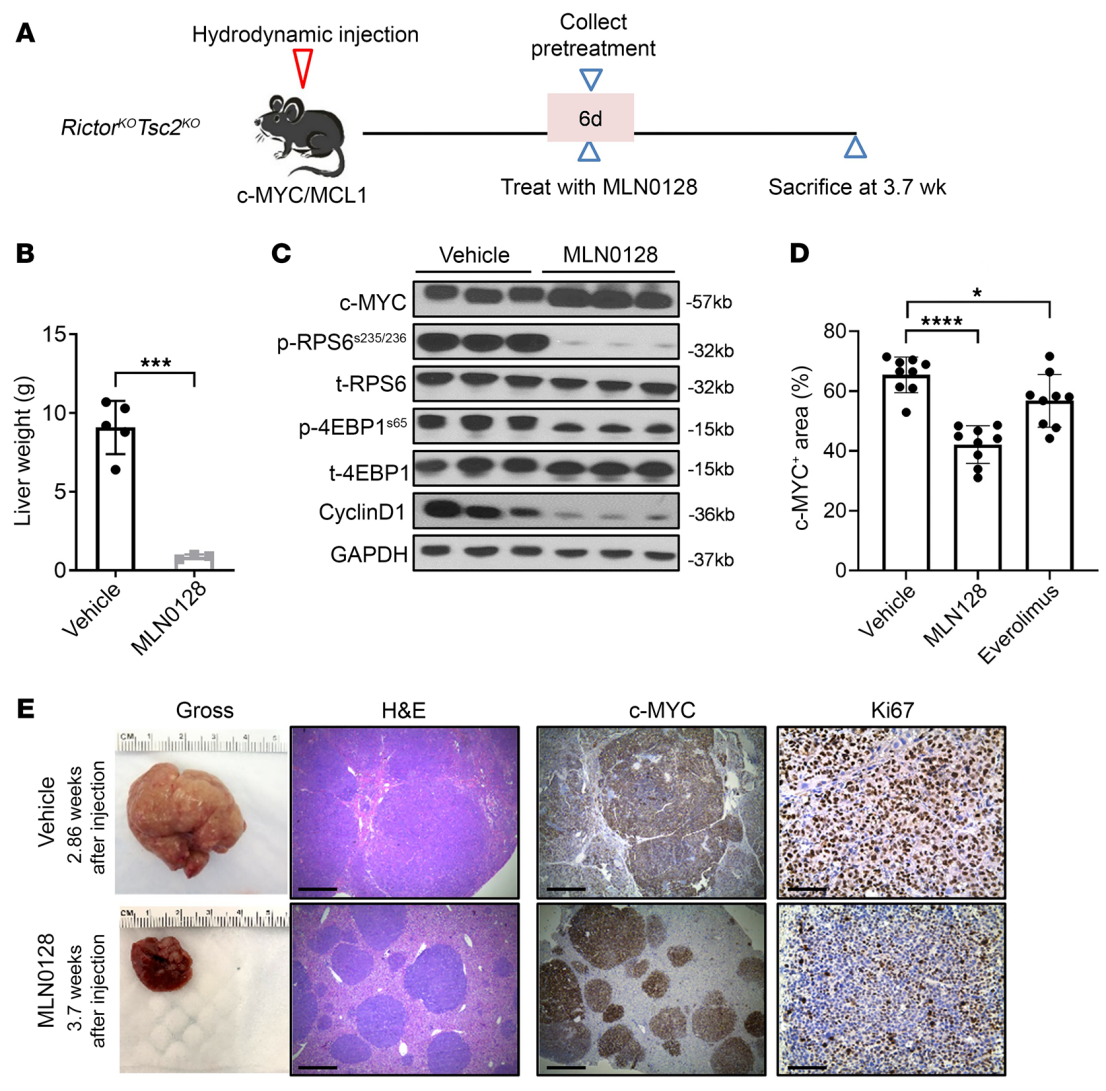
Inhibition of c-MYC/MCL1/*Rictor^KO^* *Tsc2^KO^* tumor growth by MLN0128 treatment. (**A**) Study design. The c-MYC/MCL1/*Rictor^KO^Tsc2^KO^* murine tumor model was established by hydrodynamic injection. Six days after injection, 1 group of mice (*n* = 3) was sacrificed, and mouse livers were harvested for analysis as the pretreatment group. The remaining mice were treated with MLN0128 (*n* = 3) or vehicle (*n* = 5) for 3 weeks. Subsequently, all mice were sacrificed for analysis. (**B**) Comparison of liver weights between the MLN0128 and vehicle-treated groups. (**C**) Western blot analysis showing the levels of c-MYC, cyclin D1, and key molecules downstream of mTORC2 (*n* = 3, 3). GAPDH was used as the loading control. (**D**) Comparison of c-MYC^+^ areas in the MLN0128-, everolimus-, and vehicle-treated groups. (**E**) Representative images of gross views of the liver, H&E stainings, and immunohistochemical staining for Ki67 and c-MYC. Scale bars: 500 μm (H&E and c-MYC); 100 μm (Ki67). Data are presented as the mean ± SD. *P < 0.05, ***P < 0.001, and ****P < 0.0001, by 2-tailed Student’s *t* test.

**Figure 5:**
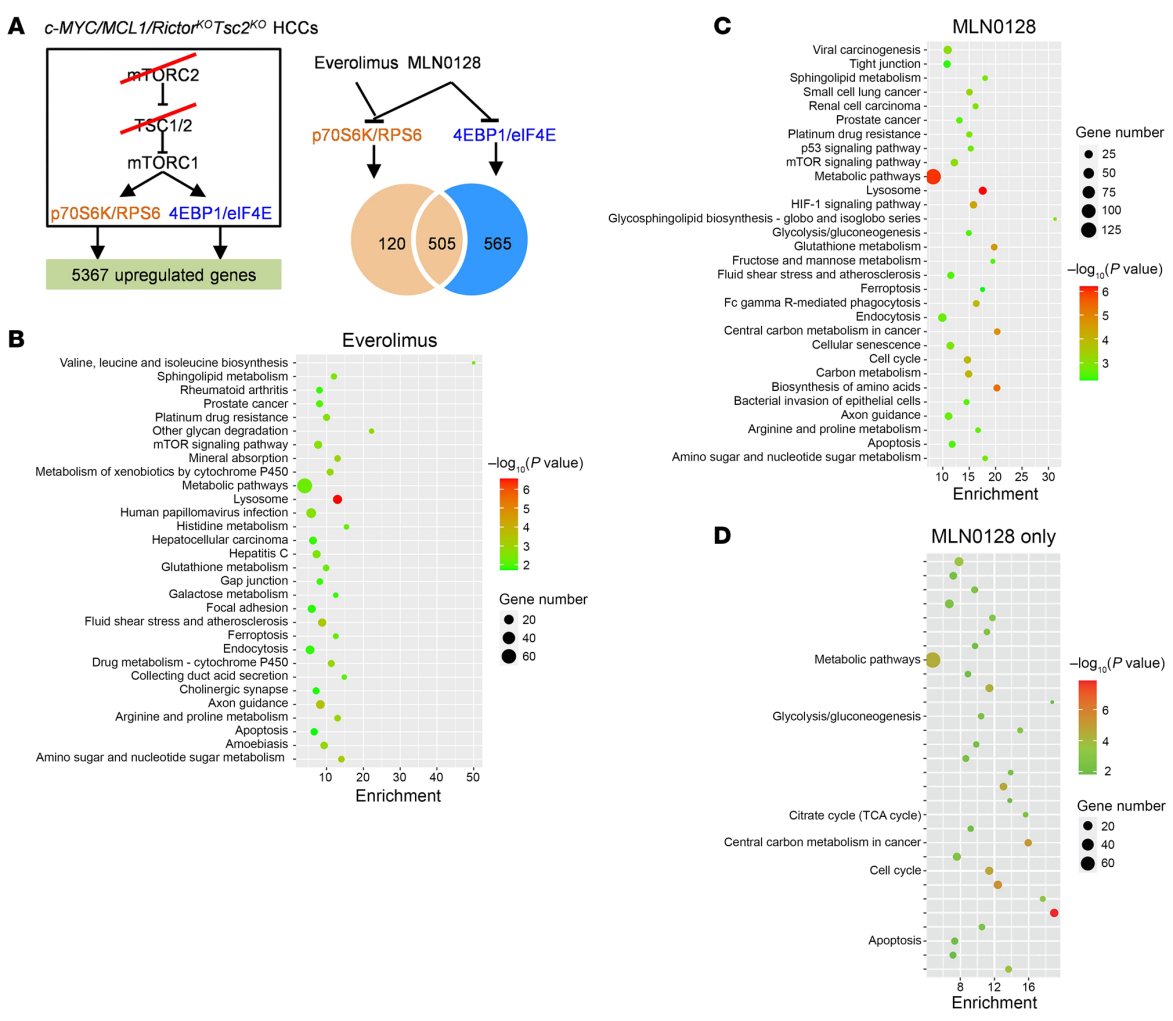
Analysis of p70S6K/RPS6 and 4EBP1/eIF4E downstream target genes. (**A**) Study design. Schematic diagram showing the signaling pathways involved in the c-MYC/MCL1/*Rictor^KO^* *Tsc2^KO^* tumors (left panel). RNA-Seq was performed on the normal liver tissue, and c-MYC/MCL1/*Rictor^KO^* *Tsc2^KO^* tumors were treated with vehicle, everolimus, or MLN0128 (*n* = 3, 3, 3). Venn diagram shows the number of DEGs. (**B**) KEGG analysis of the DEGs downregulated by MLN0128. (**C**) KEGG analysis of the DEGs downregulated by everolimus. (**D**) KEGG analysis of the DEGs downregulated by MLN0128, but not everolimus.

**Figure 6:**
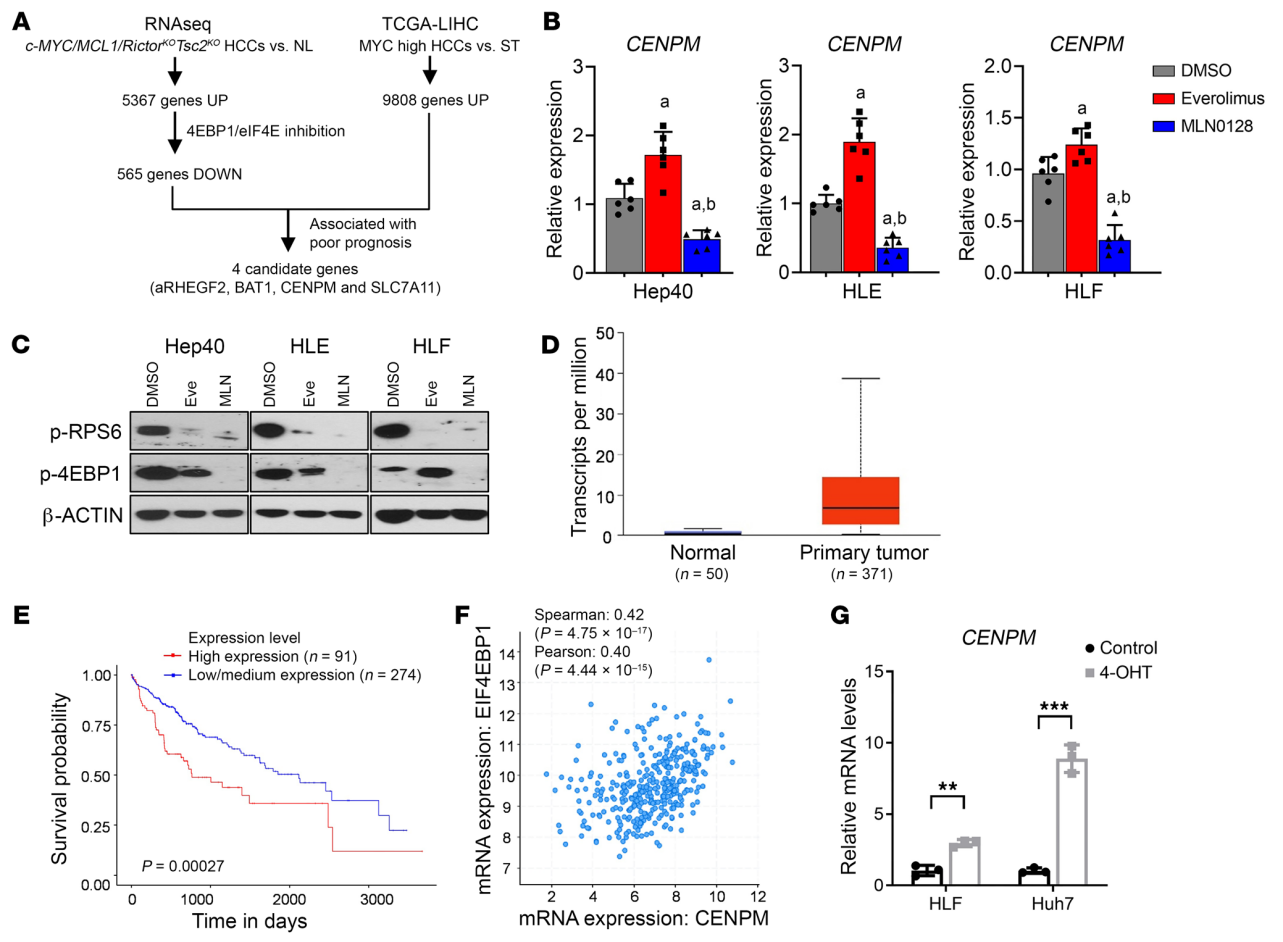
CENPM is a central effector downstream of 4EBP1/eIF4E signaling in c-MYC HCCs. (**A**) Schematic diagram illustrating the identification of target genes regulated by 4EBP1/eIF4E signaling in c-MYC HCCs. UP, upregulated; DOWN, downregulated. (**B**) qPCR results showing *CENPM* mRNA levels in the 3 HCC cell lines (Hep40, HLE, and HLF) treated with DMSO, everolimus, or MLN0128 (*n* = 6, 6, 6). Data are presented as the mean ± SD. At least *P* < 0.05, by Tukey-Kramer test. a, versus DMSO; b, versus everolimus. (**C**) Western blot analysis showing the levels of p-RPS6 and p-4EBP1 in HCC cells treated with DMSO, MLN0128, or everolimus. β-Actin was used as the loading control. (**D**) Expression of CENPM in the human HCC samples and normal liver based on the TCGA-LIHC dataset. Data are presented as the mean ± SD. *P* < 1 × 10^–12^, by 2-tailed Student’s *t* test. (**E**) Survival curve for the patients with HCC with high *CENPM* expression compared with those with low/medium *CENPM* expression (from https://ualcan.path.uab.edu/). Samples were categorized into 2 groups: high expression (with TPM values above the upper quartile) and low/medium expression (with TPM values below the upper quartile). A Kaplan-Meier comparison was performed; *P* = 0.00027. (**F**) Correlation between *CENPM* and *EIF4EBP1* mRNA levels in human HCCs. (**G**) qPCR results showing *CENPM* mRNA levels in the MYC-ER–transfected HCC cell lines (Hep40 and HLE) after treatment with DMSO or 4OHT (*n* = 3, 3). Data are presented as the mean ± SD. **P < 0.01 and ***P < 0.001, by 2-tailed Student’s *t* test.

**Figure 7:**
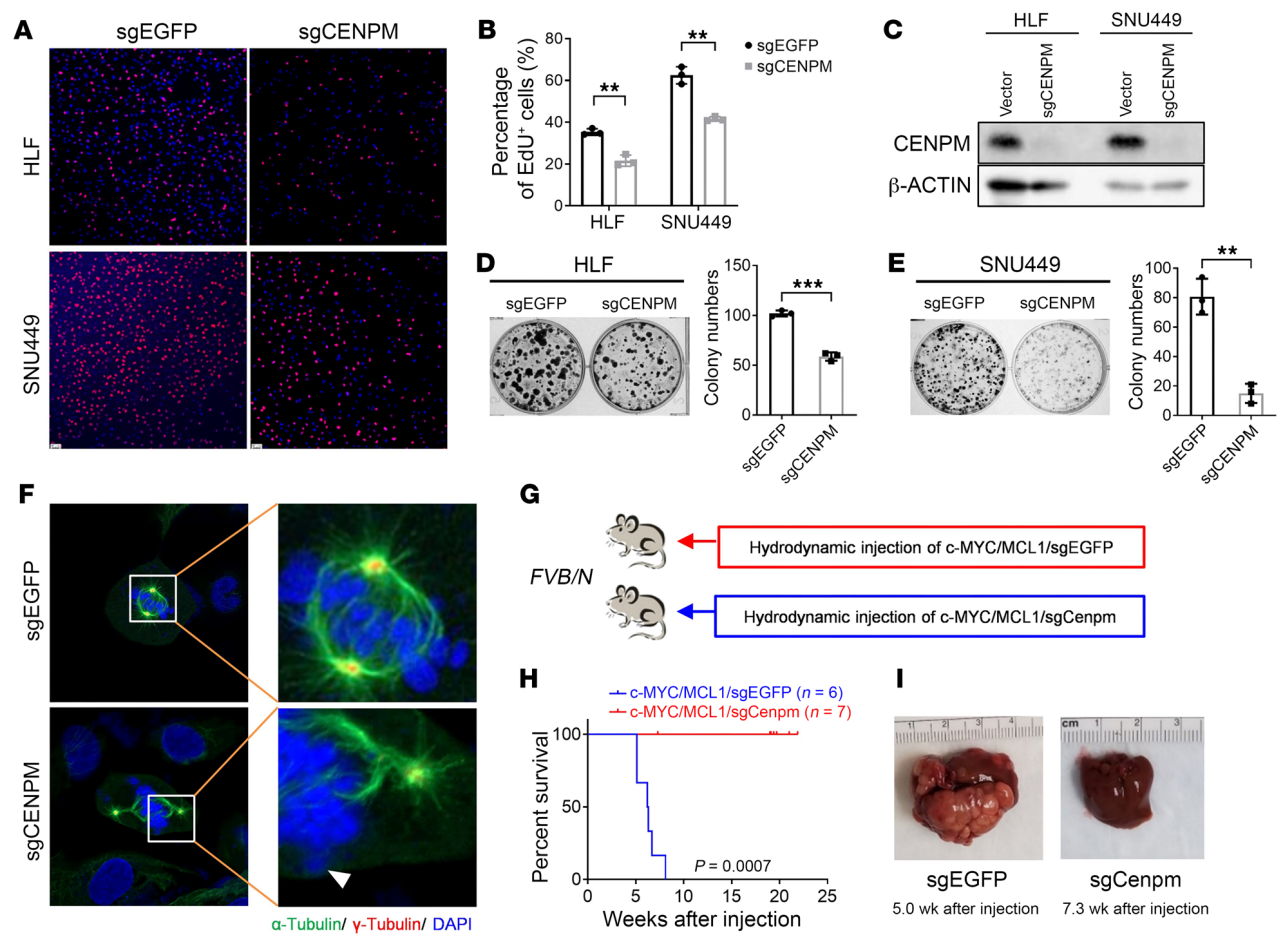
Targeting CENPM suppresses HCC cell proliferation and c-MYC–induced hepatocarcinogenesis. (**A** and **B**) Representative images (**A**) and quantification (**B**) of EdU staining in HLF and SNU449 cells transfected with sgEGFP or sgCENPM (*n* = 3, 3). Scale bars: 50 μm. (**C**) Western blot analysis confirming the knockout of CENPM in the HCC cells. β-Actin was used as the loading control. (**D** and **E**) Representative images and quantification of the colony formation assay in sgEGFP- or sgCENPM-transfected HLF (**D**) and SNU449 (**E**) cells. (**F**) Representative images of immunofluorescence staining for α-tubulin (indicating microtubule, kinetochore, or spindle fibers), γ-tubulin (centrosome), and DAPI (indicating chromosomes) in CENPM-KO cells and control cells during mitosis. Lagging chromosomes (indicated by the white arrowhead) or mis-segregations were observed in almost all the CENPM-KO cells. Original magnification, ×1,000 and ×4,300 (enlarged insets). (**G**) Study design. *FVB/N* mice were hydrodynamically injected with plasmid mixtures of c-MYC/MCL1 and CRISPR plasmid with gRNA targeting the mouse *Cenpm* genome (c-MYC/MCL1/sgCenpm, *n* = 7). Control mice were hydrodynamically injected with c-MYC/MCL1 and sgEGFP (c-MYC/MCL1/sgEGFP, *n* = 6). Mice were monitored for tumor development and euthanized when moribund tumors developed or until the end of the observation period. (**H**) Survival curve for mice in both groups. A Kaplan-Meier comparison was performed; *P* = 0.0007. (**I**) Representative macroscopic images of livers from both groups. Data are presented as the mean ± SD. **P < 0.01 and ***P < 0.001, by 2-tailed Student’s *t* test (**B**, **D**, and **E**).

# Supplementary material for: TSC/mTORC1 mediates mTORC2/AKT1 signaling in c-MYC–induced murine hepatocarcinogenesis via centromere protein M
**Source:** J Clin Invest. 2024 Sep 26;134(22):e174415. doi: 10.1172/JCI174415
**Supplement:** Supplemental data

# **TSC/mTORC1 mediates mTORC2/AKT1 signaling in c-MYC-induced murine hepatocarcinogenesis via centromere protein M**

Yi Zhou<sup>1, 2\*</sup>, Shu Zhang<sup>3,4\*</sup>, Guoteng Qiu<sup>5,6</sup>, Xue Wang<sup>7</sup>, Andrew Yonemura<sup>7</sup>,  
Hongwei Xu<sup>2,5</sup>, Guofei Cui<sup>2,7</sup>, Shanshan Deng<sup>2,7</sup>, Joanne Chun<sup>7</sup>, Nianying Chen<sup>3,4,8</sup>,  
Meng Xu<sup>9</sup>, Xinhua Song<sup>10</sup>, Jingwen Wang<sup>10</sup>, Zijing Xu<sup>10</sup>, Youping Deng<sup>7,11</sup>, Matthias  
Evert<sup>12</sup>, Diego F. Calvisi<sup>12</sup>, Shumei Lin<sup>1</sup>, Haichuan Wang<sup>5,6</sup> and Xin Chen<sup>2,7</sup>

Supplementary Fig. 1

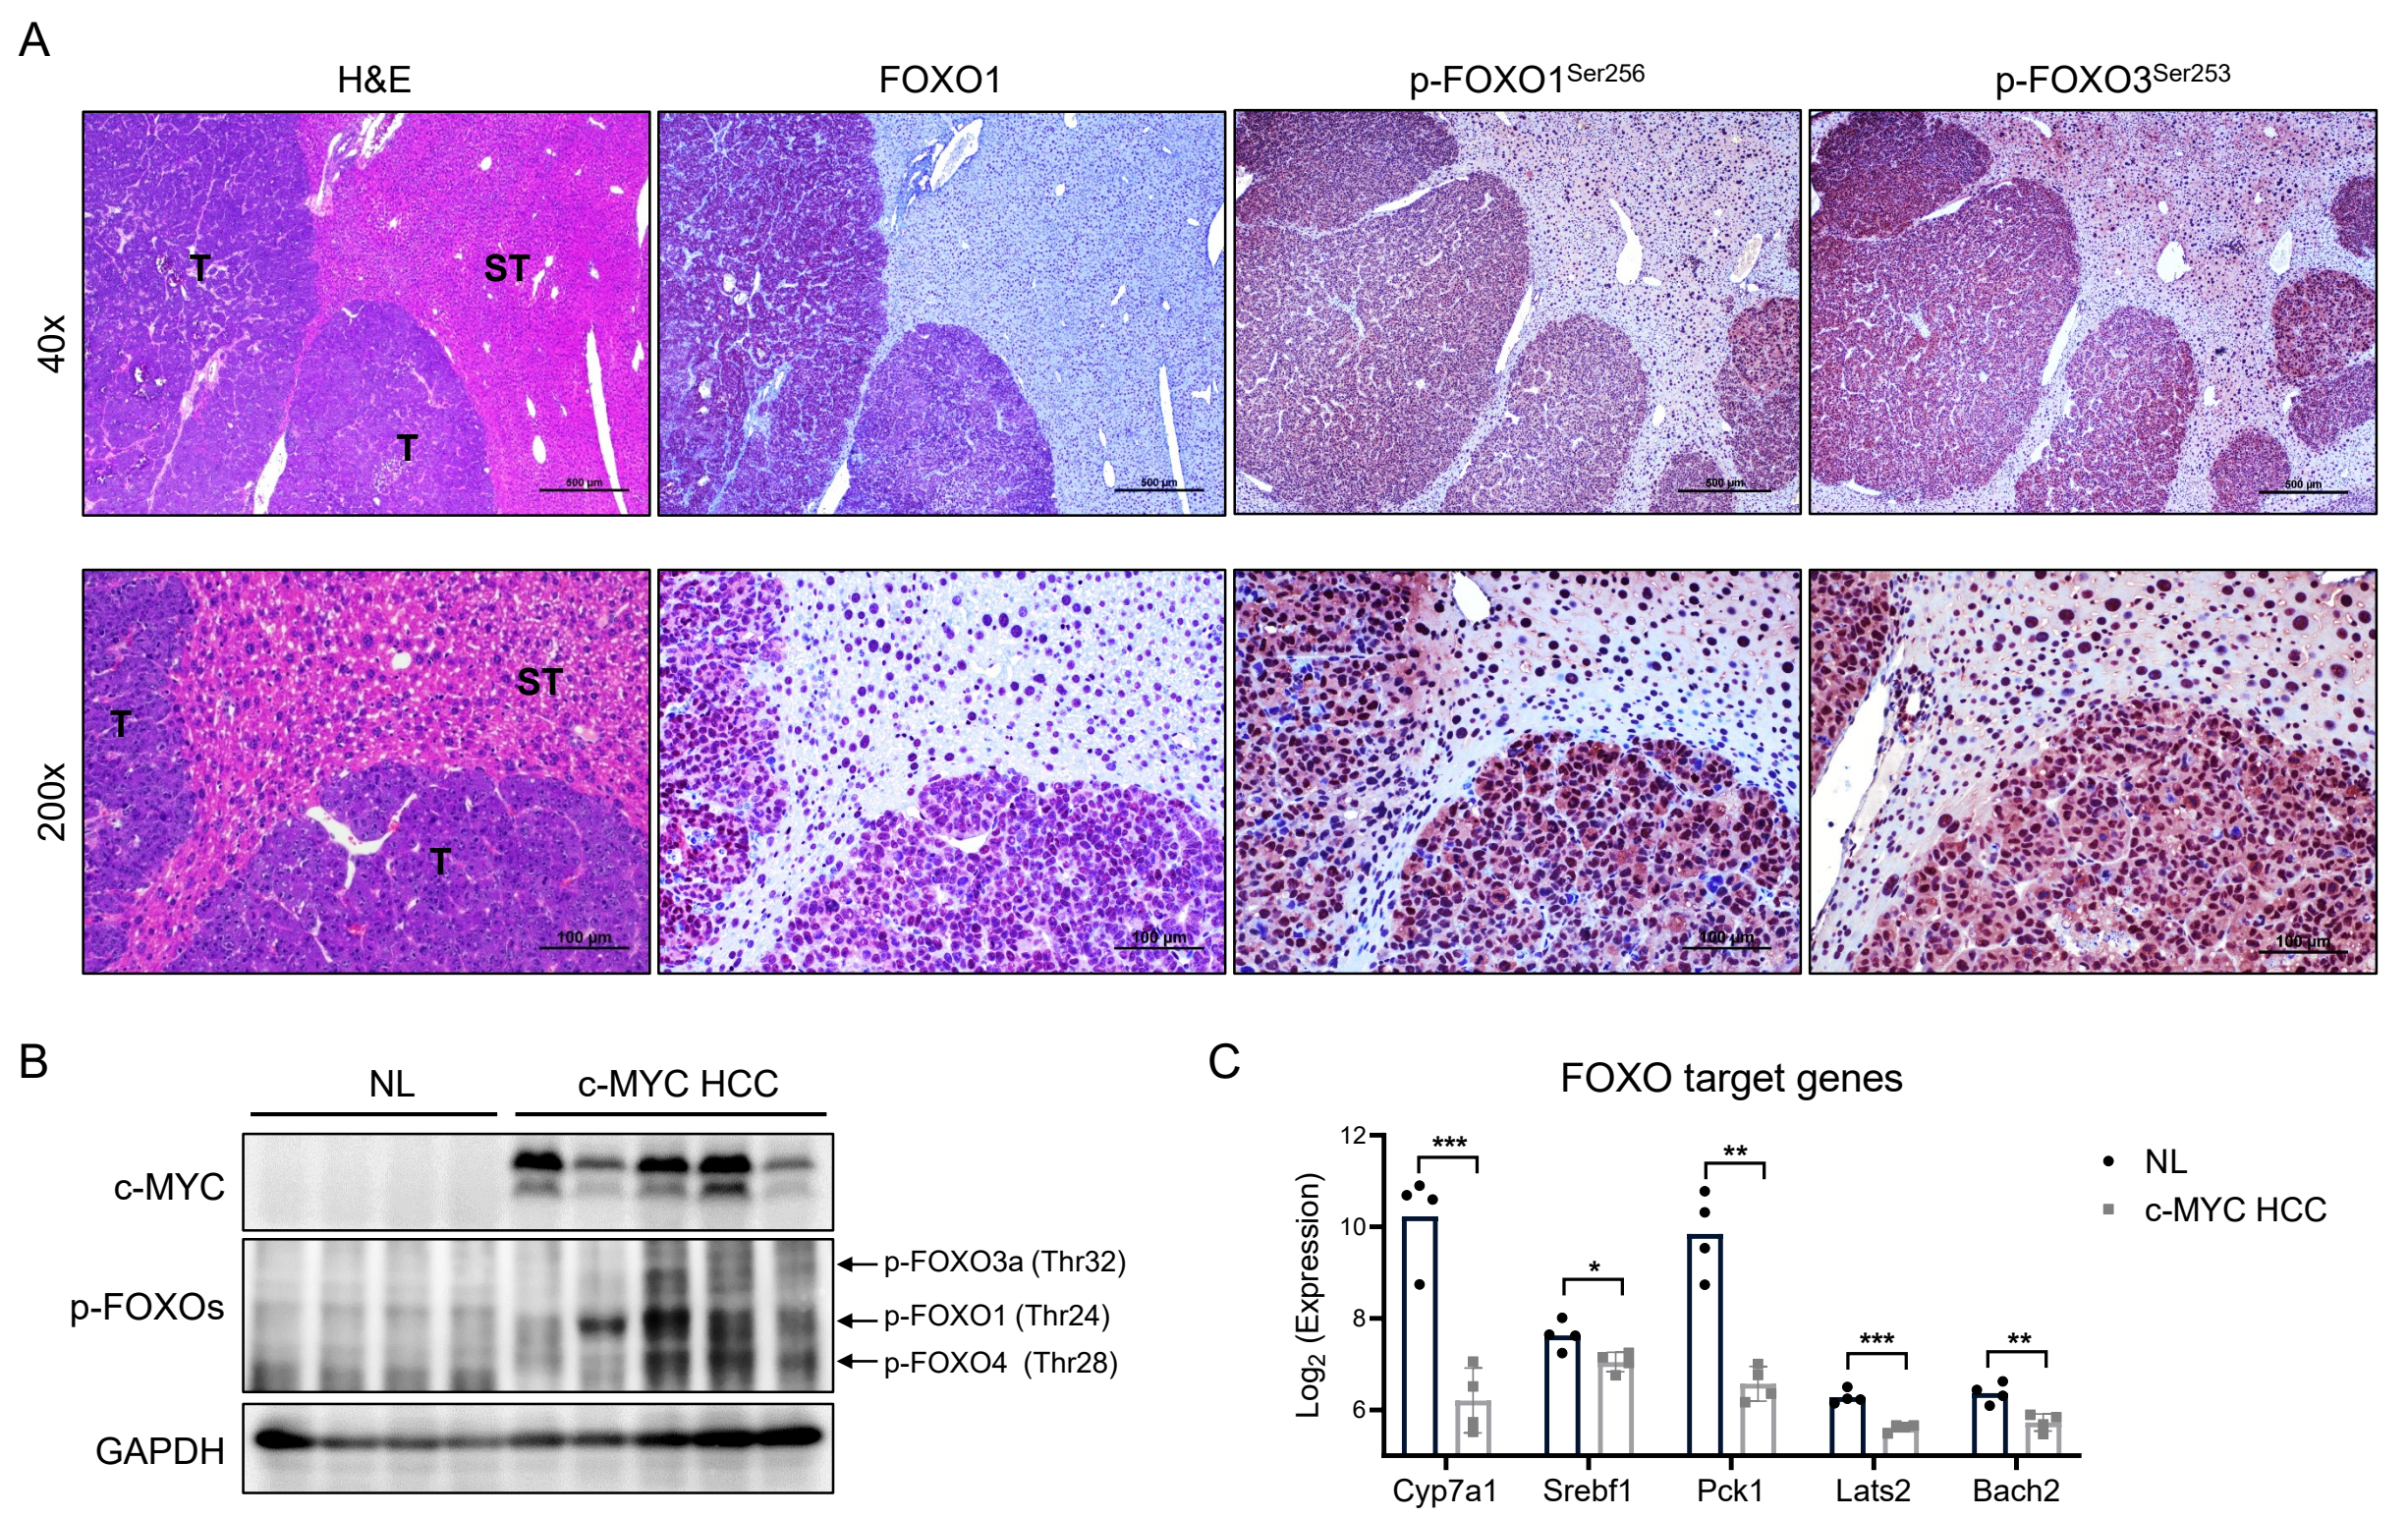

**Supplementary Fig. 1. Activation status of FOXO1 in murine c-MYC HCC.** (A) Representative images: H&E staining, and immunohistochemical staining of FOXO1, p-FOXO1<sup>Ser256</sup>, and p-FOXO3<sup>Ser253</sup>. Scale bars: 500  $\mu$ m for 40 $\times$  images and 100  $\mu$ m for 200 $\times$  images. (B) Western blot results show the expression of c-MYC and p-FOXOs in normal livers (NL) and c-Myc HCCs. GAPDH was used as the loading control. (C) Microarray analysis of FOXO1 downstream genes in normal livers (NL) and c-Myc HCCs (n = 4, 4). Student's t-test. \*,  $p < 0.05$ . \*\*,  $p < 0.01$ . \*\*\*,  $p < 0.001$ .

Supplementary Fig. 2

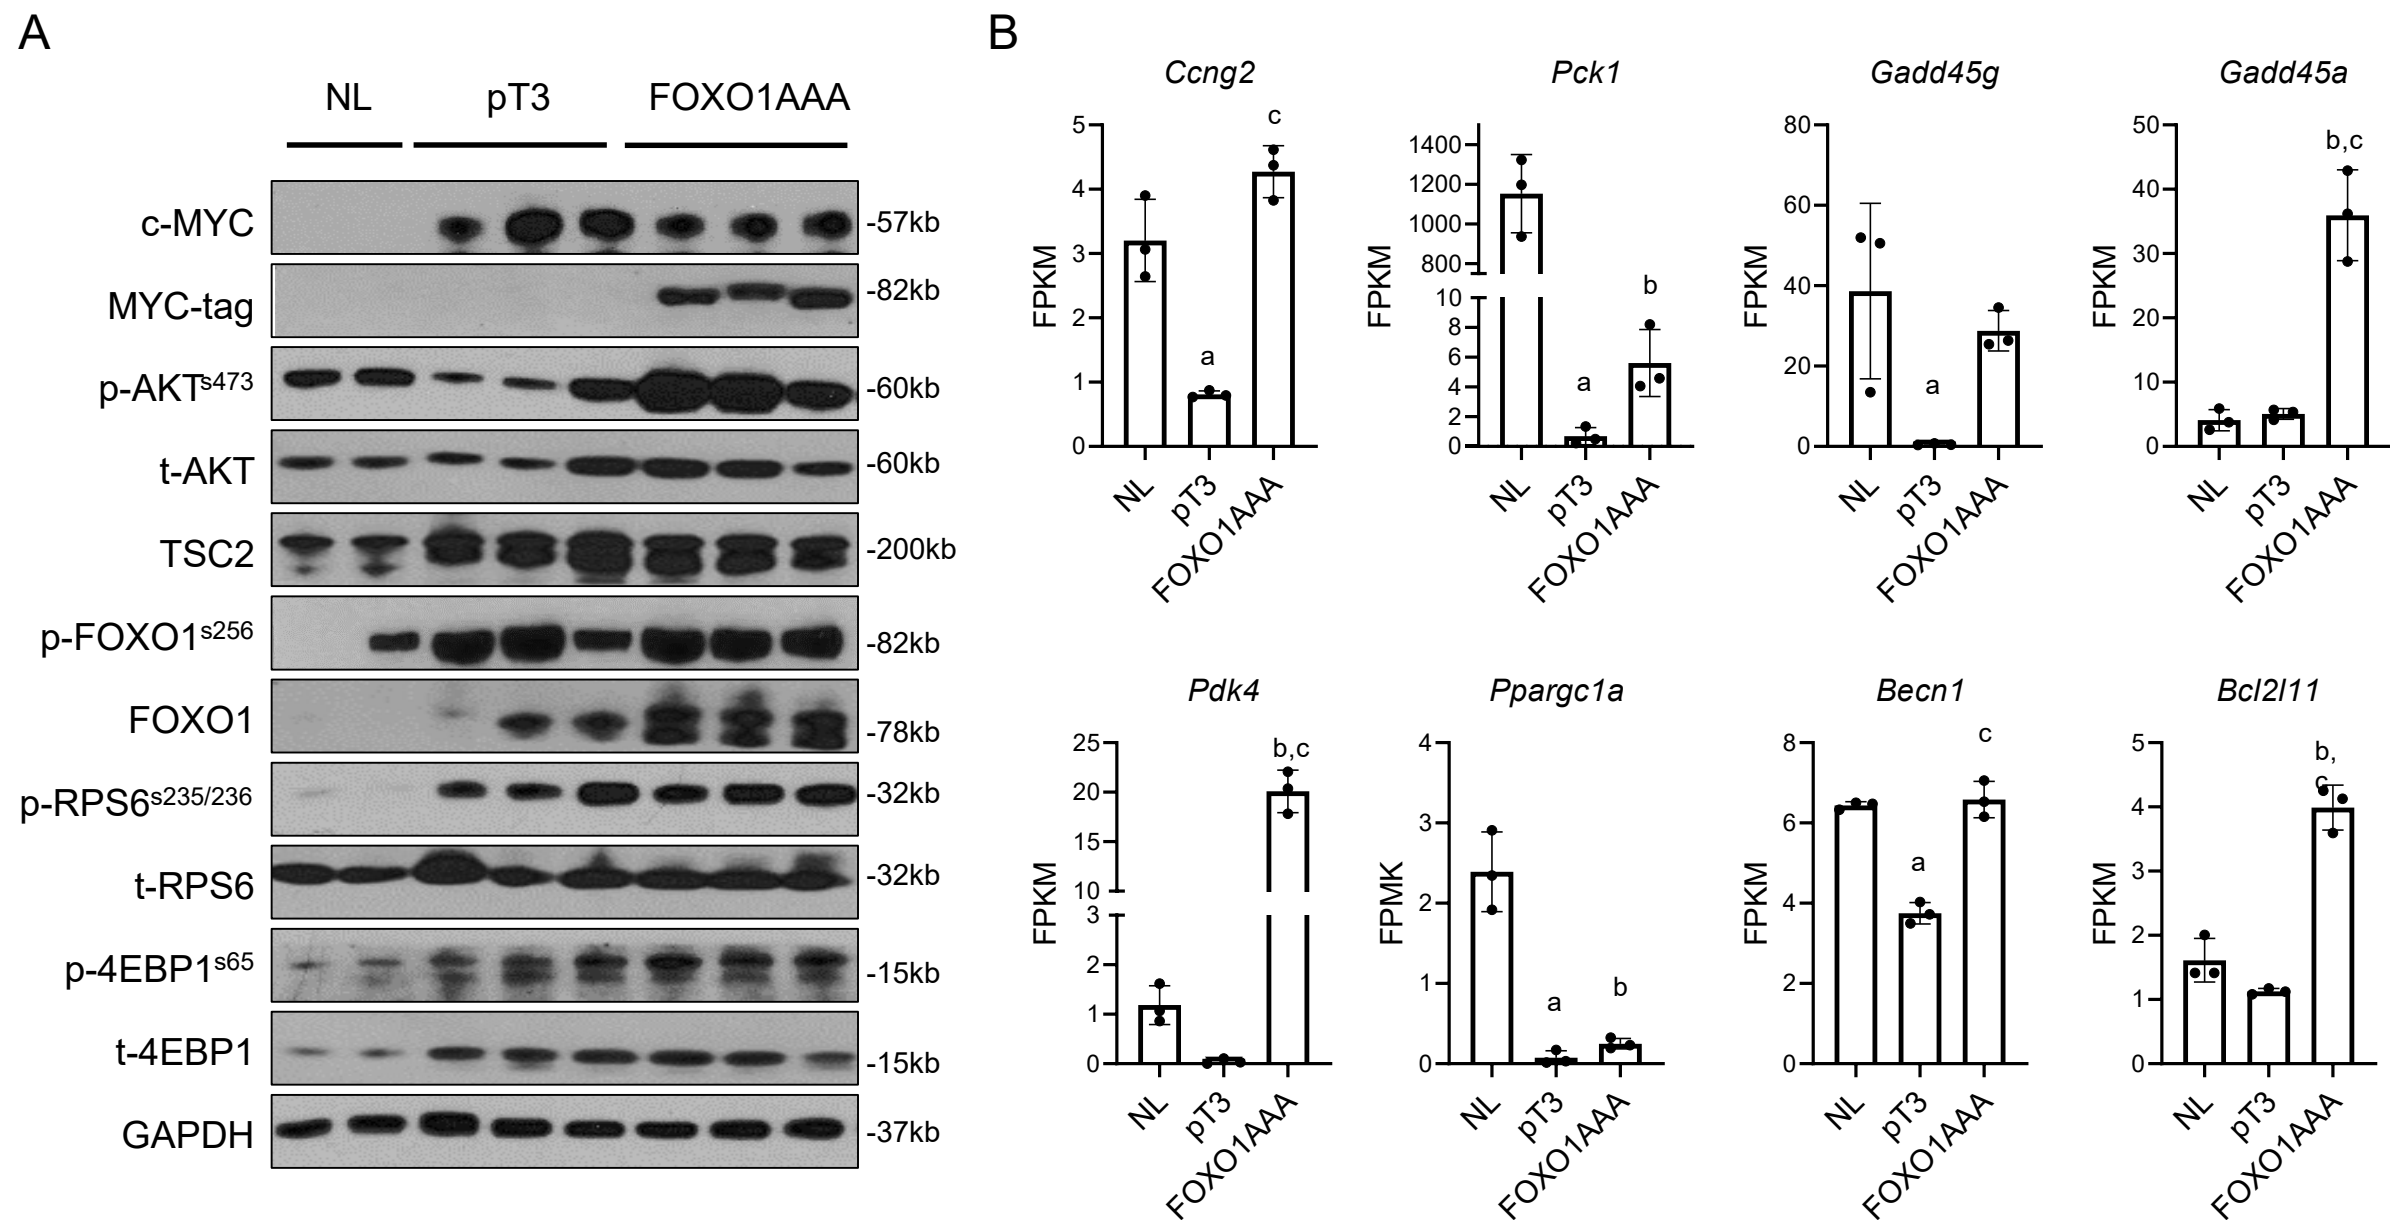

**Supplementary Fig. 2. Effects of FOXO1 activation on c-MYC liver tumors. (A)** Western blot results show the levels of c-MYC, MYC-tagged FOXO1AAA, and key molecules downstream of mTORC2 signaling. GAPDH was used as the loading control. **(B)** RNAseq results of FOXO1 target genes in the c-MYC/pT3 and c-MYC/FOXO1AAA HCCs (n = 3, 3). Data are presented as mean  $\pm$  SD. Tukey-Kramer test. At least  $p < 0.05$ . a, versus NL; b, versus pT3; c, versus NL. Abbreviations: NL, normal liver. pT3, pT3-EF1 $\alpha$ .

# Supplementary Fig. 3

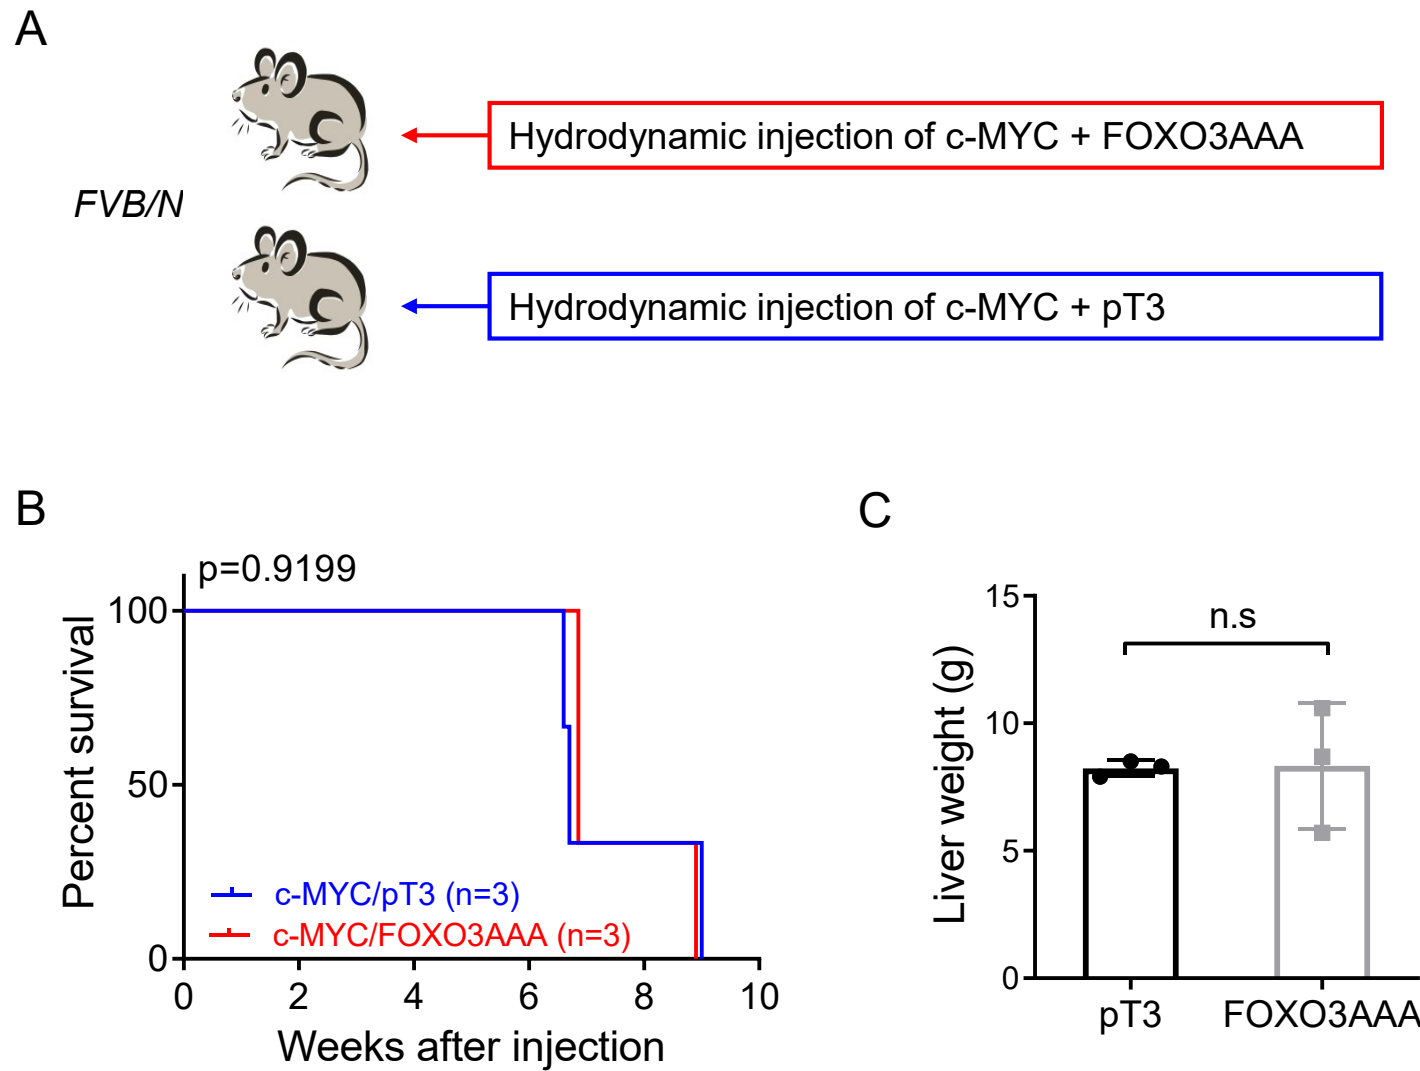

**Supplementary Fig. 3. Effect of FOXO3 activation on c-MYC-induced hepatocarcinogenesis. (A)** Study design. FVB/N mice were hydrodynamically injected with plasmid mixtures of c-MYC and a constitutively active mutant form of FOXO3 (FOXO3AAA) in pT3-EF1 $\alpha$  backbone (c-MYC/FOXO3AAA, n = 3). The control mice were hydrodynamically injected with c-MYC and pT3-EF1 $\alpha$  empty vector (c-MYC/pT3, n = 3). Mice were monitored for tumor development and were euthanized when moribund tumors developed or till the end of the observation period. **(B)** Survival curve of mice in two groups. The Kaplan-Meier comparison was performed,  $p = 0.9199$ . **(C)** Comparison of liver weight between the two groups. Data are presented as mean  $\pm$  SD. Student's t-test. ns, no significant. Abbreviations: pT3, pT3-EF1 $\alpha$ .

Supplementary Fig. 4

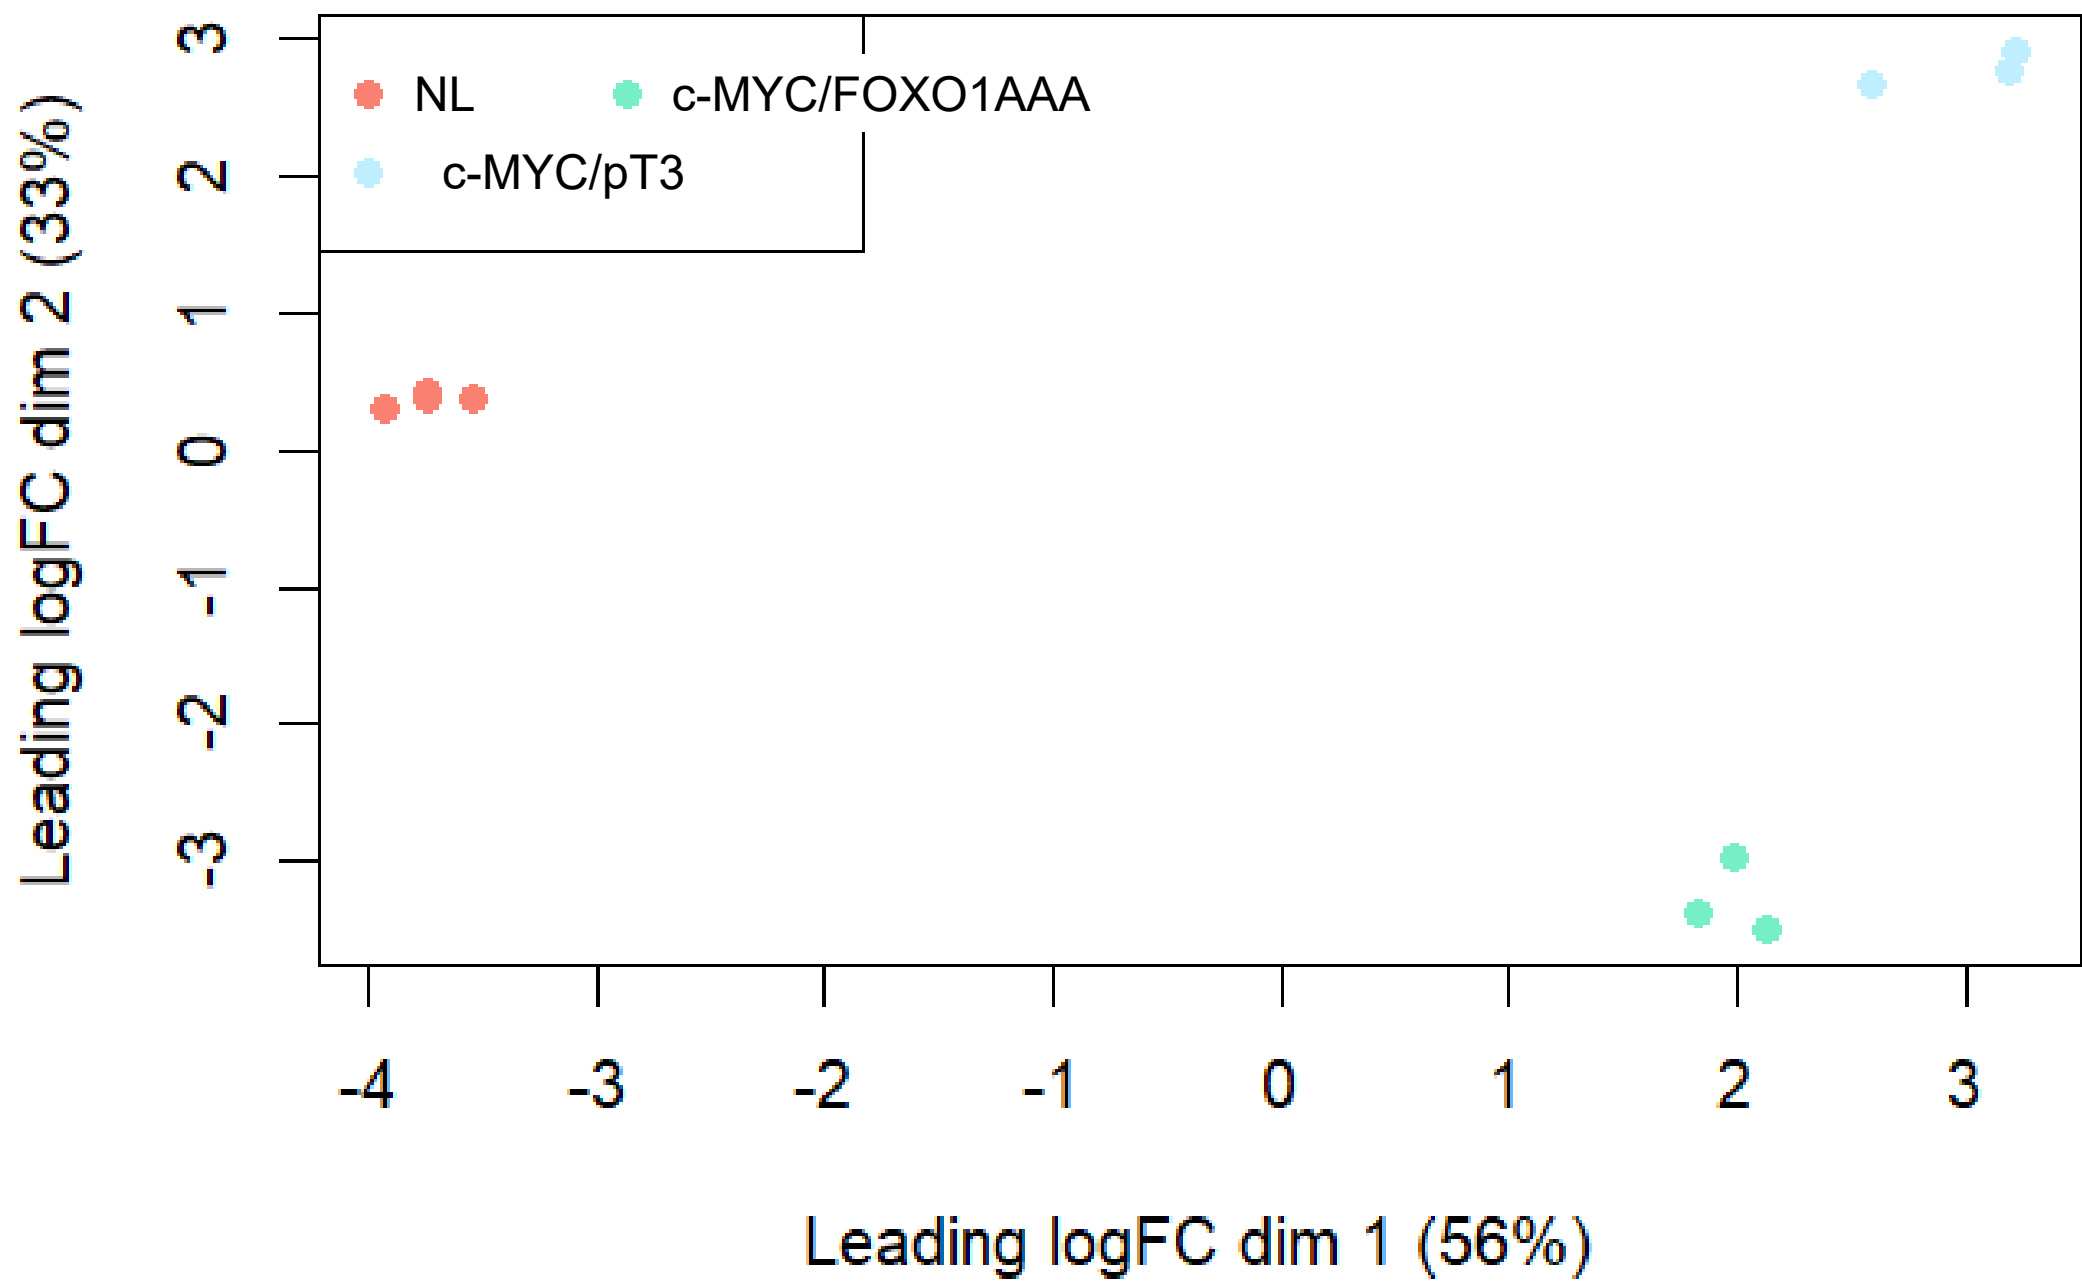

Supplementary Fig. 4. Principal component analysis (PCA) of RNA-seq data for normal liver (NL), c-MYC/pT3, and c-MYC/FoxO1AAA in mouse model (n = 3, 3, 3).

Supplementary Fig. 5

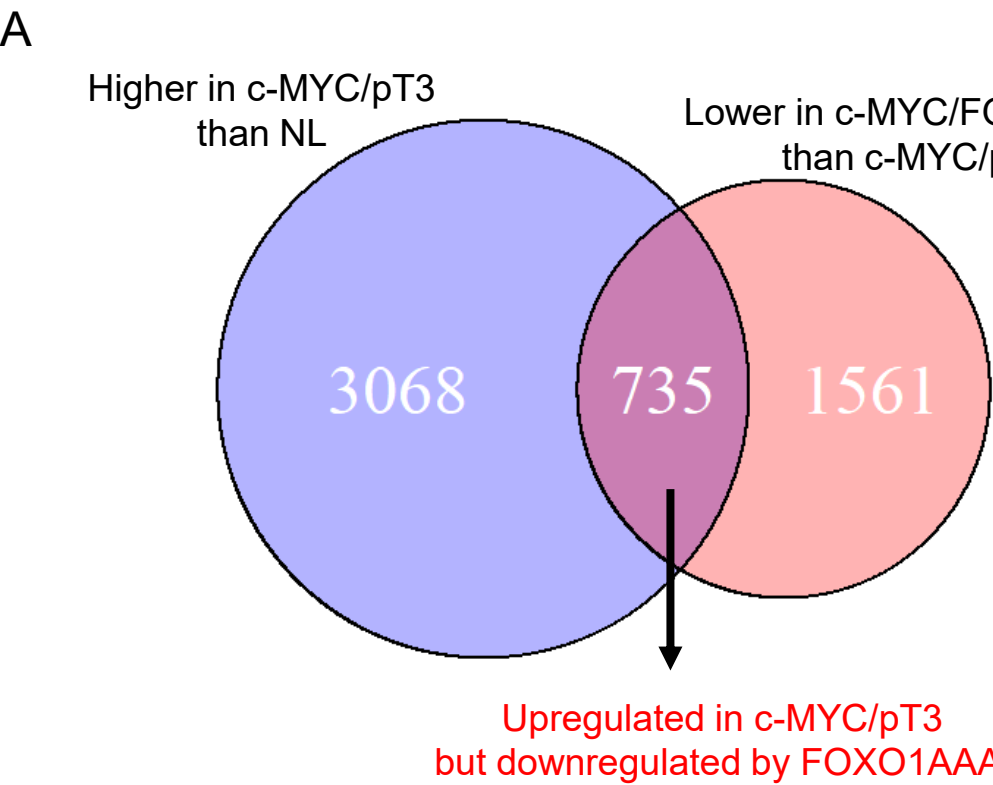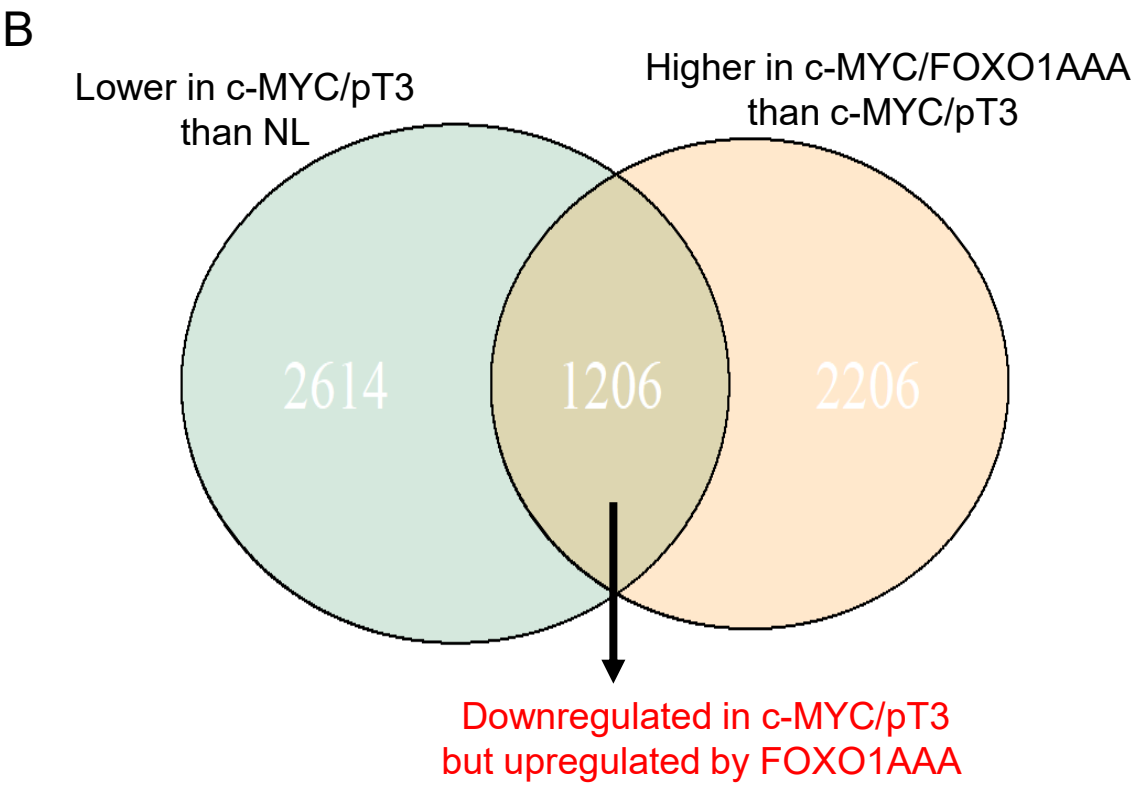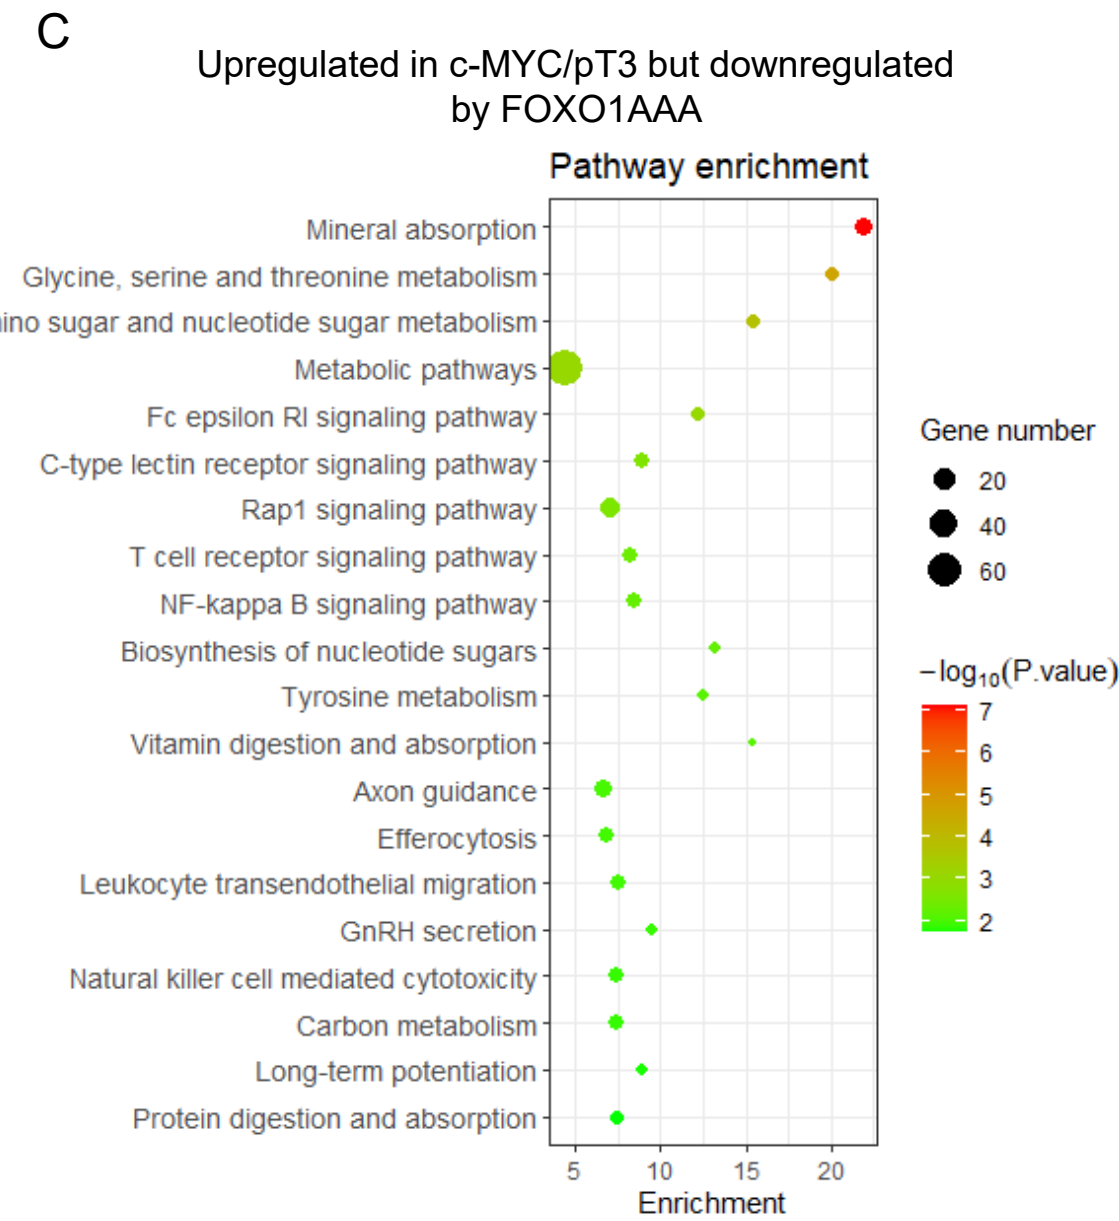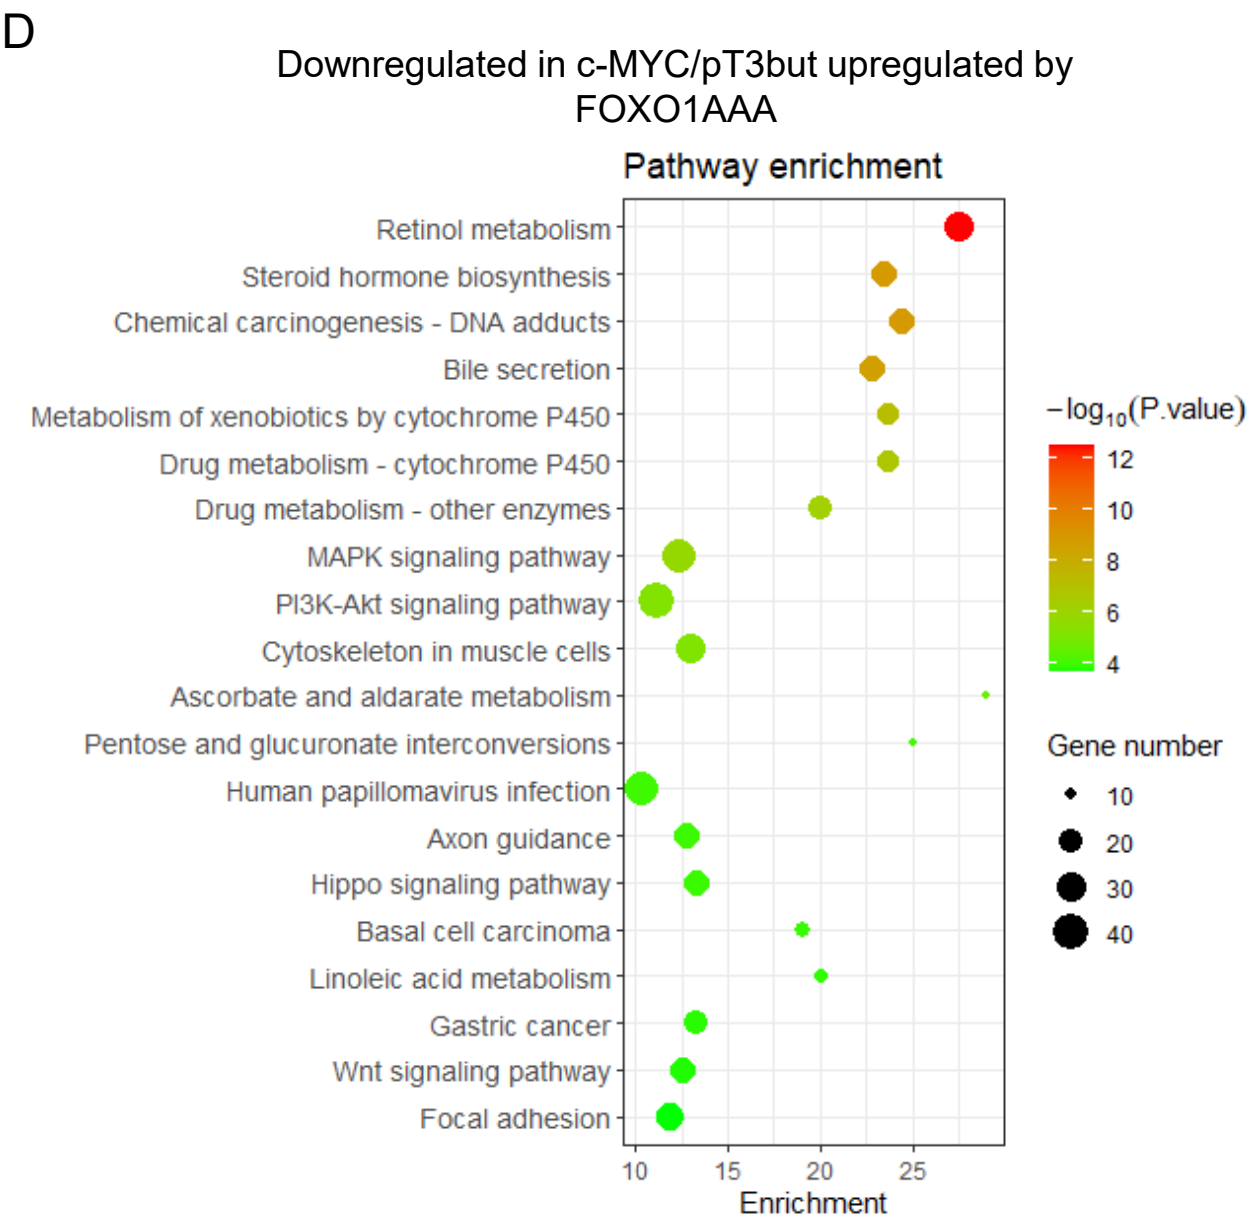

**Supplementary Fig. 5. Analysis of RNA-seq data for NL, c-MYC/pT3, and c-MYC/FoxO1AAA.** (A) Venn diagram displaying the genes that are upregulated in c-MYC/pT3 but downregulated by FOXO1AAA. (B) Venn diagram displaying the genes downregulated in c-MYC/pT3 but upregulated by FOXO1AAA. (C) KEGG analysis of the genes upregulated in c-MYC/pT3 but downregulated by FOXO1AAA. (D) KEGG analysis of the genes downregulated in c-MYC/pT3 but upregulated by FOXO1AAA. Abbreviations: NL, normal liver. pT3, pT3-EF1 $\alpha$ .

Supplementary Fig. 6

A

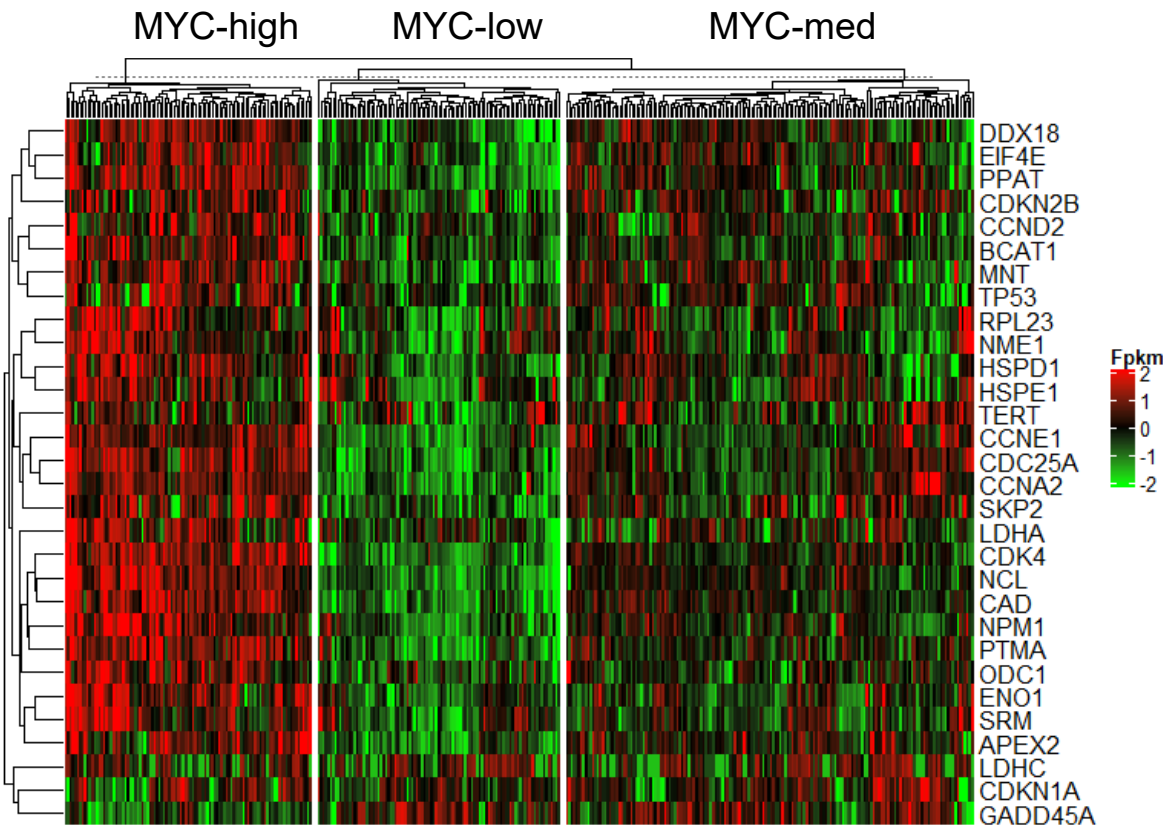

B

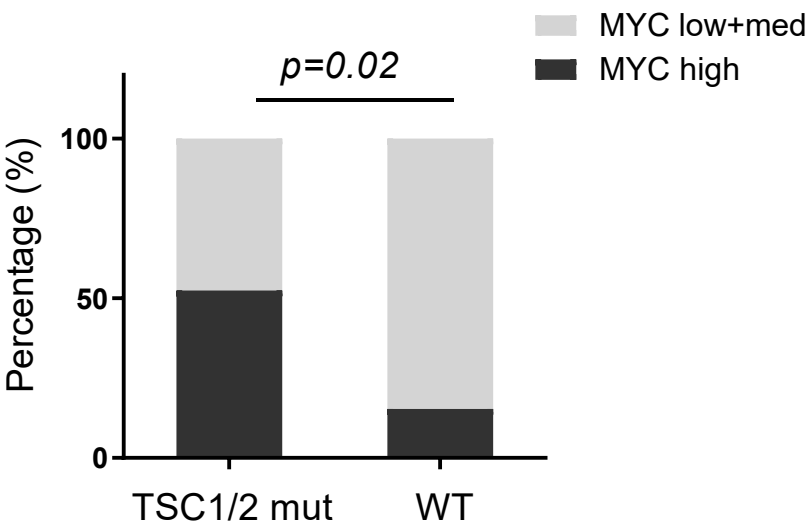

**Supplementary Fig. 6. TSC mutations correlate with c-MYC activation status in human HCCs.** (A) Heatmap displaying expression levels of c-MYC signature genes among the HCC samples from the TCGA-LIHC dataset. The samples were grouped into three categories based on their c-MYC activation status: high (MYC-high), low (MYC-low), and medium (MYC-med). (B) Comparison of the percentages of HCC samples with high c-MYC activation status between the TSC1/2 mutated HCCs and the TSC1/2 wild-type HCCs. Data were analyzed using Chi-square test. Abbreviations: WT, wild-type.

Supplementary Fig. 7

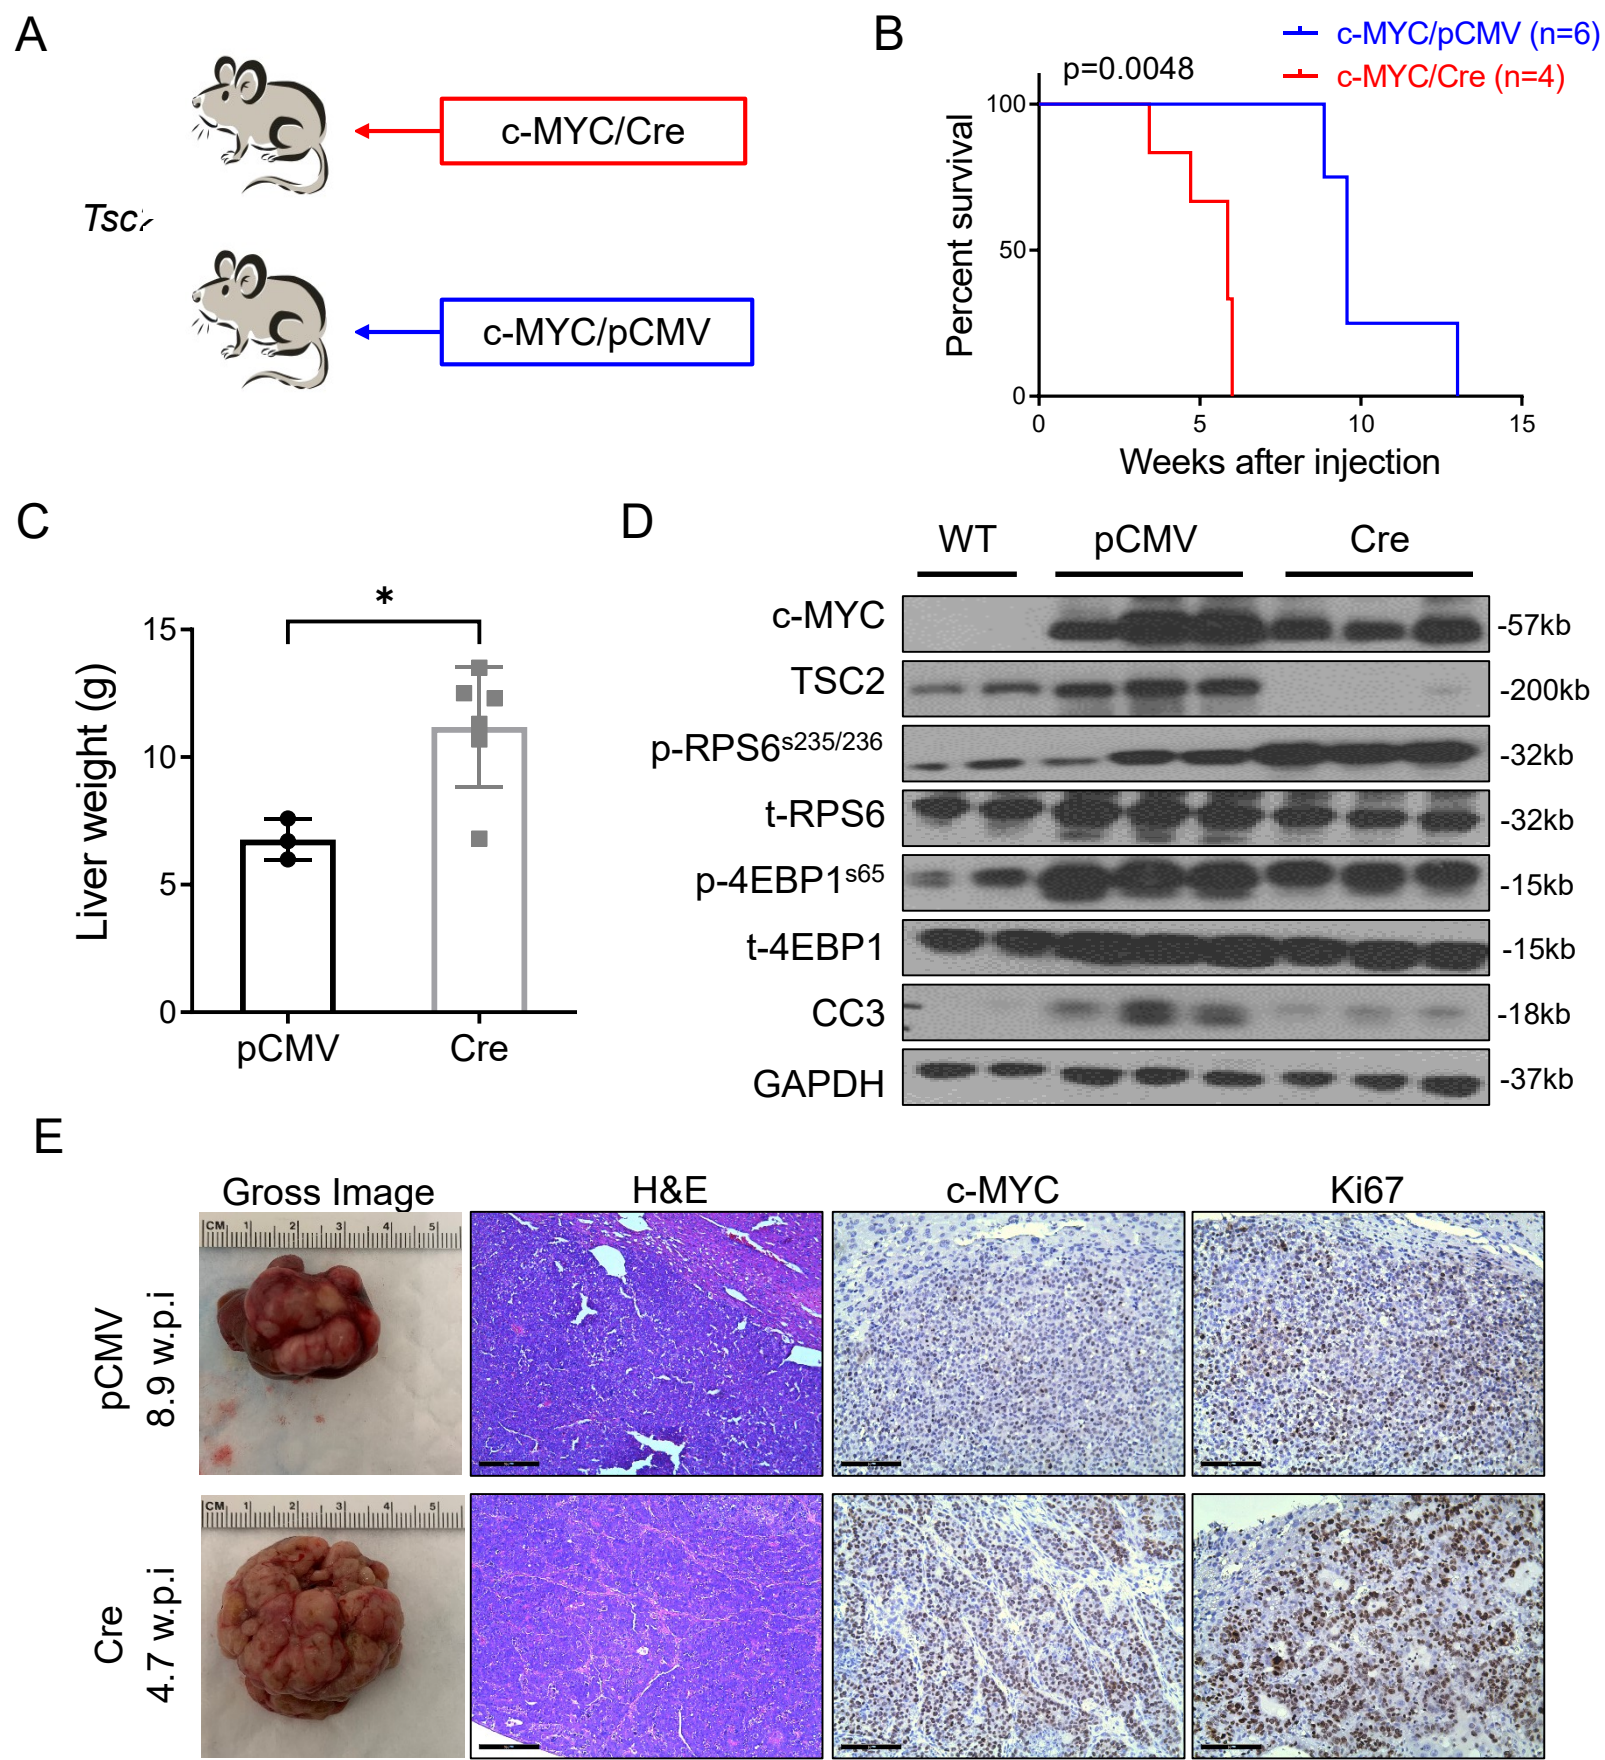

**Supplementary Fig. 7. Deletion of *Tsc2* accelerates c-Myc-induced hepatocarcinogenesis.** **(A)** Study design. *TSC2*<sup>fl/fl</sup> conditional knockout mice in *FVB/N* genetic background were hydrodynamically injected with plasmid mixtures of c-MYC and Cre recombinase in the pCMV backbone (c-MYC/Cre, n = 4). Control mice were hydrodynamically injected with c-MYC and pCMV empty vector (c-MYC/pCMV, n = 6). Mice were monitored for tumor development and euthanized either upon the development of large tumors or at the end of the observation period. **(B)** Survival curve of mice in both groups. The Kaplan-Meier comparison was performed,  $p = 0.0006$ . **(C)** Comparison of liver weight between the two groups. Data are presented as mean  $\pm$  SD. Student's t-test. \*,  $p < 0.05$ . **(D)** Western blot results showing expressions of c-MYC, TSC2, cleaved caspase 3 (CC3), and key molecules in the p70S6K/RPS6 and 4EBP1/eIF4E cascades. GAPDH was used as the loading control. **(E)** Representative images: gross views of the liver, H&E staining, and immunohistochemical stainings of c-MYC and Ki67. Scale bars: 500 $\mu$ m for H&E, 100 $\mu$ m for c-MYC and Ki67.

Supplementary Fig. 8

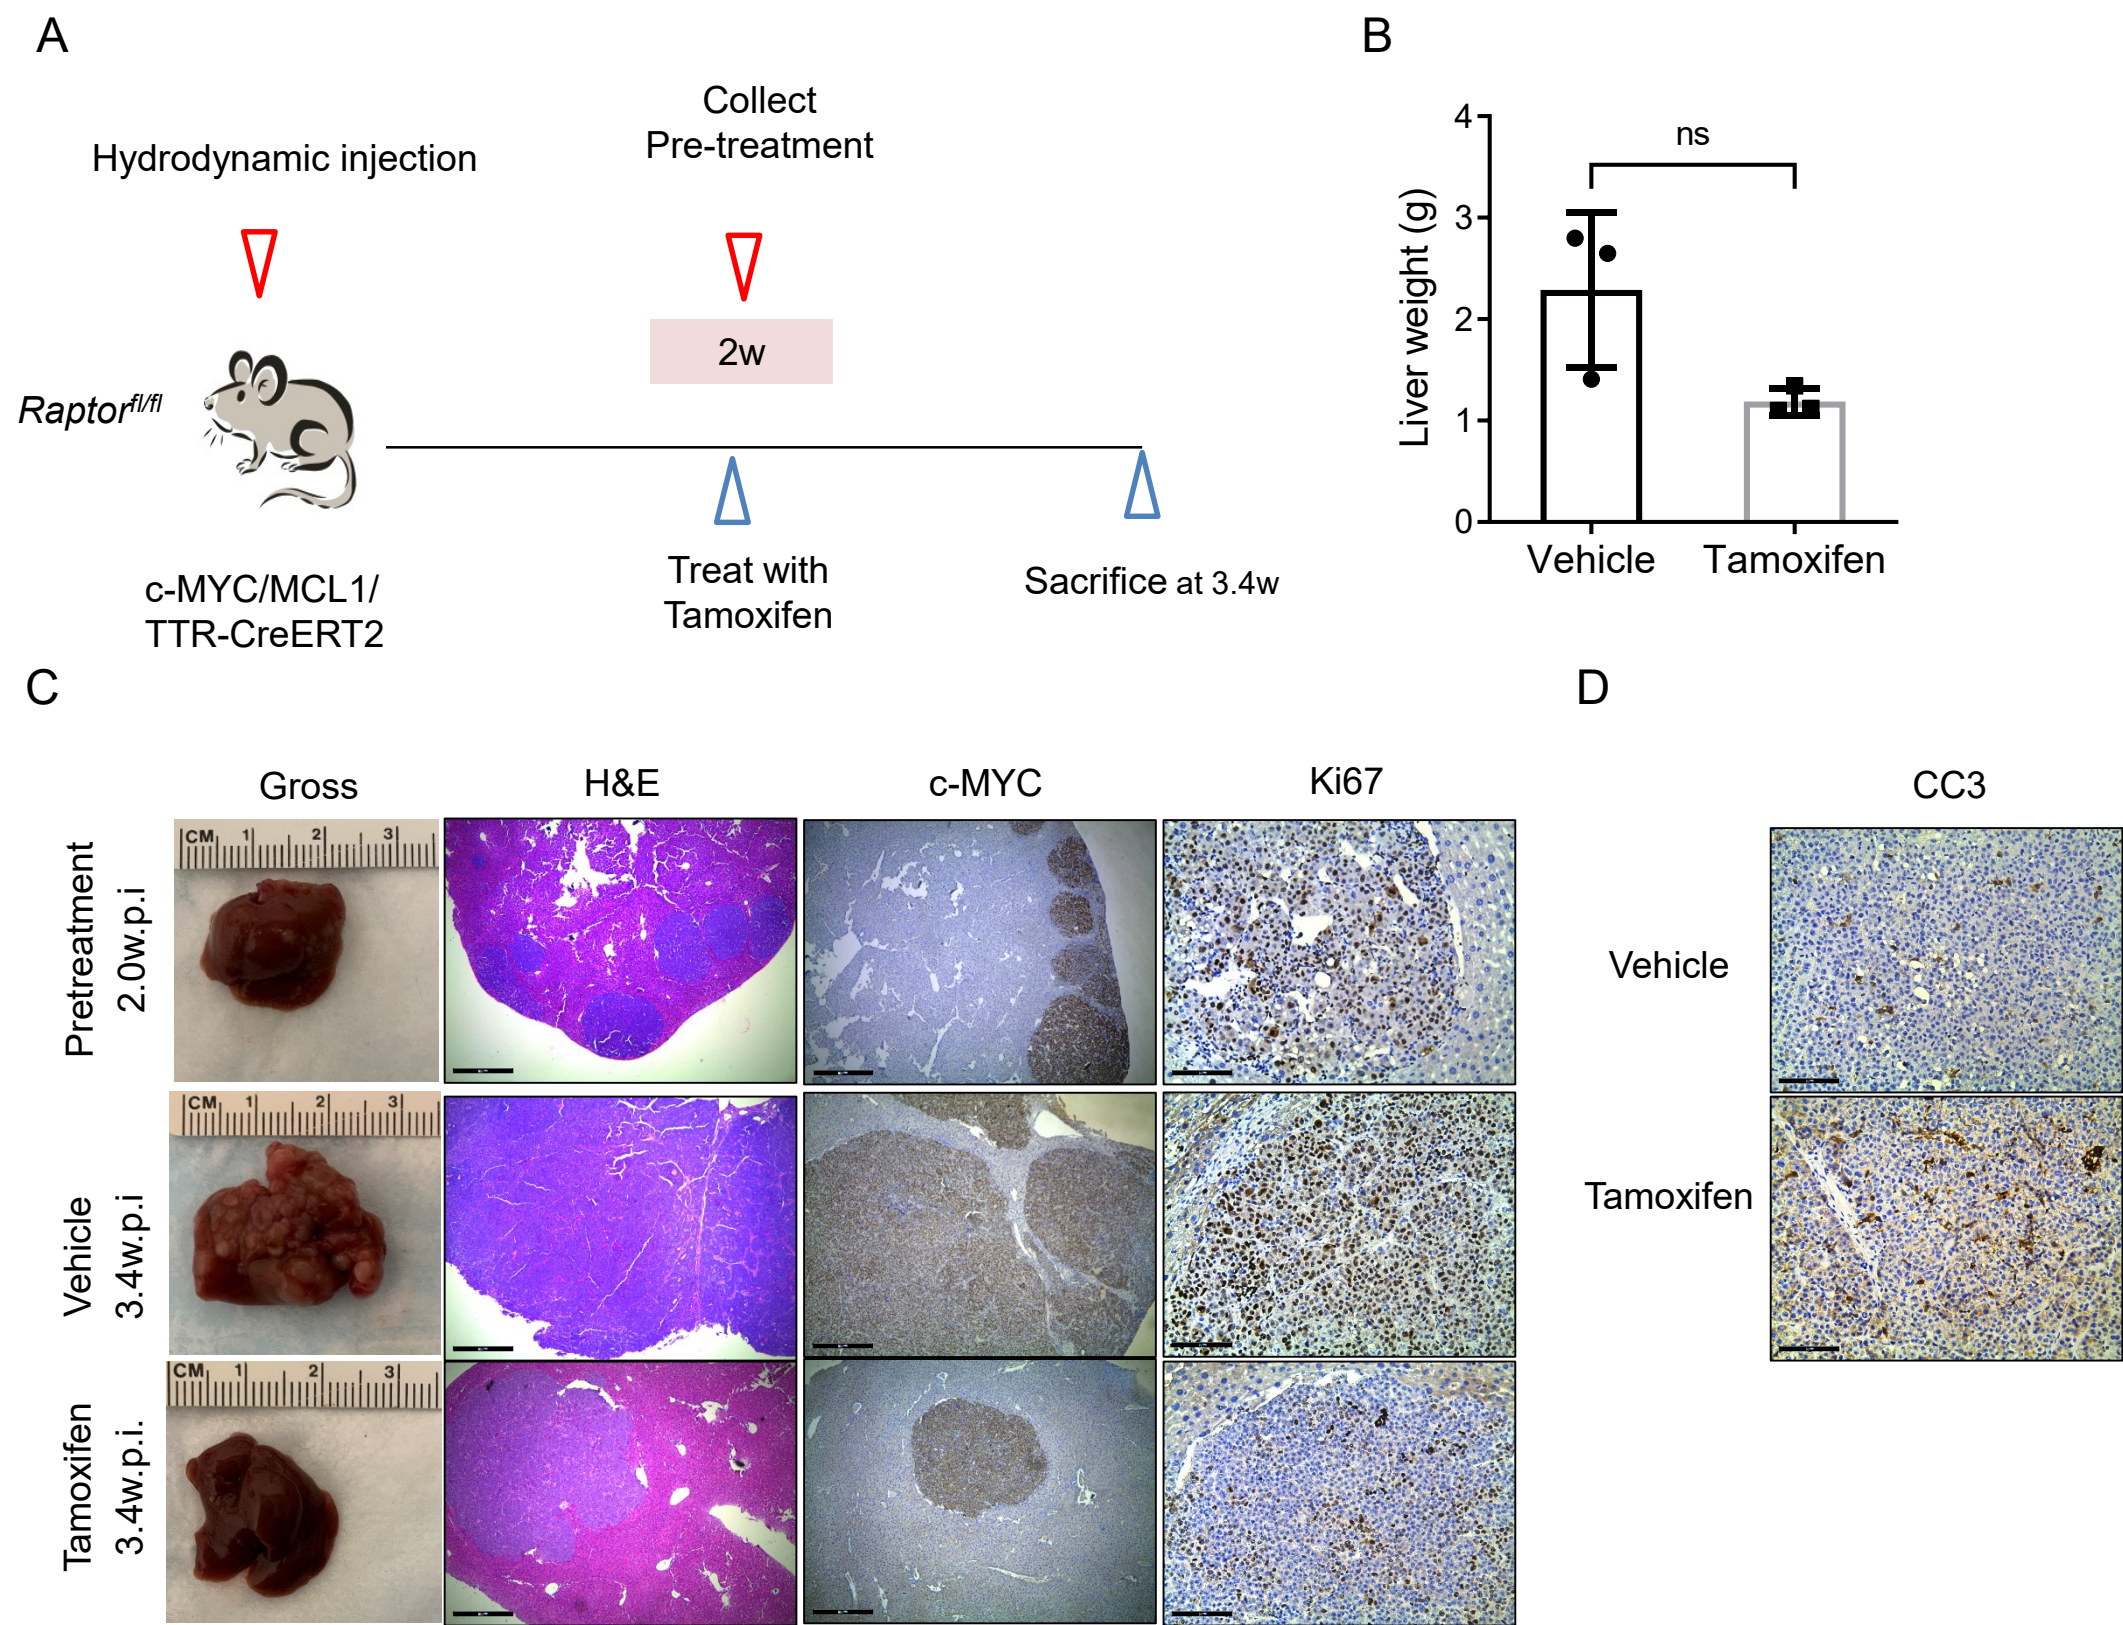

**Supplementary Fig. 8. mTOCR1 impairment induces regression of c-MYC HCC.** Tamoxifen-treated mice displayed tumor regression upon dissection, leading to a significantly lower liver weight, reduced proliferation, and increased apoptosis. **(A)** Study design. *Raptor<sup>fl/fl</sup>* conditional knockout mice were hydrodynamically injected with plasmid mixtures of c-MYC/MCL1 and tamoxifen-inducible CreERT2 recombinase under the liver-specific TTR promoter (c-Myc/MCL1/TTR-CreERT2). Two weeks post-injection (when tumor nodules were observed), one group of mice was sacrificed, and liver analysis was performed as the pre-treatment group. The remaining mice were treated with tamoxifen or vehicle for 1.4 weeks, followed by analysis after sacrifice. **(B)** Comparison of liver weight between the two groups (n = 3, 3). Data are presented as mean  $\pm$  SD. Student's t-test. ns, no significant. **(C)** Representative images: gross views of the liver, H&E staining, and immunohistochemical staining of Ki67 and c-MYC. **(D)** Representative images of cleaved caspase 3 (CC3) staining in vehicle- and tamoxifen- treated mice. Scale bars: 500 $\mu$ m for H&E and c-MYC, 100 $\mu$ m for Ki67 and CC3.

# Supplementary Fig. 9

A

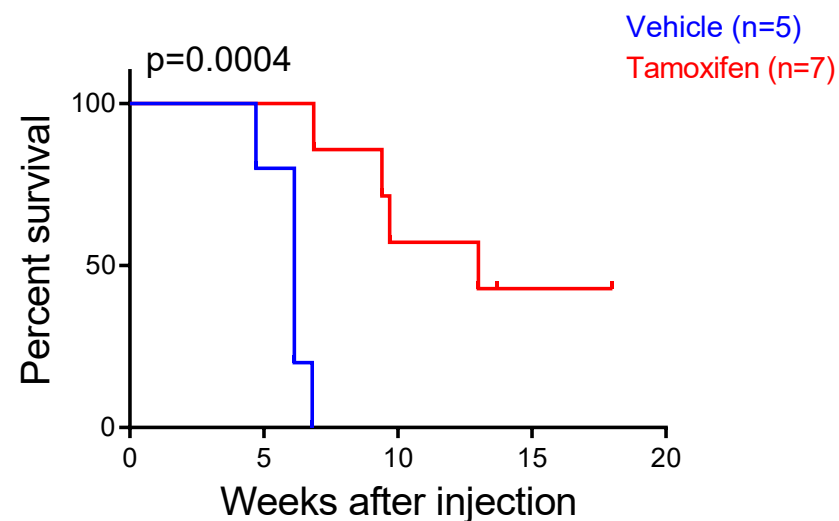

B

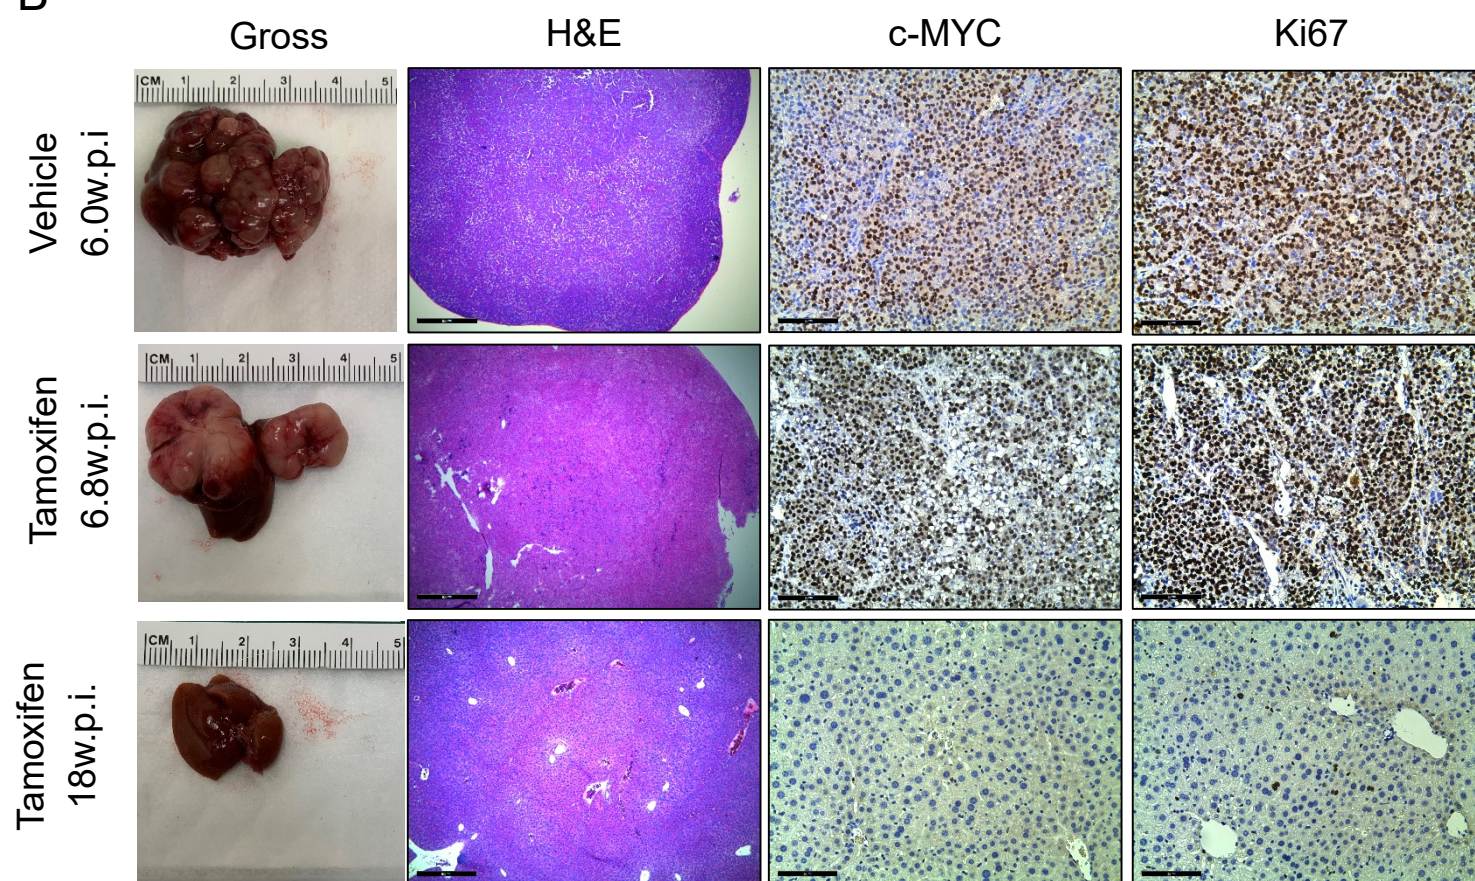

**Supplementary Fig. 9. mTOCR1 impairment improves overall survival of c-MYC mice. (A)** Survival curve of mice in both groups (n = 5, 7). The Kaplan-Meier comparison was performed,  $p = 0.0004$ . **(B)** Six of seven tamoxifen-treated mice developed a few, separate tumor nodules (ranging from 1 to 3) between 6.8 and 13.7 weeks post-injection. One mouse liver collected at 18 weeks appeared completely normal, whereas vehicle-treated mice exhibited a high tumor burden with numerous nodules between 4.7 and 8.9 weeks post-injection. Representative images: gross views of the liver, H&E staining, and immunohistochemical staining of c-MYC and Ki67. Scale bars: 500  $\mu\text{m}$  for H&E, 100  $\mu\text{m}$  for c-MYC, and Ki67.

Supplementary Fig. 10

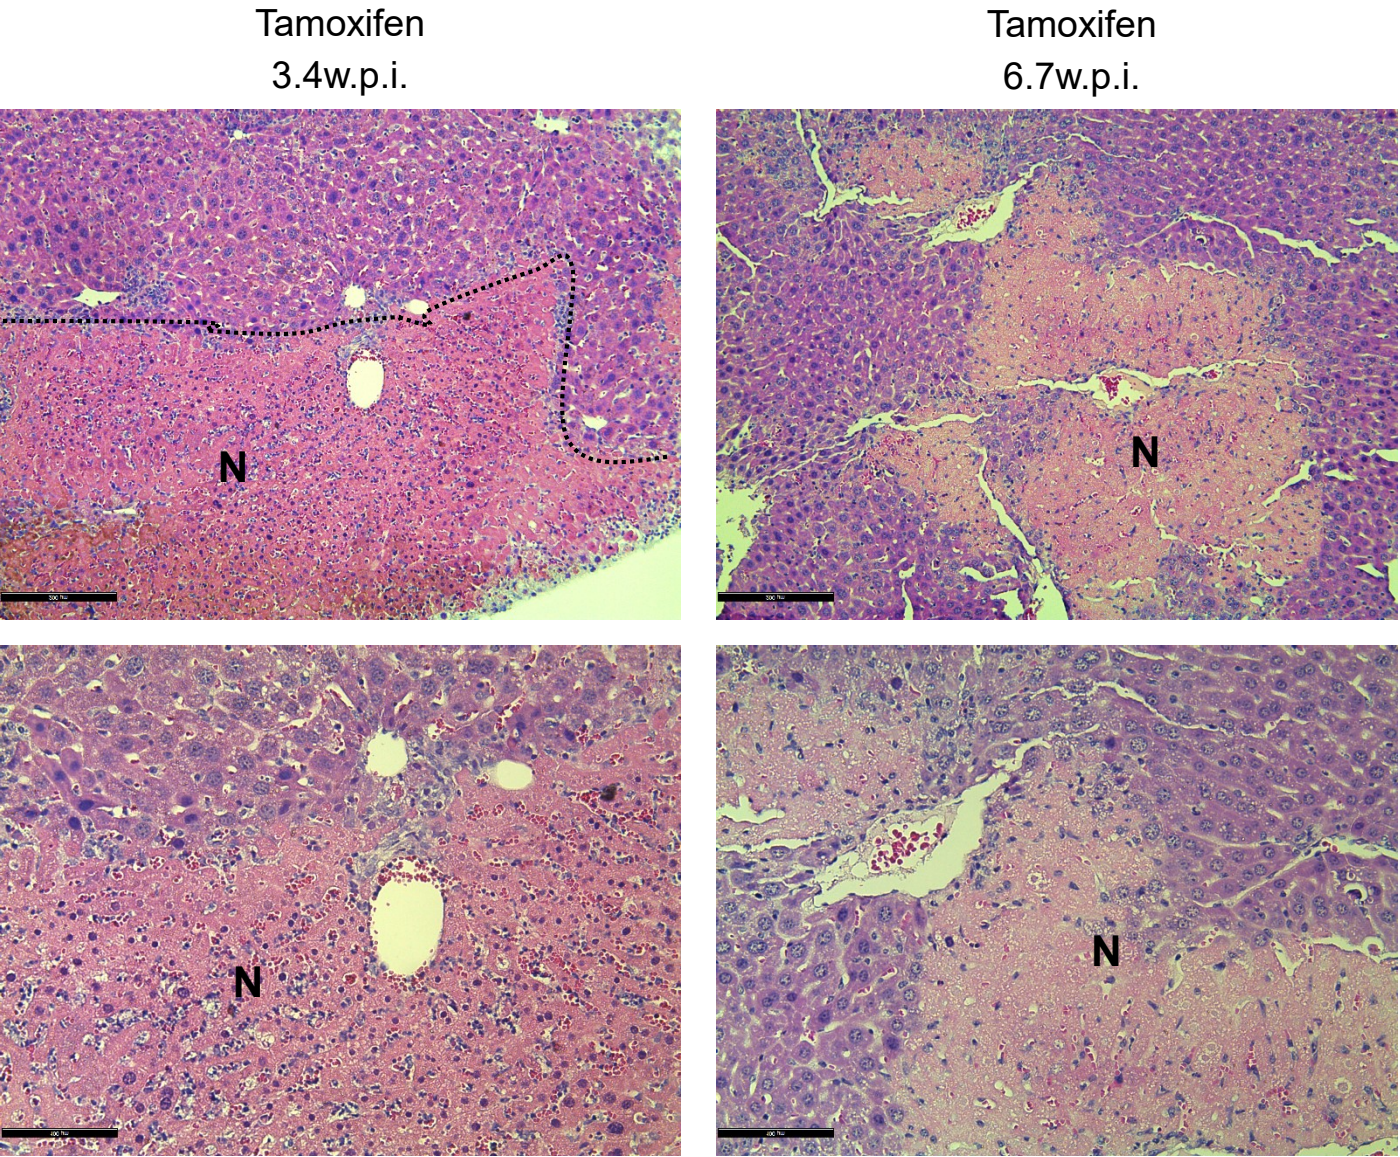

**Supplementary Fig. 10.** Representative images of H&E staining of c-MYC HCCs at different time points after tamoxifen treatment showed increased necrotic areas (N). Scale bars: 200µm.

Supplementary Fig. 11

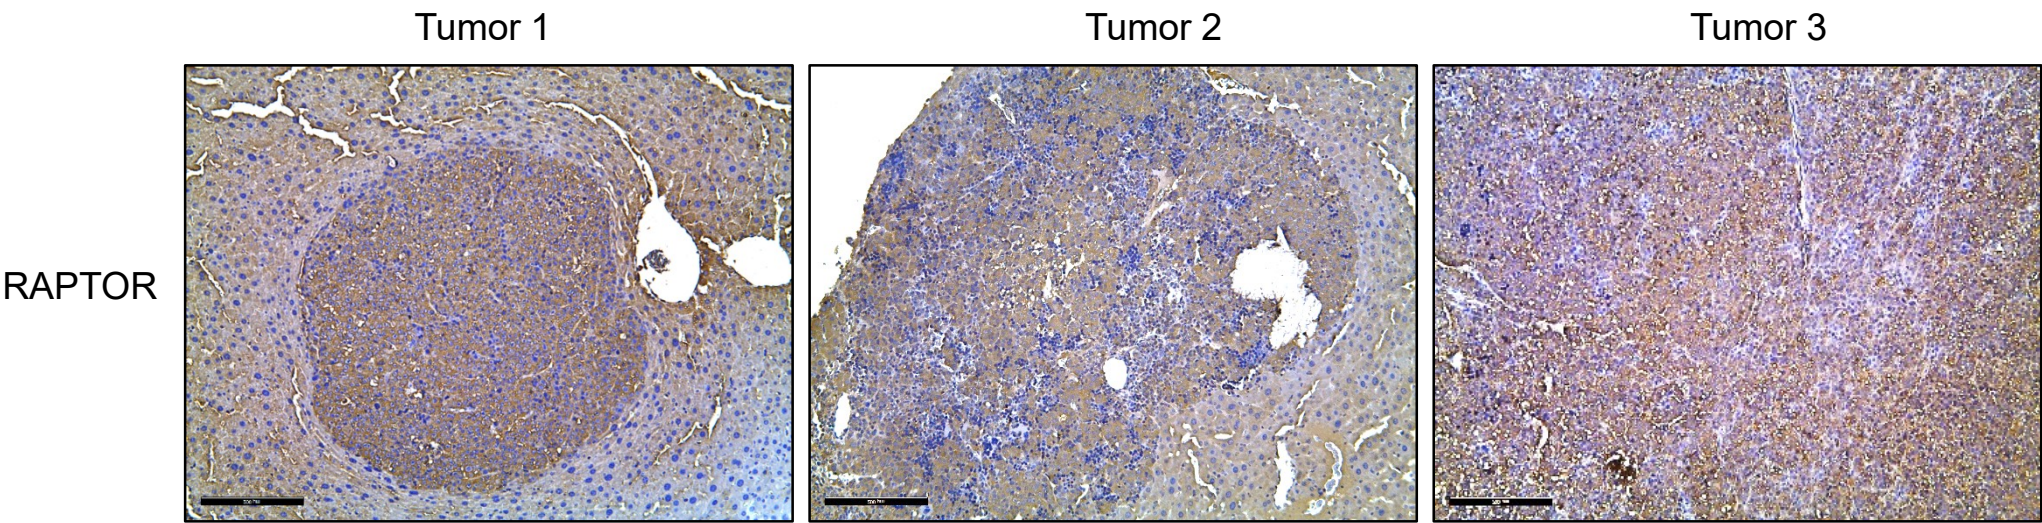

**Supplementary Fig. 11.** Raptor staining revealed failed Cre recombinase activity in the tumor area of the tamoxifen-treated group. Large areas of necrosis were frequently observed in tamoxifen-treated livers. Thus, we speculate that the observed failure of tumor regression was due to off-target effects of the tamoxifen-inducible Cre transgene system.

# Supplementary Fig. 12

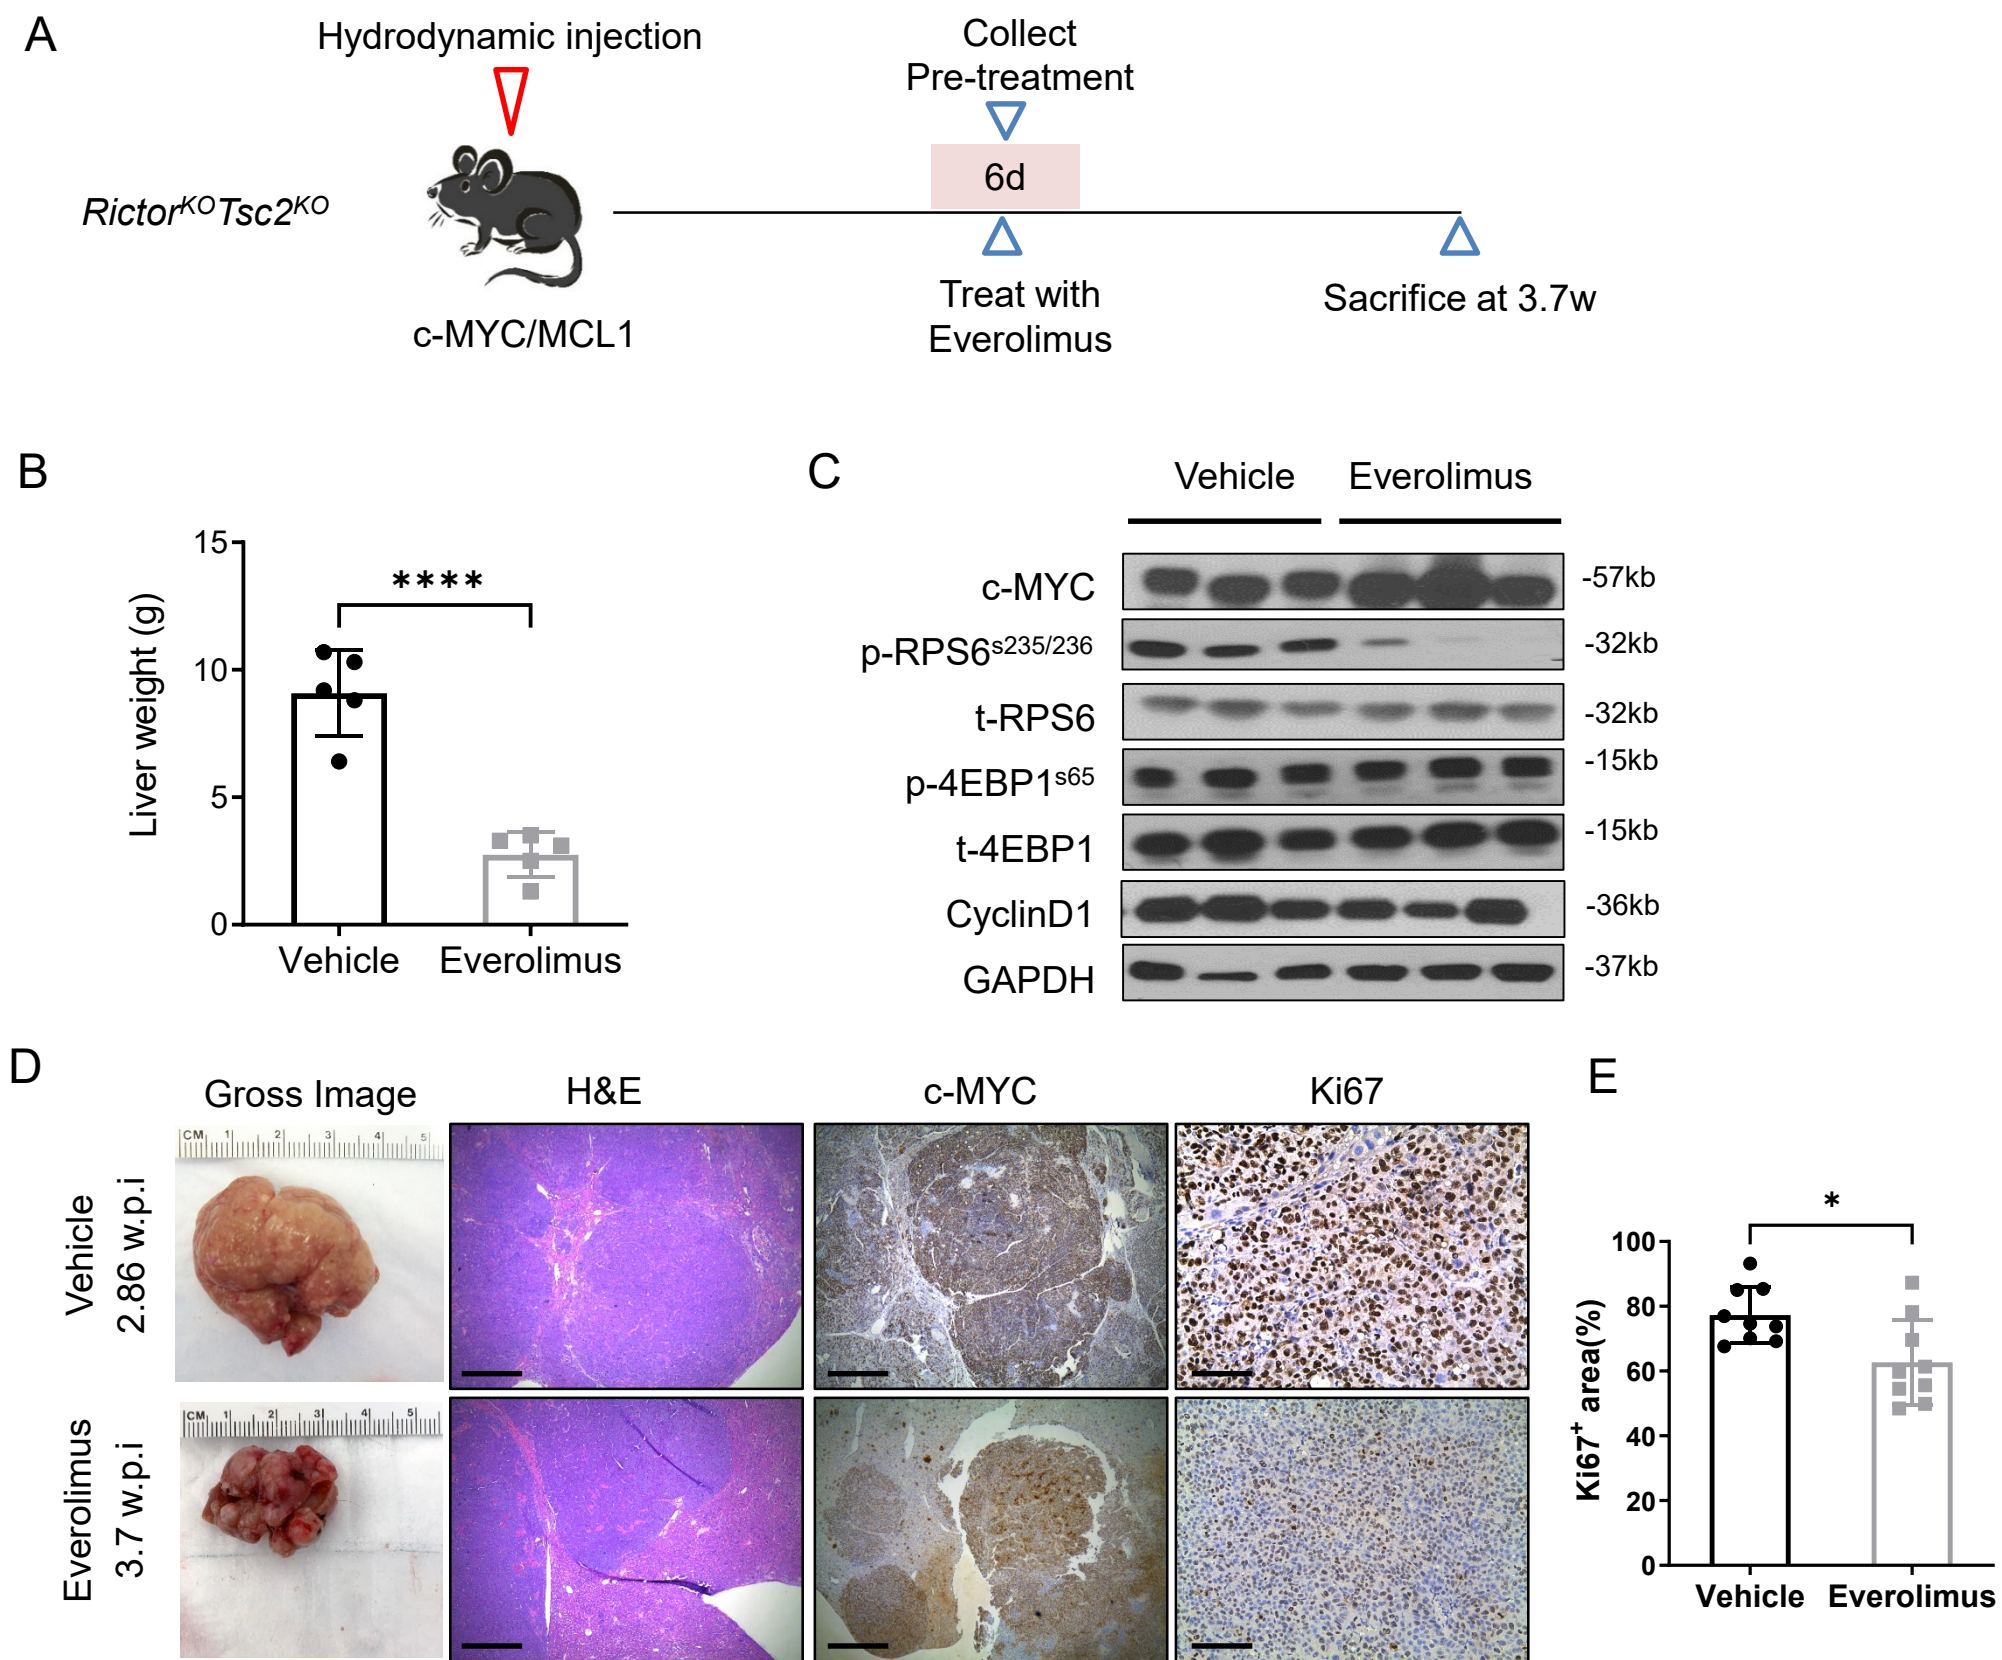

**Supplementary Fig. 12. mTORC1 inhibitor demonstrates moderate antitumor activity in the c-Myc/MCL1/*Rictor<sup>KO</sup>Tsc2<sup>KO</sup>* HCCs. (A)** Study design. c-MYC/MCL1/*Rictor<sup>KO</sup>Tsc2<sup>KO</sup>* murine tumor model was established through hydrodynamic injection. Six days post-injection, one group of mice (n = 3) was sacrificed, and liver analysis was performed as the pre-treatment group. The remaining mice were treated with the mTORC1 inhibitor everolimus (n = 5) or vehicle (n = 5) for 3 weeks, followed by analysis after sacrifice. **(B)** Comparison of liver weight between the everolimus and vehicle-treated groups. **(C)** Western blot results showing expressions of c-MYC, Cyclin D1, and key molecules in the p70S6K/RPS6 and 4EBP1/eIF4E cascades. GAPDH was used as the loading control. **(D)** Representative images: gross views of the liver (This figure shared a control group with MLN0128 in Figure 4E). H&E staining, and immunohistochemical staining of c-MYC and Ki67. Scale bars: 500µm for H&E and c-MYC, 100µm for Ki67. **(E)** Quantification results of the percentage of Ki67-positive cells in the two groups. Data are presented as mean  $\pm$  SD. Student's t-test. \*,  $p < 0.05$ . \*\*\*\*,  $p < 0.0001$ .

Supplementary Fig. 13

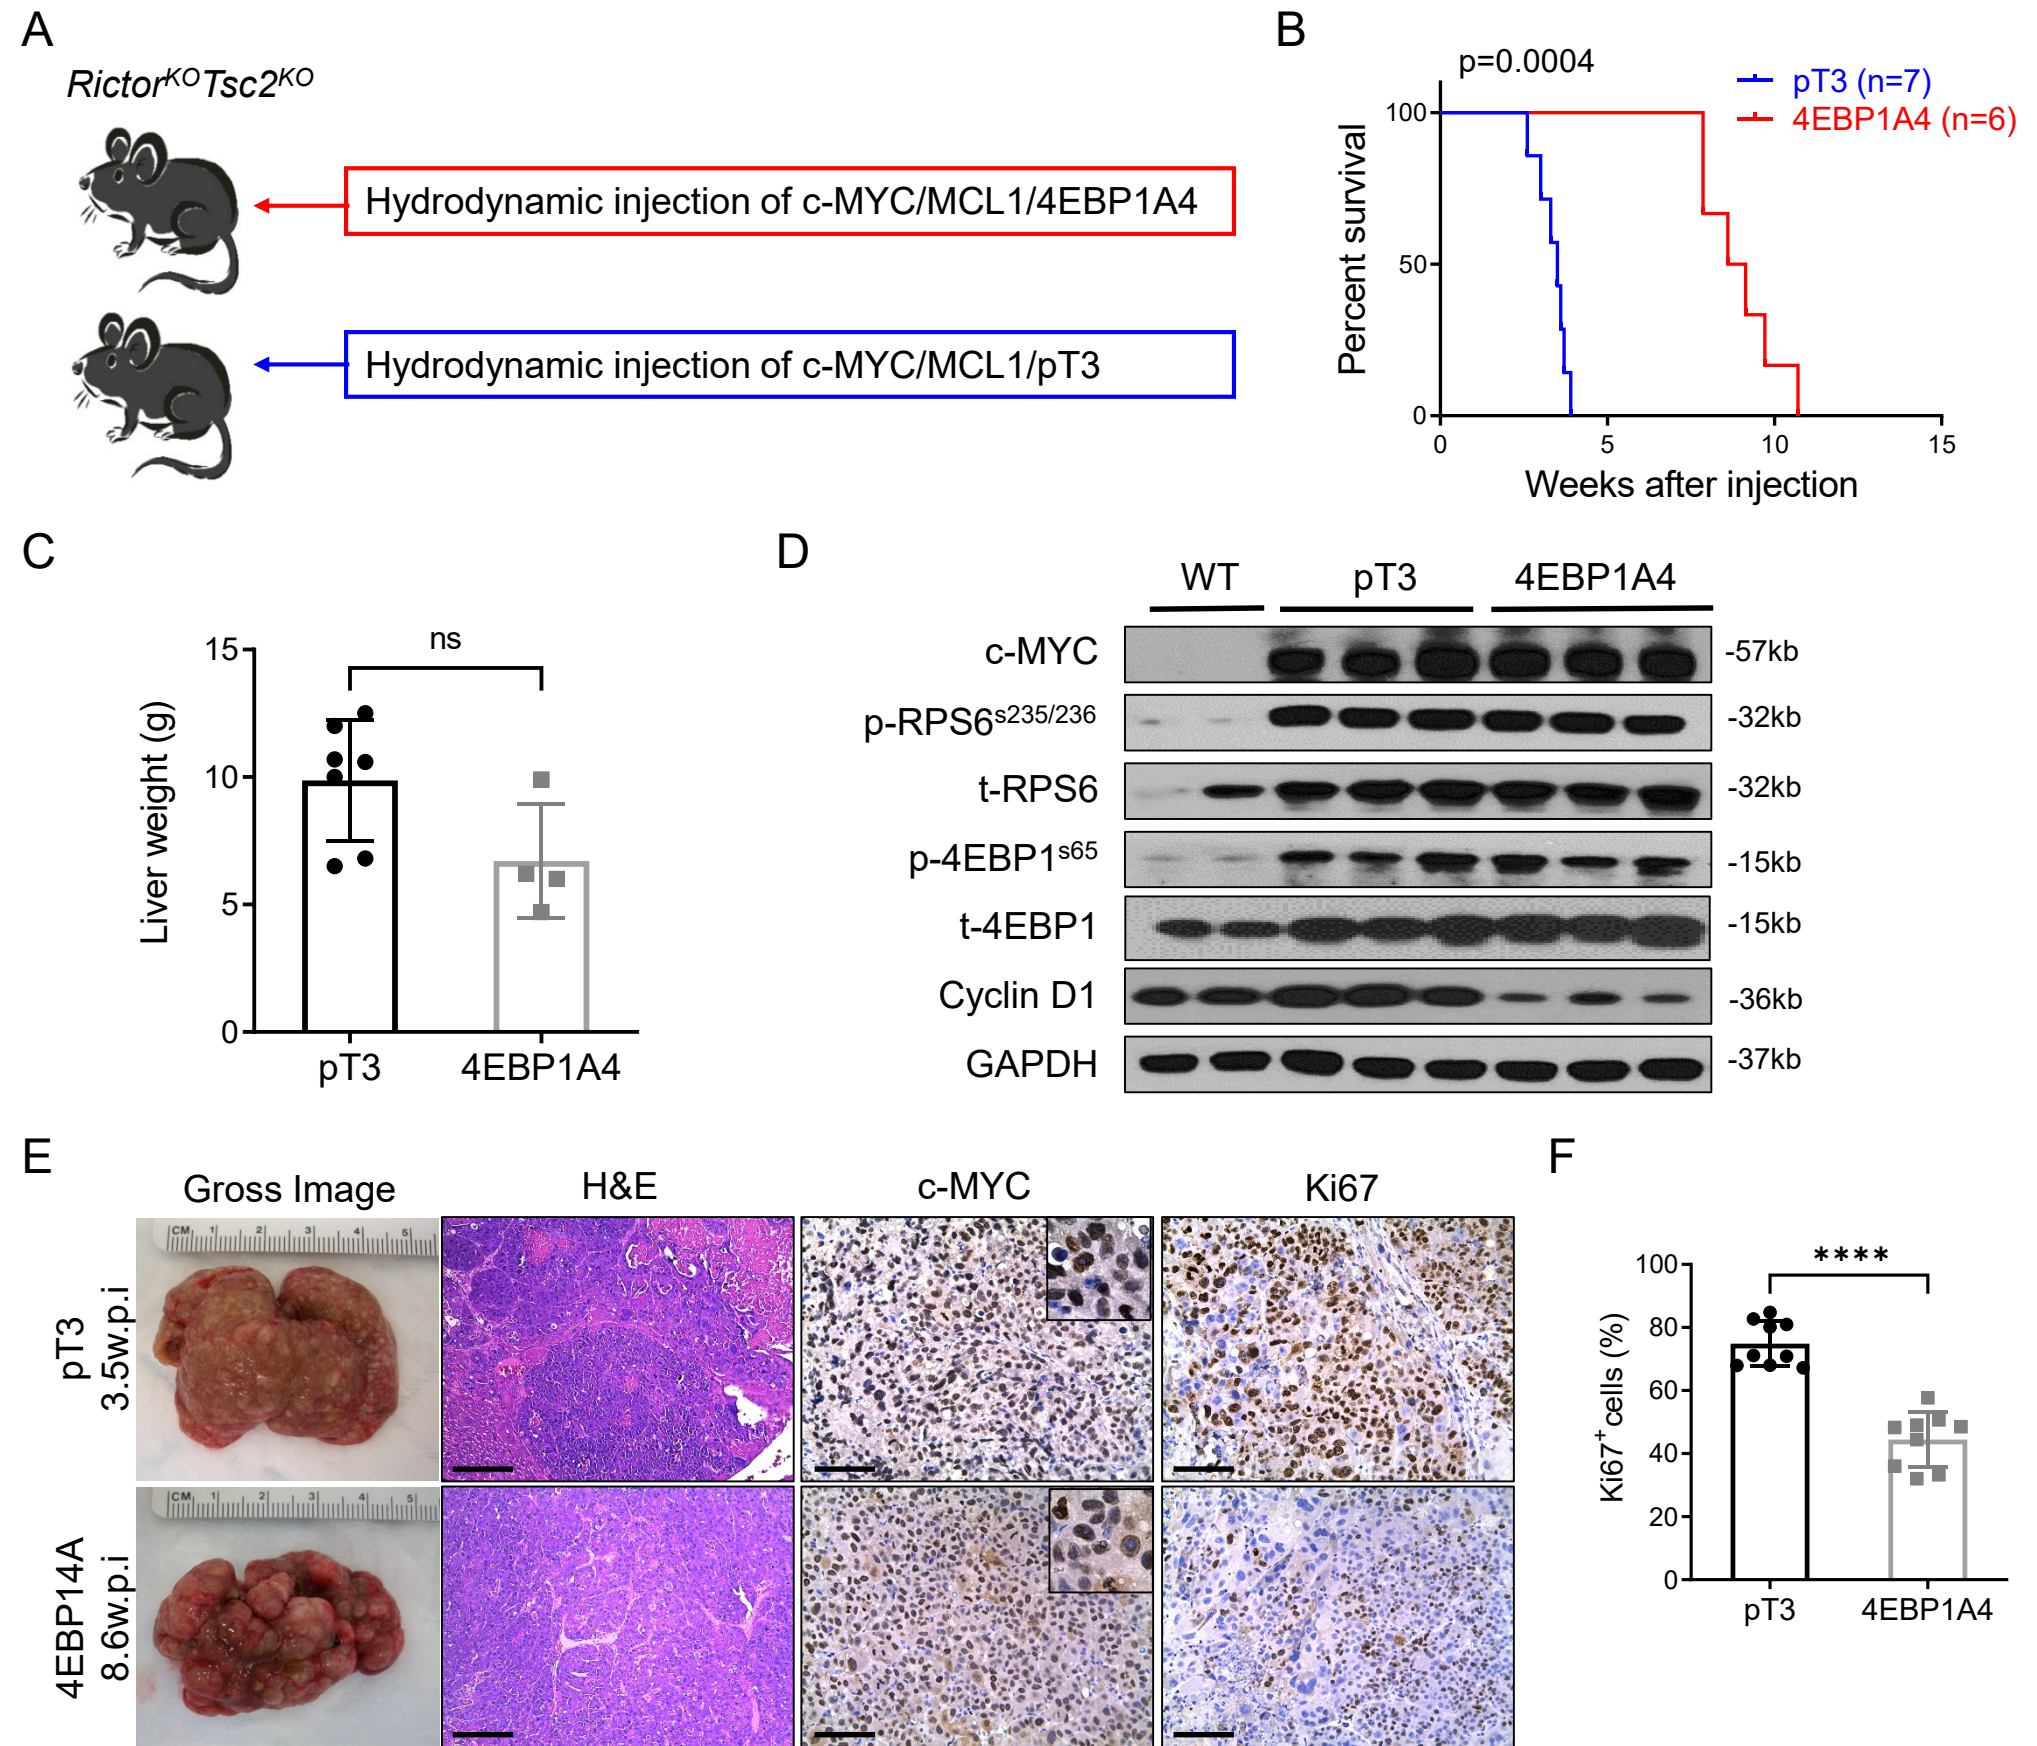

**Supplementary Fig. 13. Inhibition of 4EBP1/eIF4E delays tumorigenesis of c-Myc/MCL1/*Rictor*<sup>KO</sup>*Tsc2*<sup>KO</sup> HCCs.**

**(A)** Study design. *Rictor*<sup>fl/fl</sup>*Tsc2*<sup>fl/fl</sup> mice were hydrodynamically injected with c-MYC/MCL1/Cre and the unphosphorylatable form of 4EBP1 (c-MYC/MCL1/4EBP1A4/*Rictor*<sup>KO</sup>*Tsc2*<sup>KO</sup>, n = 7). Control mice were injected with c-MYC/MCL1/Cre and pT3 empty vector (c-MYC/MCL1/pT3/*Rictor*<sup>KO</sup>*Tsc2*<sup>KO</sup>, n = 6). **(B)** Survival curve of mice in both groups. The Kaplan-Meier comparison was performed,  $p = 0.0006$ . **(C)** Comparison of liver weight between the two groups. **(D)** Western blot results show the levels of c-MYC, cyclin D1, and key molecules in the p70S6K/RPS6 and 4EBP1/eIF4E cascades. GAPDH was used as the loading control. **(E)** Representative images: gross views of the liver, H&E staining, and immunohistochemical staining of c-MYC and Ki67. Scale bars: 500 $\mu$ m for H&E, 100 $\mu$ m for c-MYC, and Ki67. **(F)** Quantification results of percentage of Ki67 positive cells in the two groups. Data are presented as mean  $\pm$  SD. Student's t-test. ns, no significant. \*\*\*\*,  $p < 0.0001$ .

Supplementary Fig. 14

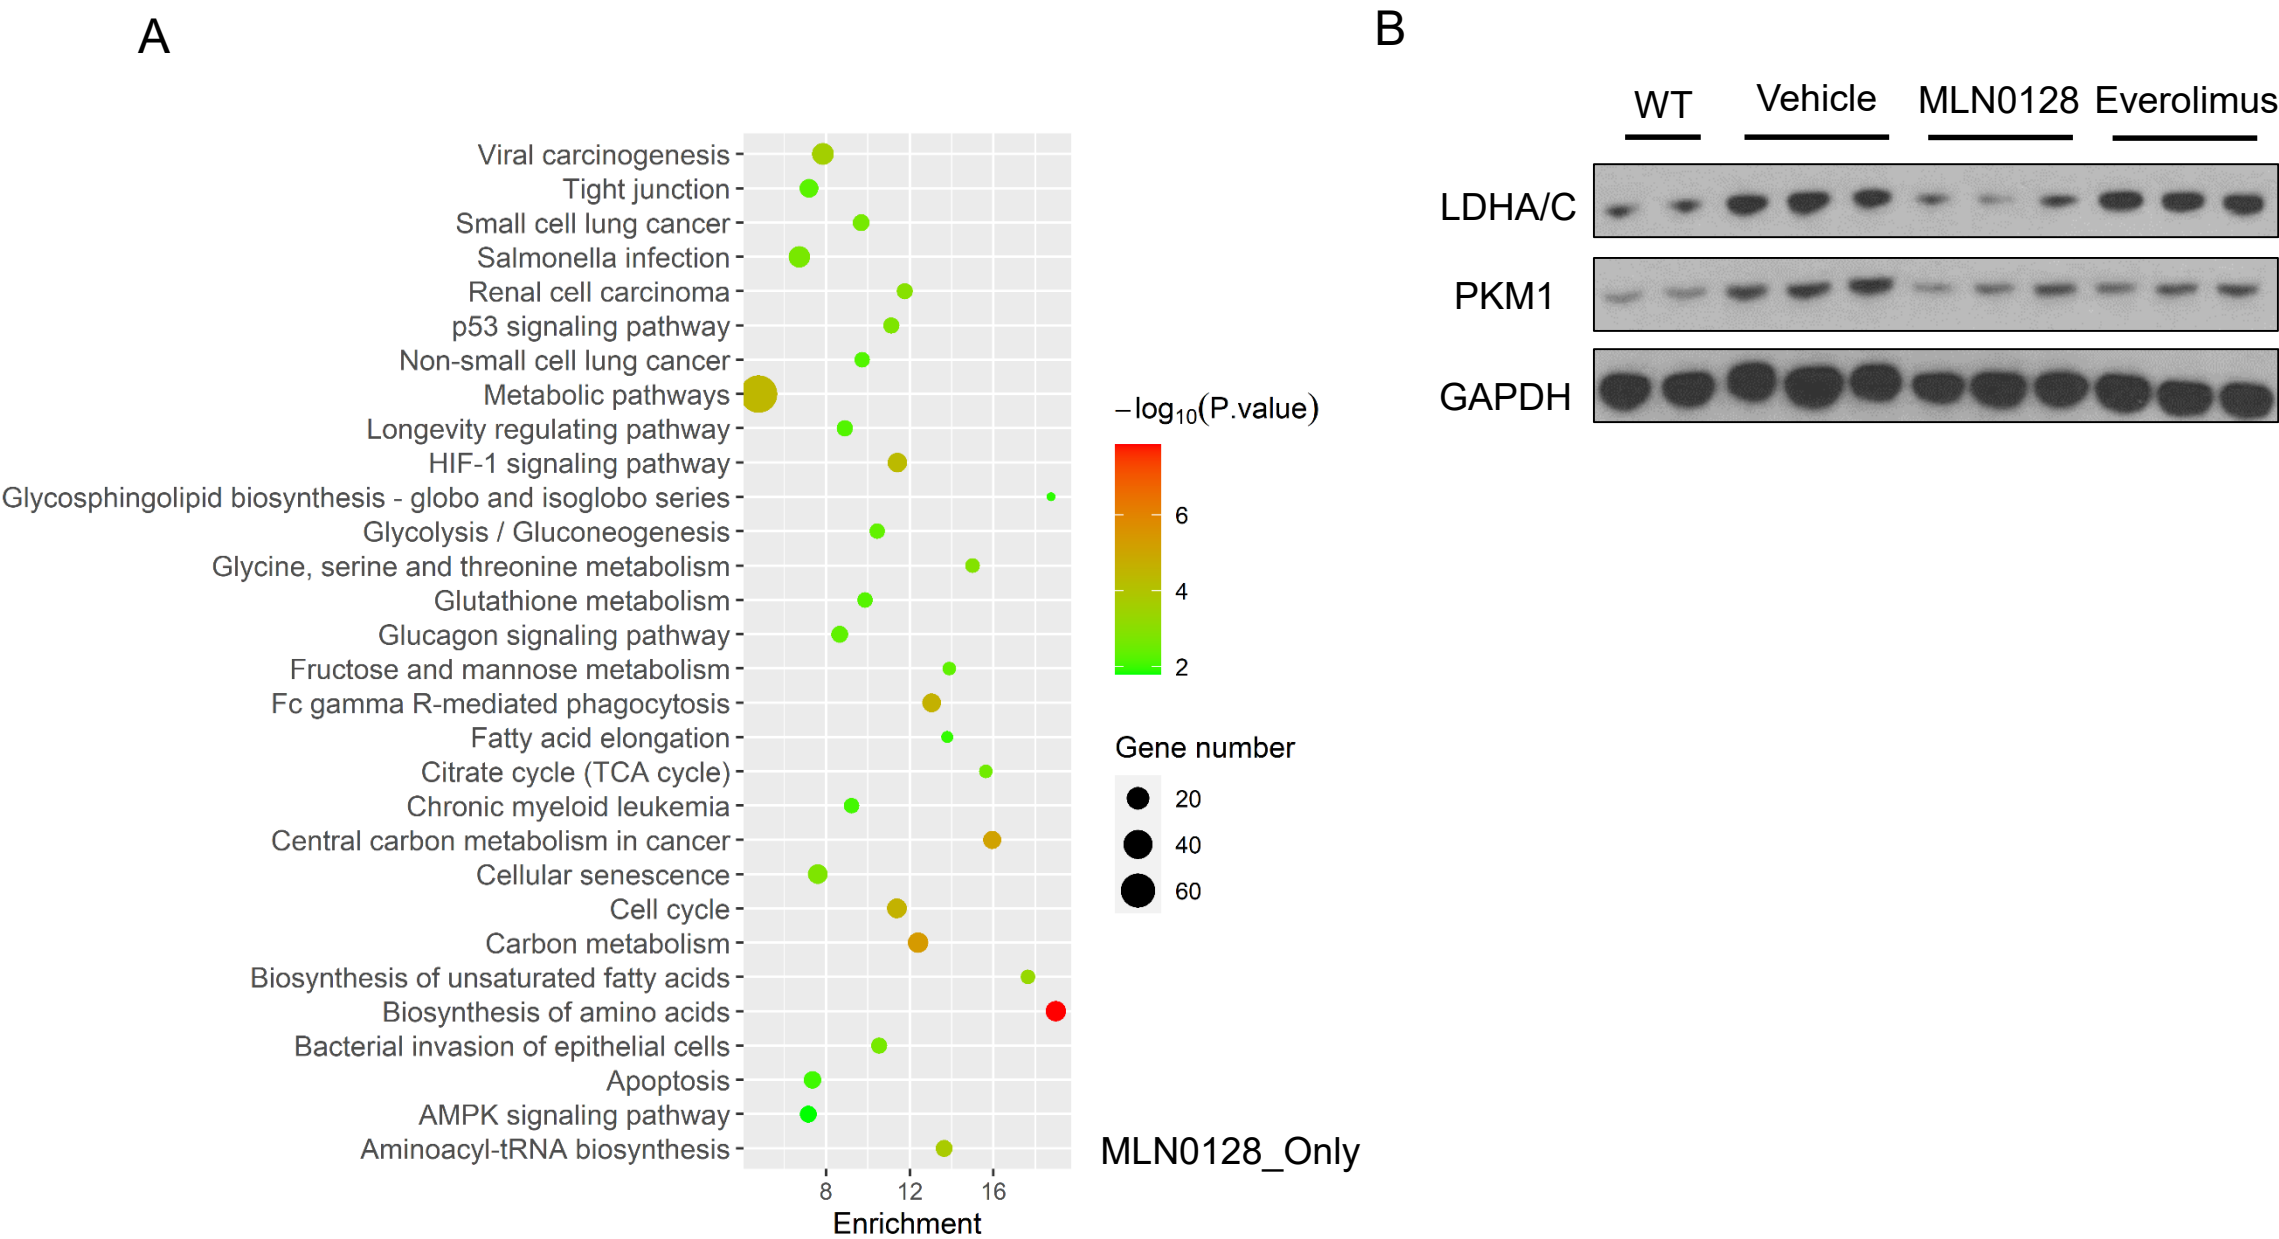

This figure is related to Figure 5D

**Supplementary Fig. 14. Analysis of p70S6K/RPS6 and 4EBP1/eIF4E downstream target genes. (A)** KEGG analysis of the differentially expressed genes downregulated by MLN0128, but not by everolimus. **(B)** Western blot results showing levels of LDHA/C and PKM2 in wild-type livers (WT), Vehicle-treated, MLN0128-treated, or Everolimus-treated c-MYC/MCL1/*Rictor*<sup>KO</sup>*Tsc2*<sup>KO</sup> HCCs. GAPDH was used as the loading control.

# Supplementary Fig. 15

A

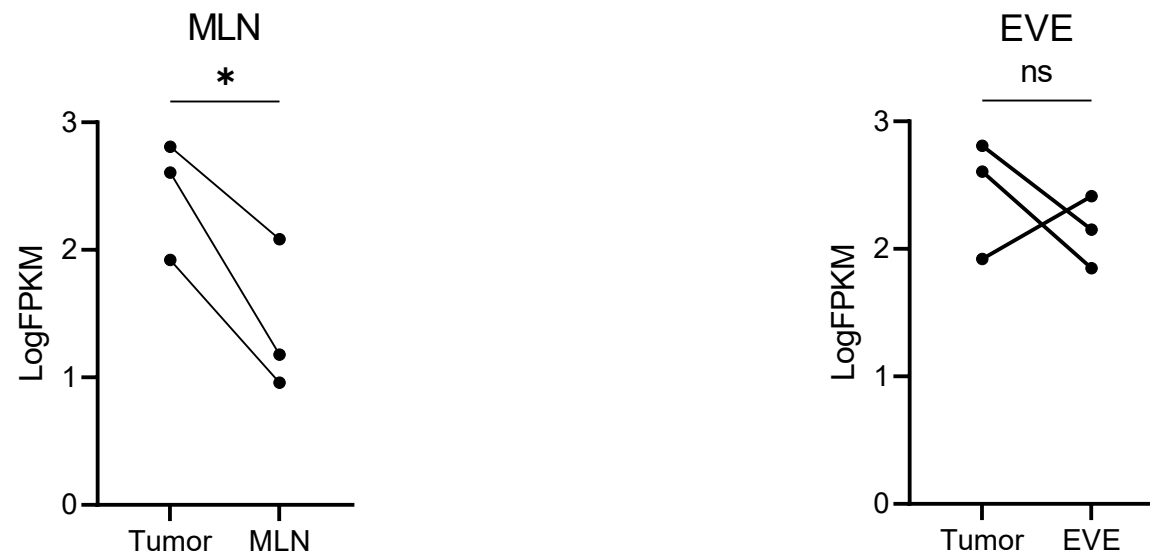

B

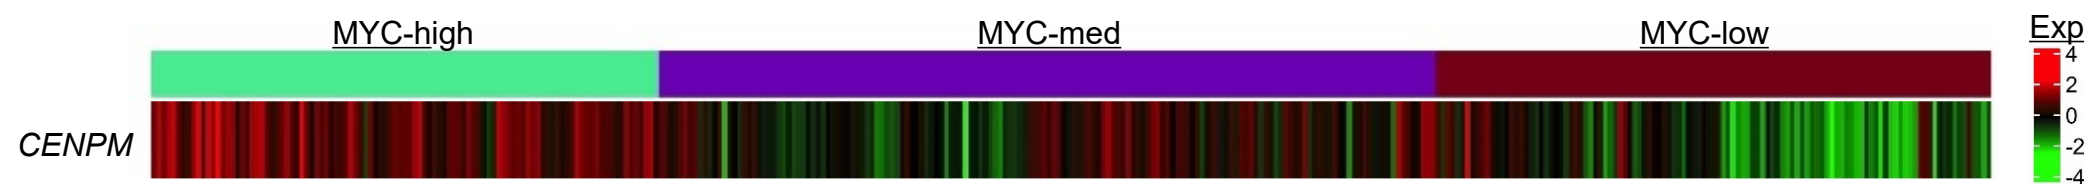

**Supplementary Fig. 15. Analysis of the correlation between CENPM expression and MYC activation.** (A) The CENPM expression in mouse c-MYC HCC upon MLN0128 (MLN) or Everolimus (EVE) treatment (n = 3, 3). Data are presented as mean  $\pm$  SD. paired t test. ns, no significant. \*,  $p < 0.05$ . (B) The correlation between CENPM expression and the MYC activation levels based on the TCGA-LIHC database.

Supplementary Fig. 16

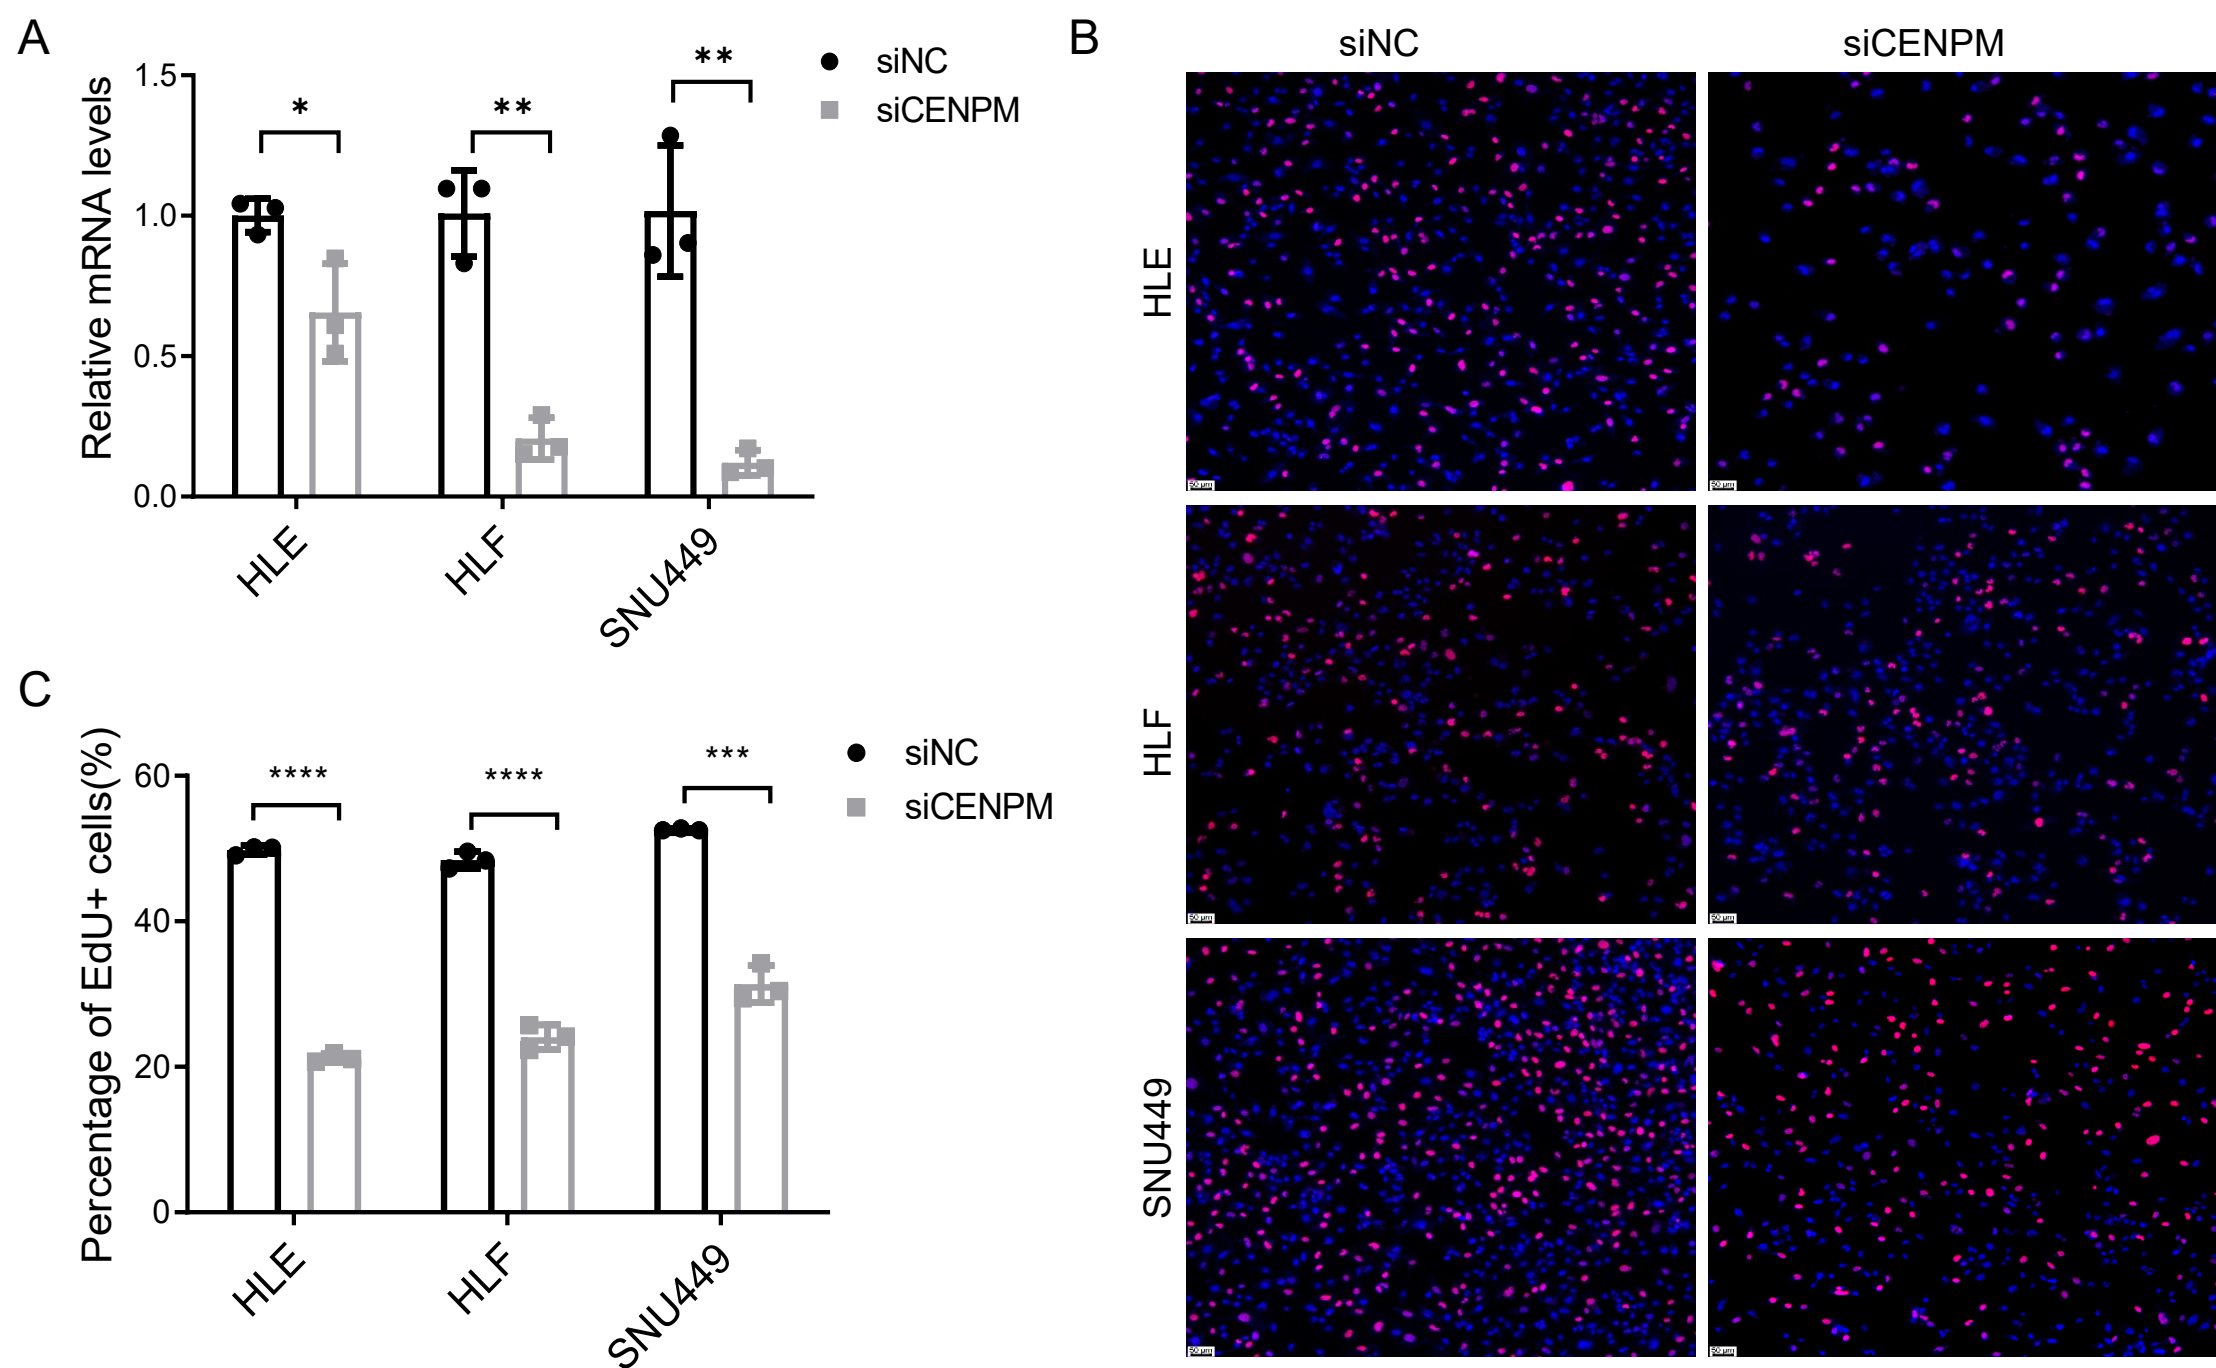

**Supplementary Fig. 16. Silencing of CENPM inhibits human HCC cell proliferation.** (A) qPCR results showing *CENPM* mRNA expression in siCENPM and control siRNA (siNC) transfected human HCC cells. (B, C) Representative images (B) and quantification (C) of EdU staining in the siNC, or siCENPM transfected human HCC cells. Data are presented as mean  $\pm$  SD. Student's t-test. \*,  $p < 0.05$ , \*\*,  $p < 0.01$ , \*\*\*,  $p < 0.001$ , \*\*\*\*,  $p < 0.0001$ .

Supplementary Fig. 17

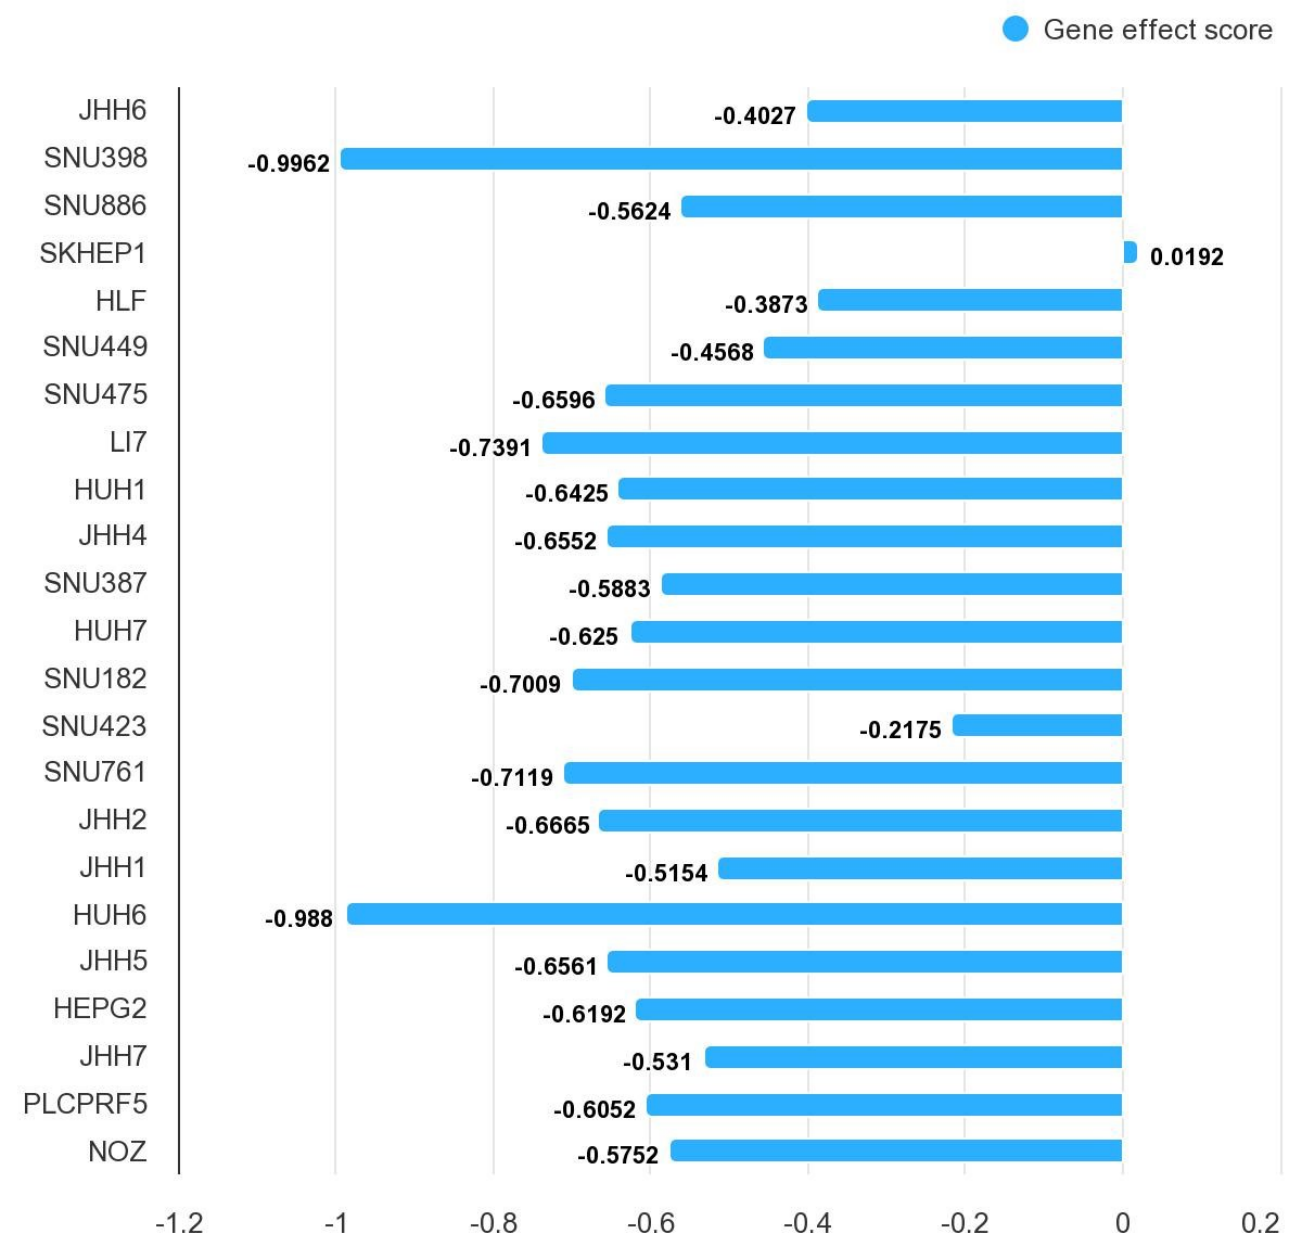

**Supplementary Fig. 17. CENPM is critical for HCC cell growth.** Depmap results show the dependency of CENPM in a panel of HCC cell lines. Gene Effect scores derived from CRISPR knockout screens published by Broad's Achilles and Sanger's SCORE projects. Negative scores imply cell growth inhibition and/or death following gene knockout. Scores are normalized such that nonessential genes have a median score of 0 and independently identified common essentials have a median score of -1. (Website: <https://ualcan.path.uab.edu/cgi-bin/ualcan>).

## Supplementary Fig. 18

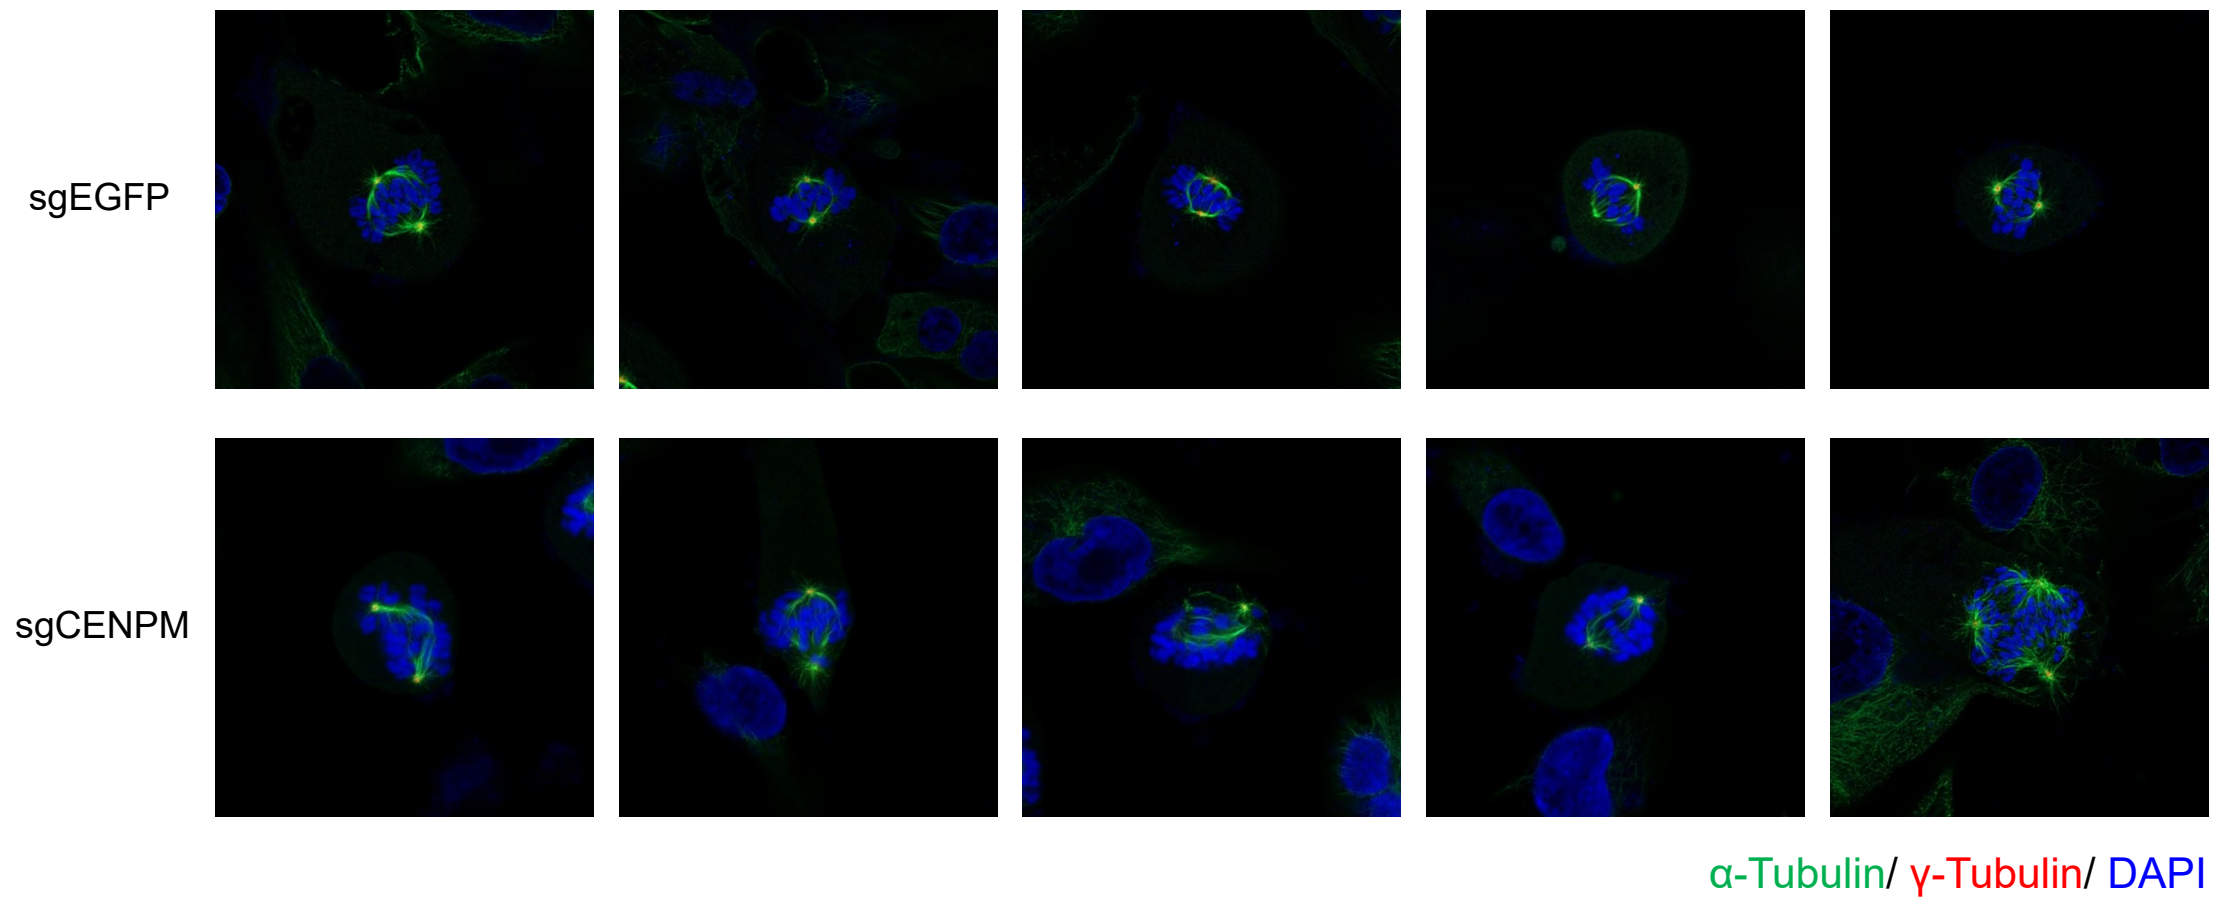

### **Supplementary Fig. 18. The immunofluorescence-based microscopy analysis of CENPM KO cells.**

Representative images of immunofluorescence staining of  $\alpha$ -tubulin (indicating microtubule, kinetochore or spindle fibers),  $\gamma$ -tubulin (centrosome) and DAPI (indicating chromosomes) in the CENPM KO cells and the control cells during mitosis. Lagging chromosomes or mis-segregation were observed in almost all the CENPM KO cells.

Supplementary Fig. 19

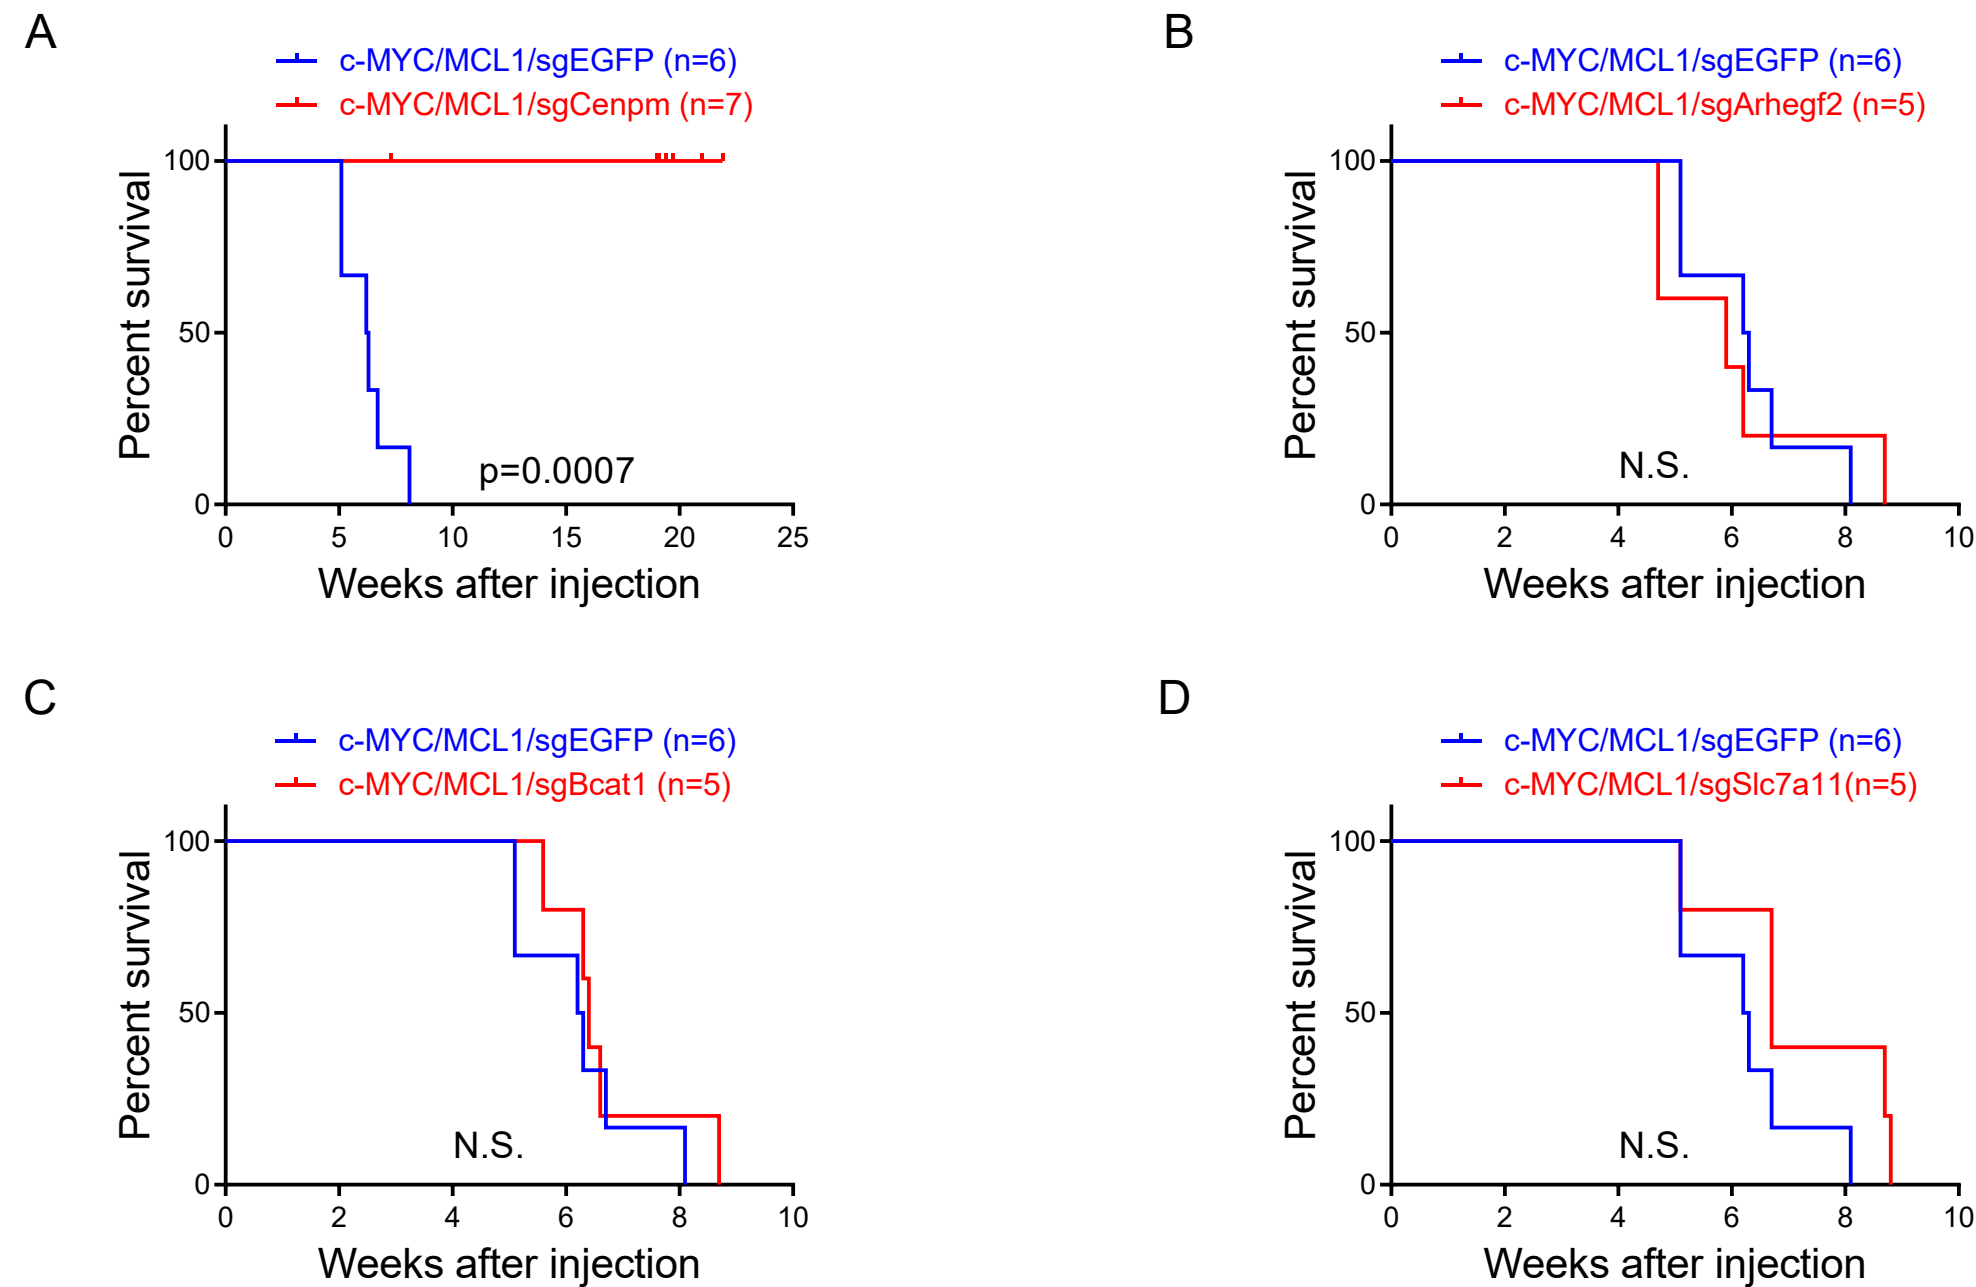

**Supplementary Fig. 19. CENPM is a critical target of c-MYC-induced hepatocarcinogenesis. (A-D)** Survival curves of mice in the c-MYC/MCL1 HCCs with deletion of *Cenpm* (A), *Arhegf2* (B), *Bcat1* (C), and *Slc7a11* (D). The Kaplan-Meier analysis was performed, and *p*-values are indicated in the graphs.

Supplementary Fig. 20

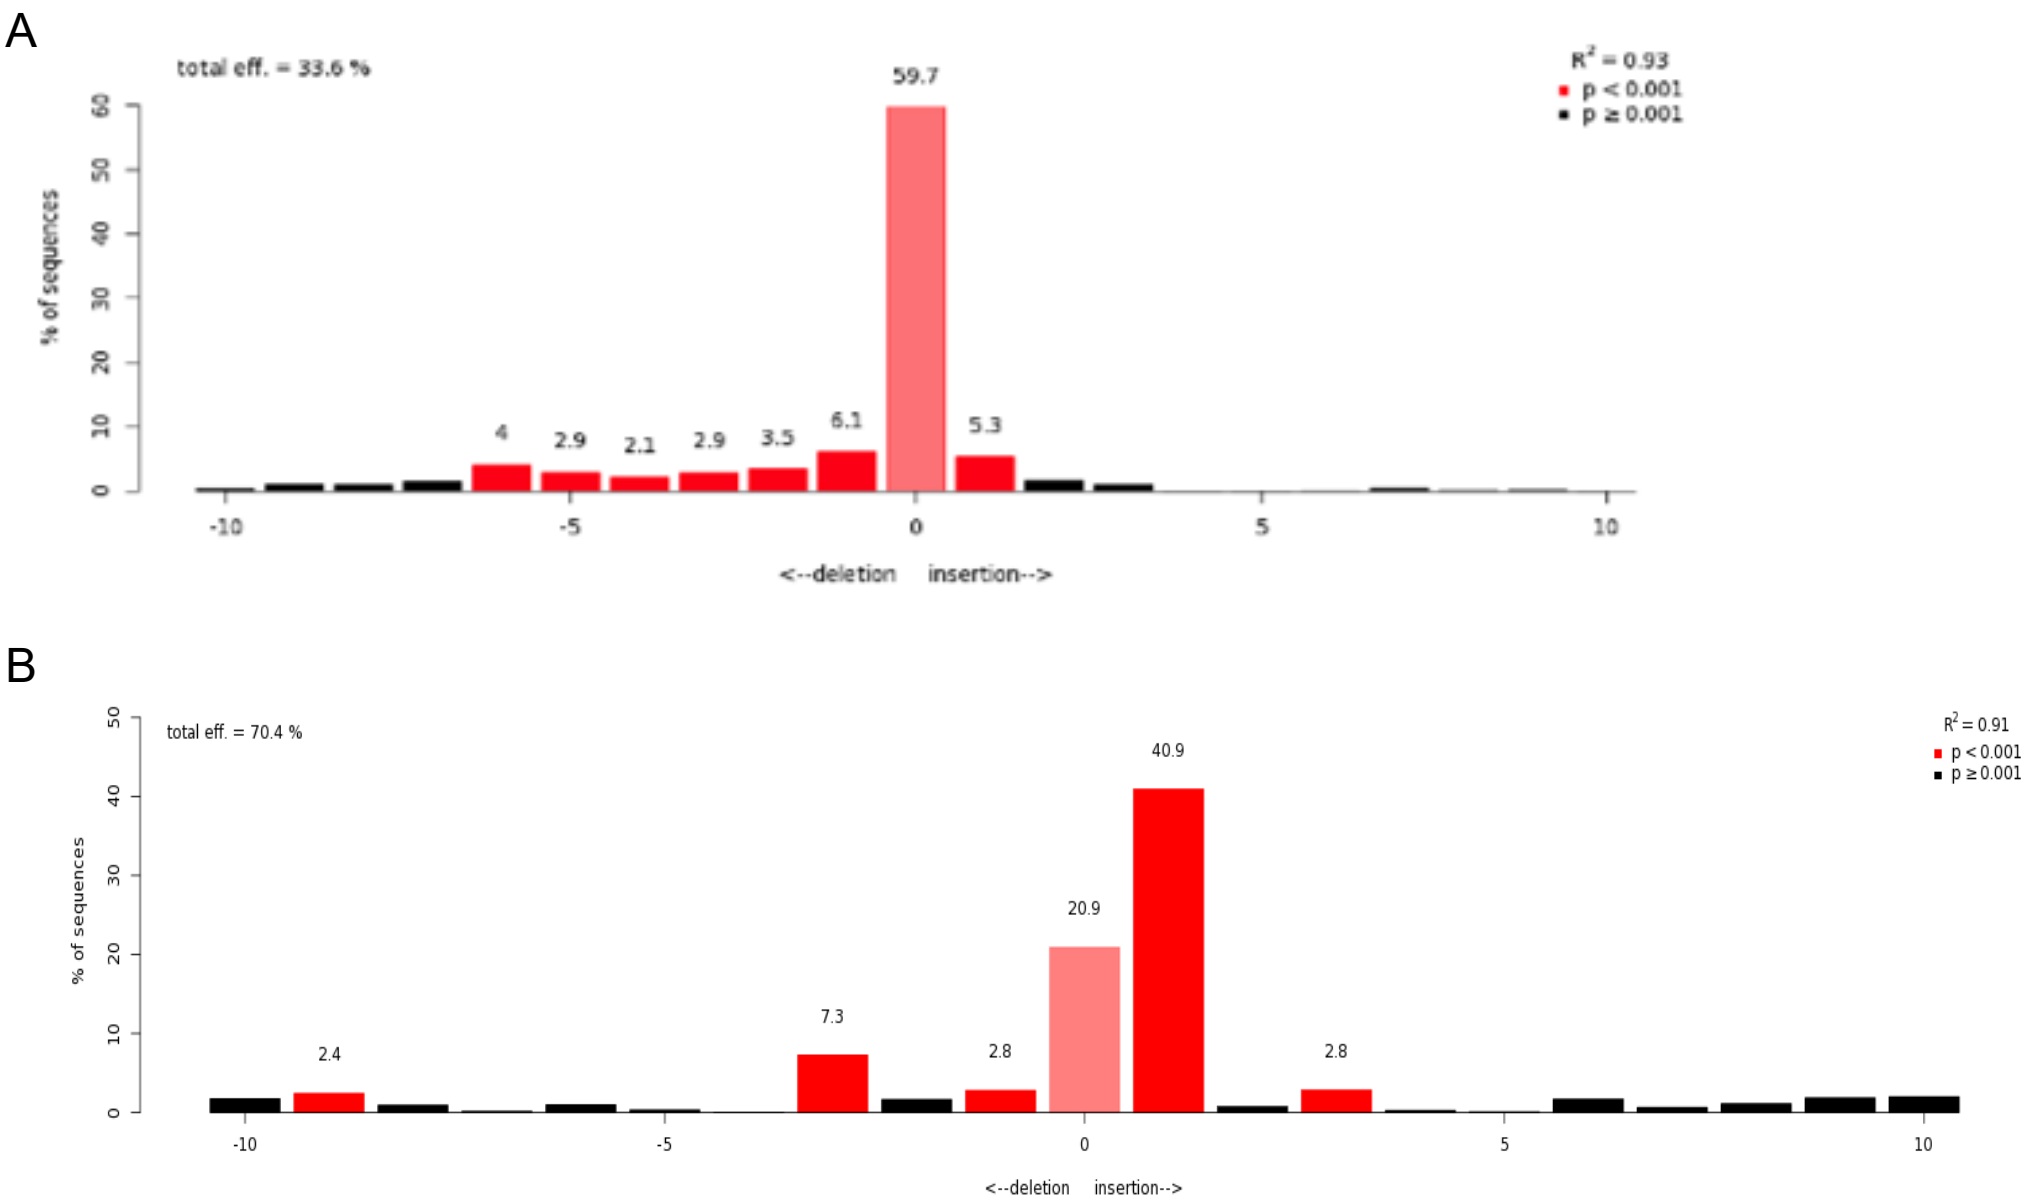

Supplementary Fig. 20. Confirmation of CRISPR-mediated *Cenpm* editing efficiency in the mouse c-MYC HCC cell line (HCC3-4) (A) and the c-MYC mouse model (B) by direct Sanger sequencing.

Supplementary Fig. 21

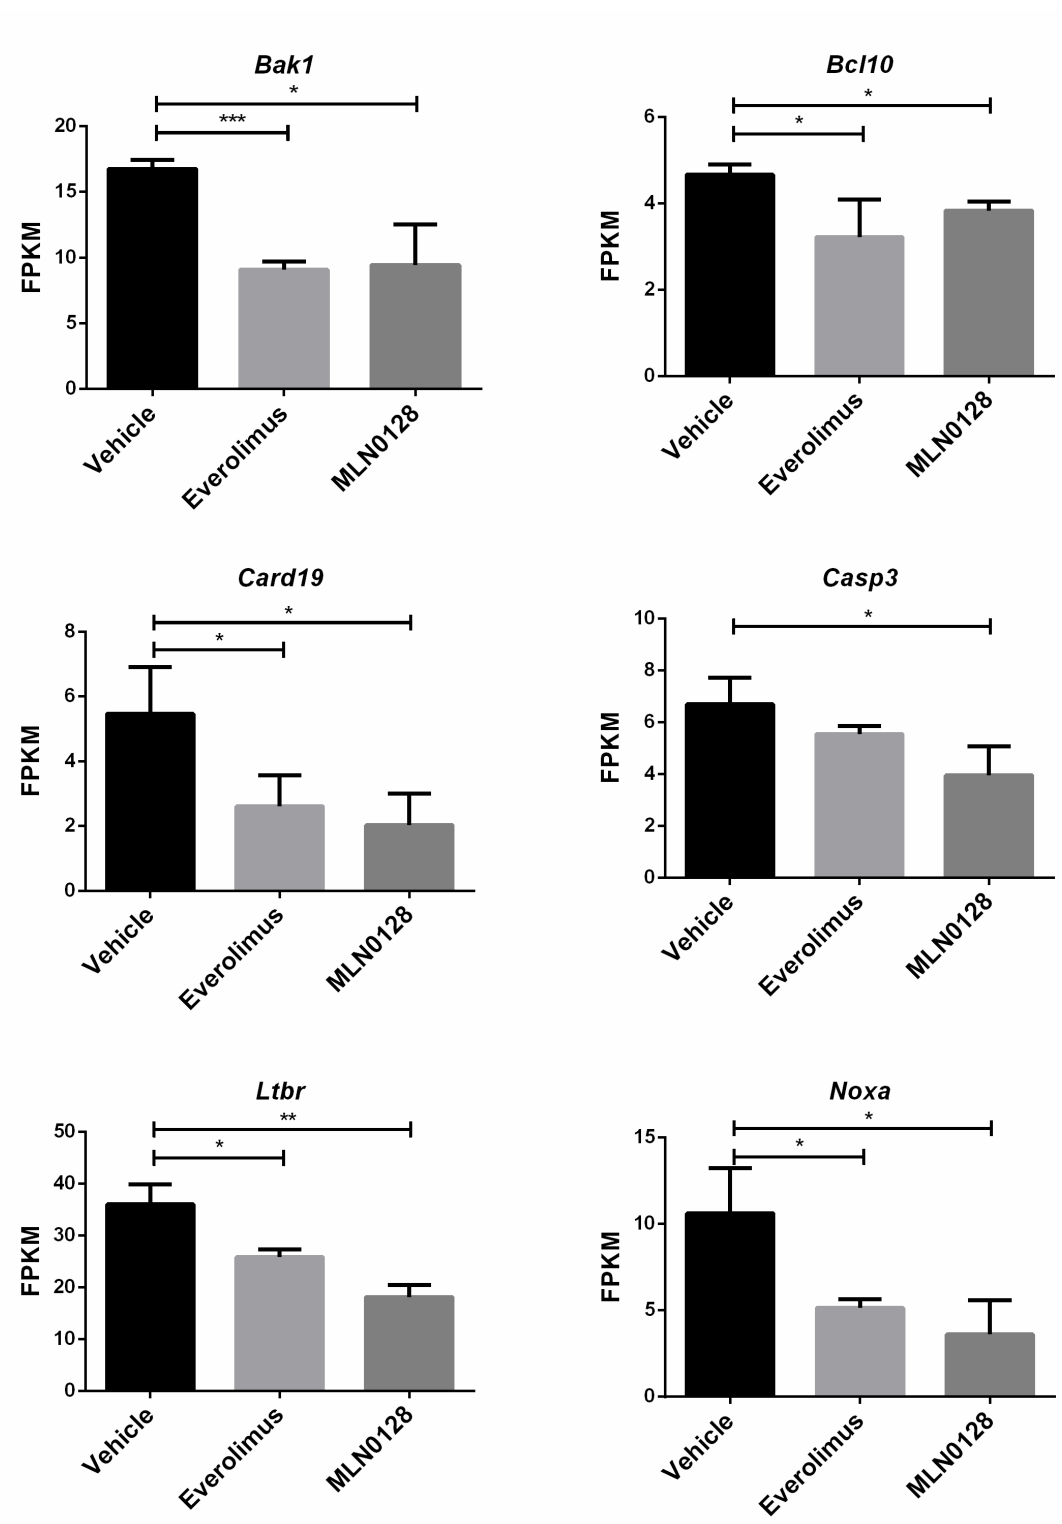

**Supplementary Fig. 21. Effects of mTOR inhibitors on apoptosis-related genes in c-MYC/MCL1/*Rictor*<sup>KO</sup>*Tsc2*<sup>KO</sup> HCCs.** Comparison of the FPKM values for apoptotic genes among vehicle-treated, MLN0128-treated, and Everolimus-treated mouse c-MYC/MCL1/*Rictor*<sup>KO</sup>*Tsc2*<sup>KO</sup> HCCs (n = 3, 3, 3). Data are presented as mean  $\pm$  SD. Tukey–Kramer test. \*,  $p < 0.05$ , \*\*,  $p < 0.01$ , \*\*\*,  $p < 0.001$ .

Supplementary Fig. 22

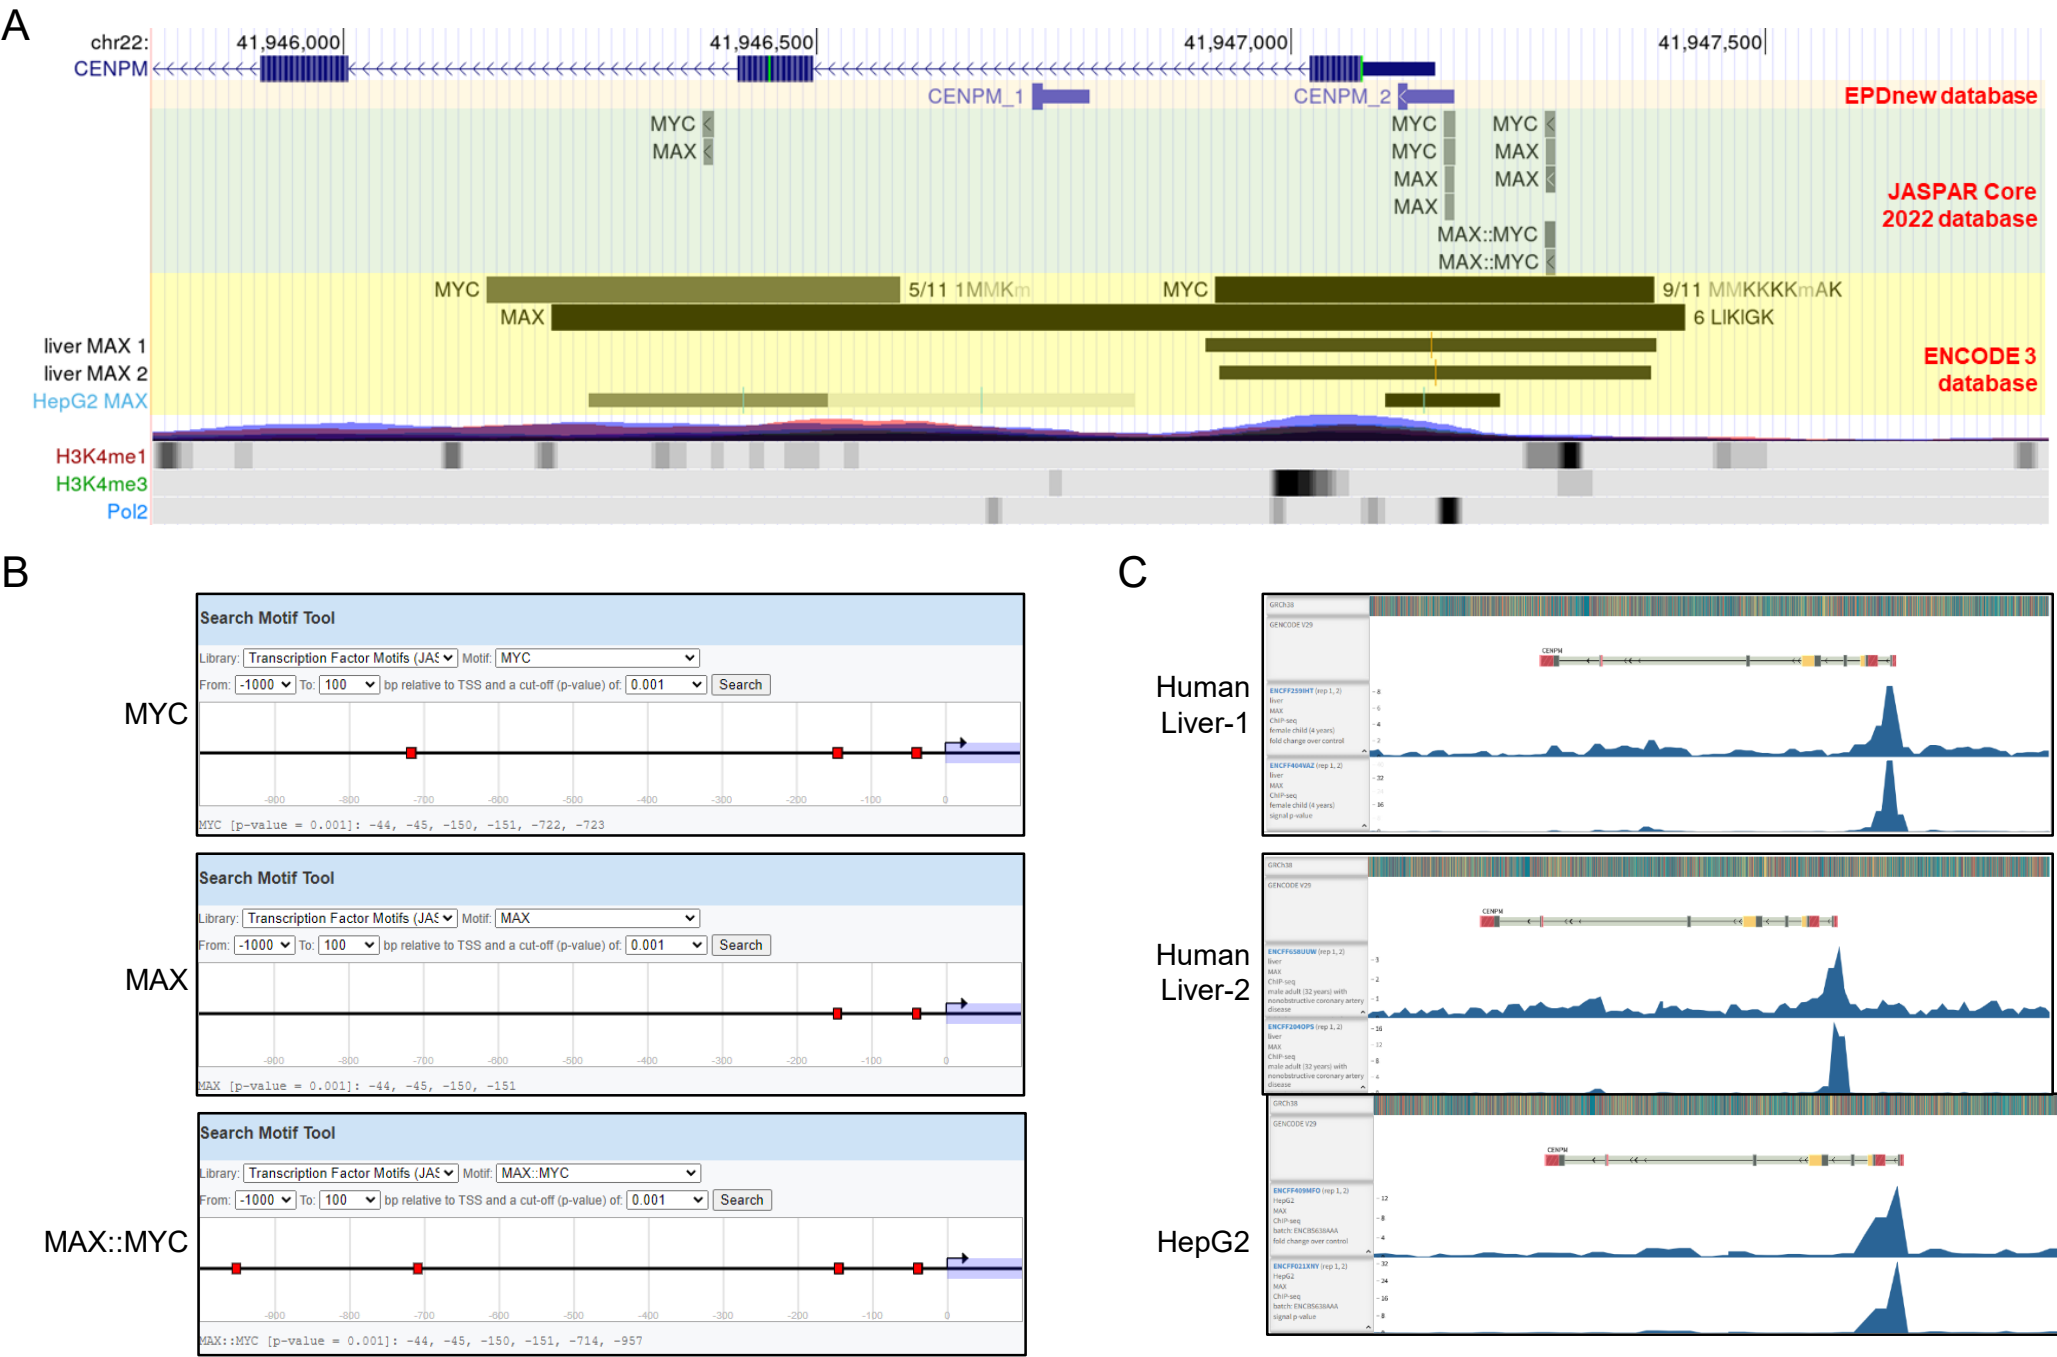

**Supplementary Fig. 22. Promoter analysis of CENPM gene.** (A) Integration analysis of MYC and MYC::MAX transcription factors with experimentally validated CENPM promoters was performed using various publicly accessible databases. Multiple conserved MYC and MYC::MAX binding sites were identified using the EPDnew database ([https://epd.expasy.org/epd/EPDnew\\_database.php](https://epd.expasy.org/epd/EPDnew_database.php)) and the JASPAR core 2022 database (<https://jaspar2022.genereg.net/>). ChIP-seq data on human liver and HepG2 liver cancer cells from the ENCODE3 database (<https://www.encodeproject.org/>) also indicated MYC and MAX binding sites on the CENPM promoter region. These sites showed abundant methylation or trimethylation of histone H3 at lysine 4 (H3K4me1 or H3K4me3) and RNA polymerase II (Pol2), which are active marks associated with transcriptional activation. (B) Representative images show the binding sites of MYC, MAX, and the MYC::MAX complex at -1000bp to +100bp relative to the CENPM transcriptional start site, with a cut-off p-value of 0.001. Images were generated from the EPDnew database. (C) Representative images show the bigWig peaks of ChIP-seq analysis for MAX transcription factor using liver tissue from a 4-year-old female child, 32-year-old male adult, and HepG2 cells with CRISPR targeting MYC.

Supplementary Fig. 23

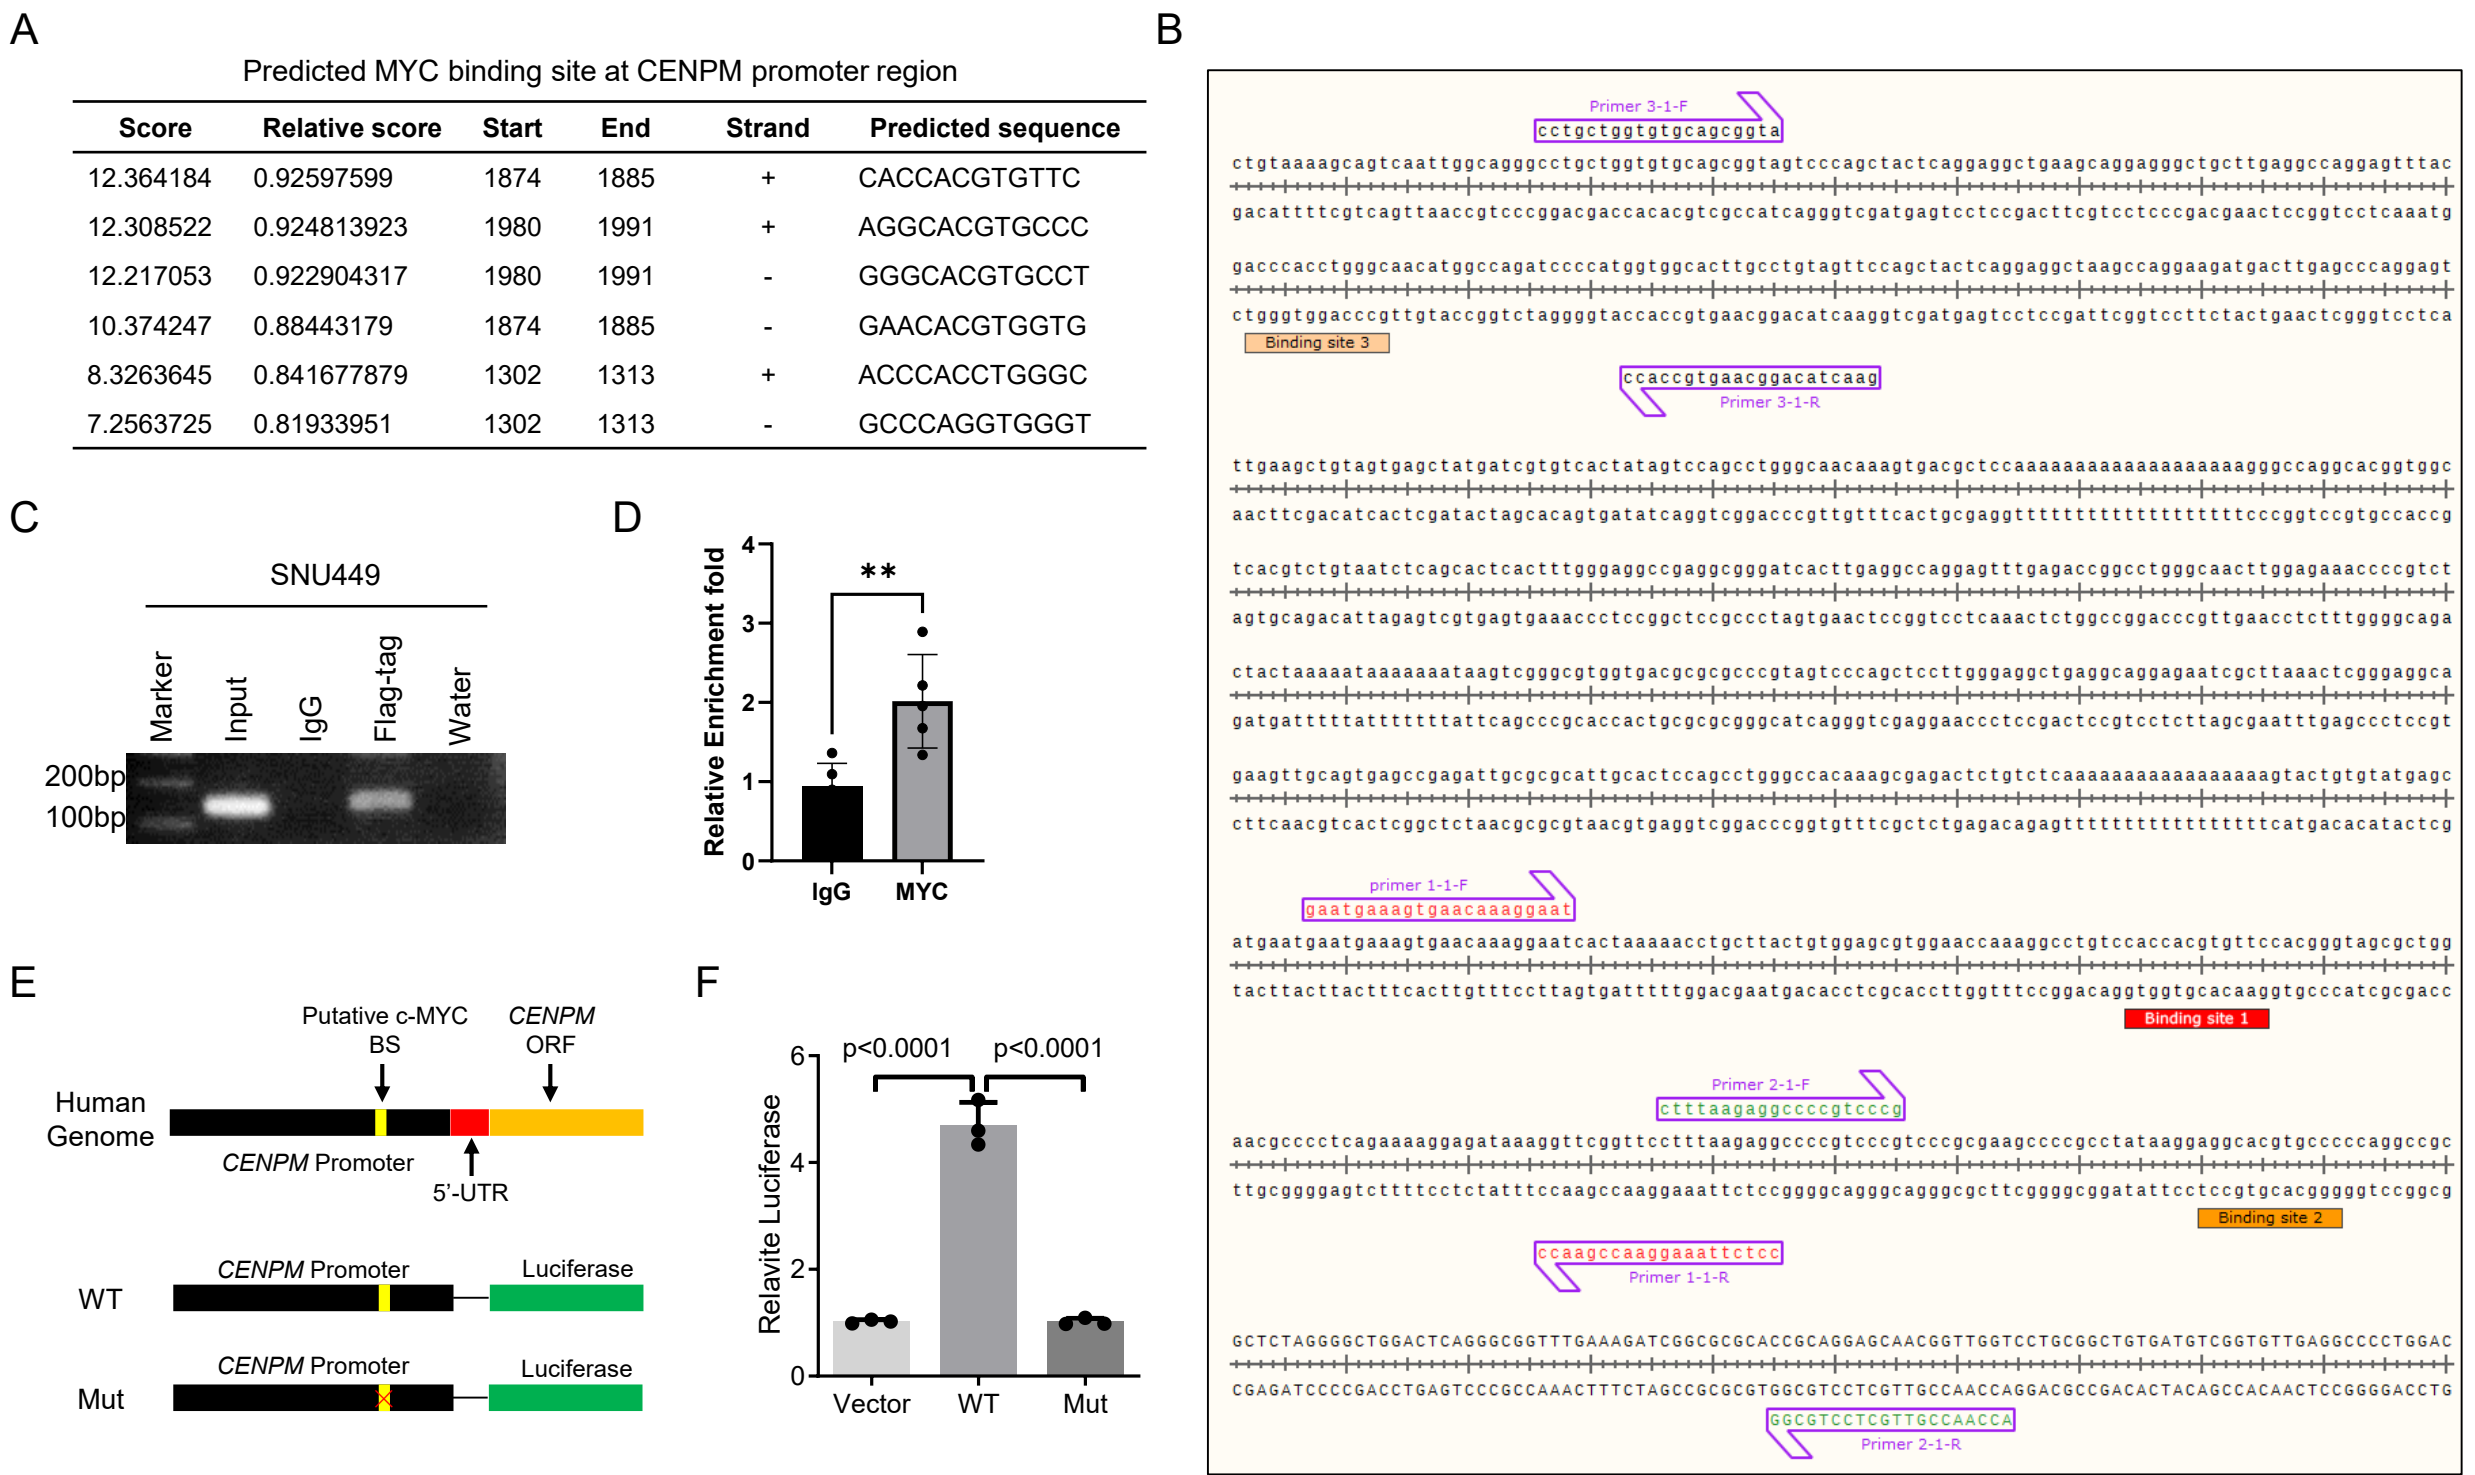

**Supplementary Fig. 23. CENPM is a direct transcriptional target of c-MYC.** (A) Predicted MYC binding sites at CENPM promoter region. (B) Primer design for CHIP and CUT & RUN assay on the CENPM promoter region. (C) ChIP assay on the promoter of CENPM. pCMV4a-Flag-c-Myc transfected SNU449 cells were used. (D) CUT & RUN assay for CENPM promoter in SNU449 cells. Data are presented as mean  $\pm$  SD. Student's t-test. ns, no significant. \*\*,  $p<0.01$ . (E) Experimental design of the luciferase reporter assay. (F) Luciferase reporter assay for the identification of MYC binding sites in the CENPM gene promoter region (n = 3, 3, 3). Data are presented as mean  $\pm$  SD. Tukey-Kramer test and  $p$ -values are indicated in the graphs.

## TSC/mTORC1 mediates mTORC2/AKT1 signaling in c-MYC–induced murine

### hepatocarcinogenesis via centromere protein M

Yi Zhou<sup>1,2\*</sup>, Shu Zhang<sup>3,4\*</sup>, Guoteng Qiu<sup>5,6</sup>, Xue Wang<sup>7</sup>, Andrew Yonemura<sup>7</sup>, Hongwei Xu<sup>2,5</sup>,  
Guofei Cui<sup>2,7</sup>, Shanshan Deng<sup>2,7</sup>, Joanne Chun<sup>7</sup>, Nianyong Chen<sup>3,4,8</sup>, Meng Xu<sup>9</sup>, Xinhua Song<sup>10</sup>,  
Jingwen Wang<sup>10</sup>, Zijing Xu<sup>10</sup>, Youping Deng<sup>7,11</sup>, Matthias Evert<sup>12</sup>, Diego F. Calvisi<sup>12</sup>, Shumei Lin<sup>1</sup>,  
Haichuan Wang<sup>5,6</sup> and Xin Chen<sup>2,7</sup>

#### Supplementary Tables

**Supplementary Table 1.** LogFPKM data for NL, c-MYC/pT3, and c-MYC/FoxO1AAA mouse models. List of genes that are upregulated in c-MYC/pT3 but downregulated by FOXO1AAA, and list of genes that are downregulated in c-MYC/pT3 but upregulated by FOXO1AAA. Please refer to the excel file for the detailed information.

**Supplementary Table 2.** List of guide RNA used for CRISPR-Cas9 mediated gene deletion

| Guide RNA            | Sequence             |
|----------------------|----------------------|
| Human <i>CENPM</i>   | AACACGATCAGGTCAATTCG |
| Mouse <i>Cenpm</i>   | AACACAATCAGGTCAATTCG |
| Mouse <i>Arhgef2</i> | CCACAGACTCCCTCAACATG |
| Mouse <i>Bcat1</i>   | TGGTGTGATGATGAGATCTT |
| Mouse <i>Slc7a11</i> | GCACAACTGGCTTTCTGACC |

**Supplementary Table 3.** List of mice used for the experiments

| Directory | Mice breed                                          | Plasmid injected (μg)                                             | Sample size (n) |
|-----------|-----------------------------------------------------|-------------------------------------------------------------------|-----------------|
| Figure 1  | <i>Rictor<sup>fl/fl</sup>;Foxo1<sup>fl/fl</sup></i> | c-MYC(10)+MCL1(10)+Cre(20)+SB(1.6)                                | 6               |
|           |                                                     | c-MYC(10)+MCL1(10)+pCMV(20)+SB(1.6)                               | 6               |
| Figure 2  | FVB/N                                               | c-MYC(10)+Foxo1AAA(40)+SB(2)                                      | 5               |
|           |                                                     | c-MYC(10)+ pT3(40)+SB(2)                                          | 5               |
| Figure 3  | <i>Rictor<sup>fl/fl</sup>;Tsc2<sup>fl/fl</sup></i>  | c-MYC(10)+MCL1(10)+Cre(20)+SB(1.6)                                | 6               |
|           |                                                     | c-MYC(10)+MCL1(10)+pCMV(20)+SB(1.6)                               | 4               |
| Figure 4  | <i>Rictor<sup>fl/fl</sup>;Tsc2<sup>fl/fl</sup></i>  | c-MYC(10)+MCL1(10)+Cre(20)+SB(1.6) treated with MLN0128           | 3               |
|           |                                                     | c-MYC(10)+MCL1(10)+Cre(20)+SB(1.6) treated with vehicle           | 5               |
| Figure 7  | FVB/N                                               | c-MYC(10)+MCL1(10)+SB(0.8)+sgCENPM(40)                            | 7               |
|           |                                                     | c-MYC(10)+MCL1(10)+SB(0.8)+sgEGFP(40)                             | 6               |
| Sup Fig.3 | FVB/N                                               | c-MYC(10)+Foxo3AAA(40)+SB(2)                                      | 3               |
|           |                                                     | c-MYC(10)+ pT3(40)+SB(2)                                          | 3               |
| Sup Fig.7 | <i>Tsc2<sup>fl/fl</sup></i>                         | c-MYC(10)+Cre(20)+SB(1.2)                                         | 4               |
|           |                                                     | c-MYC(10)+pCMV(20)+SB(1.2)                                        | 6               |
| Sup Fig.4 | <i>Raptor<sup>fl/fl</sup></i>                       | c-MYC(10)+MCL1(10)+TTR-CreERT2(20)+SB(1.6) treated with Tamoxifen | 7               |
|           |                                                     | c-MYC(10)+MCL1(10)+TTR-CreERT2(20)+SB(1.6) treated with vehicle   | 5               |
|           |                                                     | c-MYC(10)+MCL1(10)+TTR-CreERT2(20)+SB(1.6) pretreatment           | 3               |
| Sup Fig.7 | <i>Rictor<sup>fl/fl</sup>;Tsc2<sup>fl/fl</sup></i>  | c-MYC(10)+MCL1(10)+Cre(20)+SB(1.6) treated with Everolimus        | 5               |
|           |                                                     | c-MYC(10)+MCL1(10)+Cre(20)+SB(1.6) treated with vehicle           | 5               |
| Sup Fig.8 | <i>Rictor<sup>fl/fl</sup>;Tsc2<sup>fl/fl</sup></i>  | c-MYC(10)+MCL1(10)+Cre(20)+SB(3.2)+4EBP1A4(40)                    | 7               |
|           |                                                     | c-MYC(10)+MCL1(10)+Cre(20)+SB(3.2)+pT3(40)                        | 6               |

---

|            |       |                                          |   |
|------------|-------|------------------------------------------|---|
| Sup Fig.12 | FVB/N | c-MYC(10)+MCL1(10)+SB(0.8)+sgEGFP(40)    | 6 |
|            |       | c-MYC(10)+MCL1(10)+SB(0.8)+sgArhegf2(40) | 5 |
|            |       | c-MYC(10)+MCL1(10)+SB(0.8)+sgBcat1(40)   | 5 |
|            |       | c-MYC(10)+MCL1(10)+SB(0.8)+sgSLC7a11(40) | 5 |

---

**Supplementary Table 4.** List of antibodies used for immunohistochemistry

| Antibody                   | Catalog    |                           | Species | Dilution |
|----------------------------|------------|---------------------------|---------|----------|
|                            | Number     | Company                   |         |          |
| c-MYC                      | ab32072    | Abcam                     | Rabbit  | 1:200    |
| Myc-tag                    | Vli01      | MMCRI                     | Rabbit  | 1:200    |
| Ki-67                      | 12202      | Cell Signaling Technology | Rabbit  | 1:150    |
| Cleaved Caspase-3          | 9664       | Cell Signaling Technology | Rabbit  | 1:150    |
| Raptor                     | MA5-35742  | Thermo Fisher Scientific  | Rabbit  | 1:100    |
| FOXO1                      | 2880       | Cell Signaling Technology | Rabbit  | 1:100    |
| FOXO3                      | 12829      | Cell Signaling Technology | Rabbit  | 1:100    |
| phospho-FOXO1 (Ser<br>256) | PA5-104977 | Thermo Fisher Scientific  | Rabbit  | 1:100    |
| phospho-FOXO3 (Ser<br>253) | PA5-118528 | Thermo Fisher Scientific  | Rabbit  | 1:100    |

**Supplementary Table 5.** List of antibodies used for Western blot analysis

| Antibody                                  | Catalog Number | Company                   | Species | Dilution |
|-------------------------------------------|----------------|---------------------------|---------|----------|
| AKT                                       | 9272           | Cell Signaling Technology | Rabbit  | 1:1000   |
| Phospho-AKT (Ser473)                      | 4060           | Cell Signaling Technology | Rabbit  | 1:1000   |
| Rictor                                    | 9476           | Cell Signaling Technology | Rabbit  | 1:1000   |
| FOXO1                                     | 2880           | Cell Signaling Technology | Rabbit  | 1:1000   |
| Phospho-FOXO1 (Ser256)                    | 84192          | Cell Signaling Technology | Rabbit  | 1:1000   |
| S6 Ribosomal Protein                      | 2217           | Cell Signaling Technology | Rabbit  | 1:1000   |
| Phospho-S6 Ribosomal Protein (Ser235/236) | 4858           | Cell Signaling Technology | Rabbit  | 1:1000   |
| 4E-BP1                                    | 9644           | Cell Signaling Technology | Rabbit  | 1:1000   |
| Phospho-4E-BP1 (Ser65)                    | 9451           | Cell Signaling Technology | Rabbit  | 1:1000   |
| c-MYC                                     | ab32072        | Abcam                     | Rabbit  | 1:2000   |
| Cleaved Caspase-3                         | 9664           | Cell Signaling Technology | Rabbit  | 1:1000   |
| Cyclin D1                                 | 2978           | Cell Signaling Technology | Rabbit  | 1:1000   |
| LDHA/C                                    | 3558           | Cell Signaling Technology | Rabbit  | 1:1000   |
| PKM1                                      | 7067           | Cell Signaling Technology | Rabbit  | 1:1000   |
| CENPM                                     | ab243820       | Abcam                     | Rabbit  | 1:1000   |
| GAPDH                                     | 5174           | Cell Signaling Technology | Rabbit  | 1:10000  |

---

|                |      |                           |        |        |
|----------------|------|---------------------------|--------|--------|
| $\beta$ -actin | 4970 | Cell Signaling Technology | Rabbit | 1:1000 |
|----------------|------|---------------------------|--------|--------|

---

**Supplementary Table 6.** List of primers used in qRT-PCR analysis

| Gene name   | Forward              | Reverse                 |
|-------------|----------------------|-------------------------|
| 18s rRNA    | CGGCTACCACATCCAAGGAA | GCTGGAATTACCGCGGCT      |
| Human-CENPM | GCGGACTCGATGCTCAAAGA | TTCTGGAGACTGTATTTGCTGTG |

# Supplementary material for: TSC/mTORC1 mediates mTORC2/AKT1 signaling in c-MYC–induced murine hepatocarcinogenesis via centromere protein M
**Source:** J Clin Invest. 2024 Sep 26;134(22):e174415. doi: 10.1172/JCI174415

**Fig. 3D**

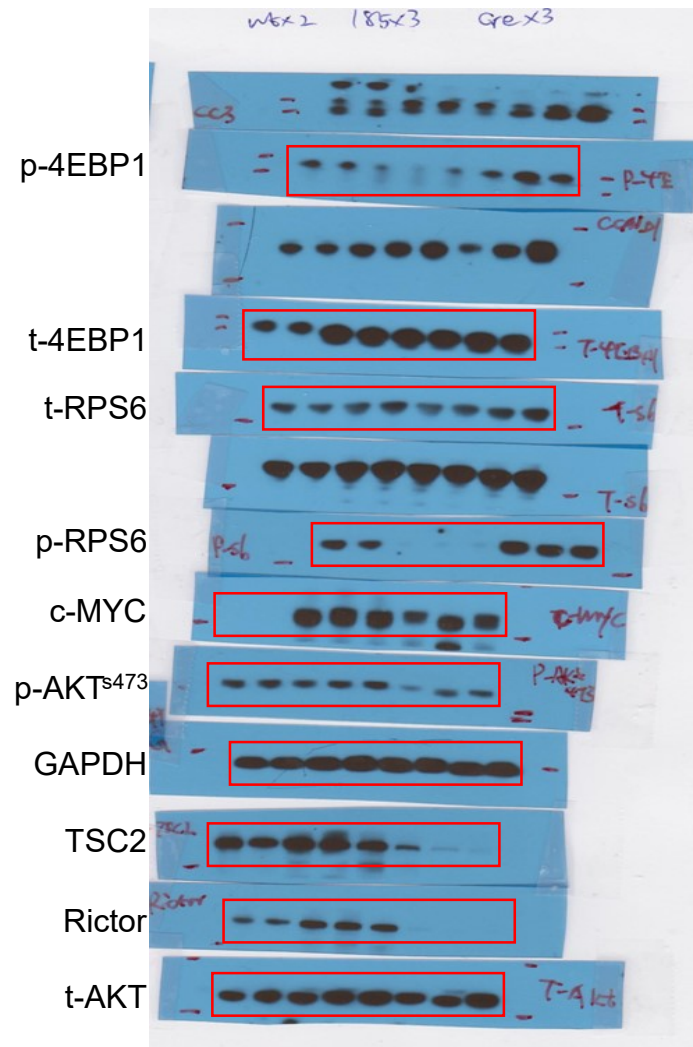

**Fig. 4C**

GAPDH

t-RPS6

p-RPS6<sup>s235/236</sup>

t-4EBP1

CyclinD1

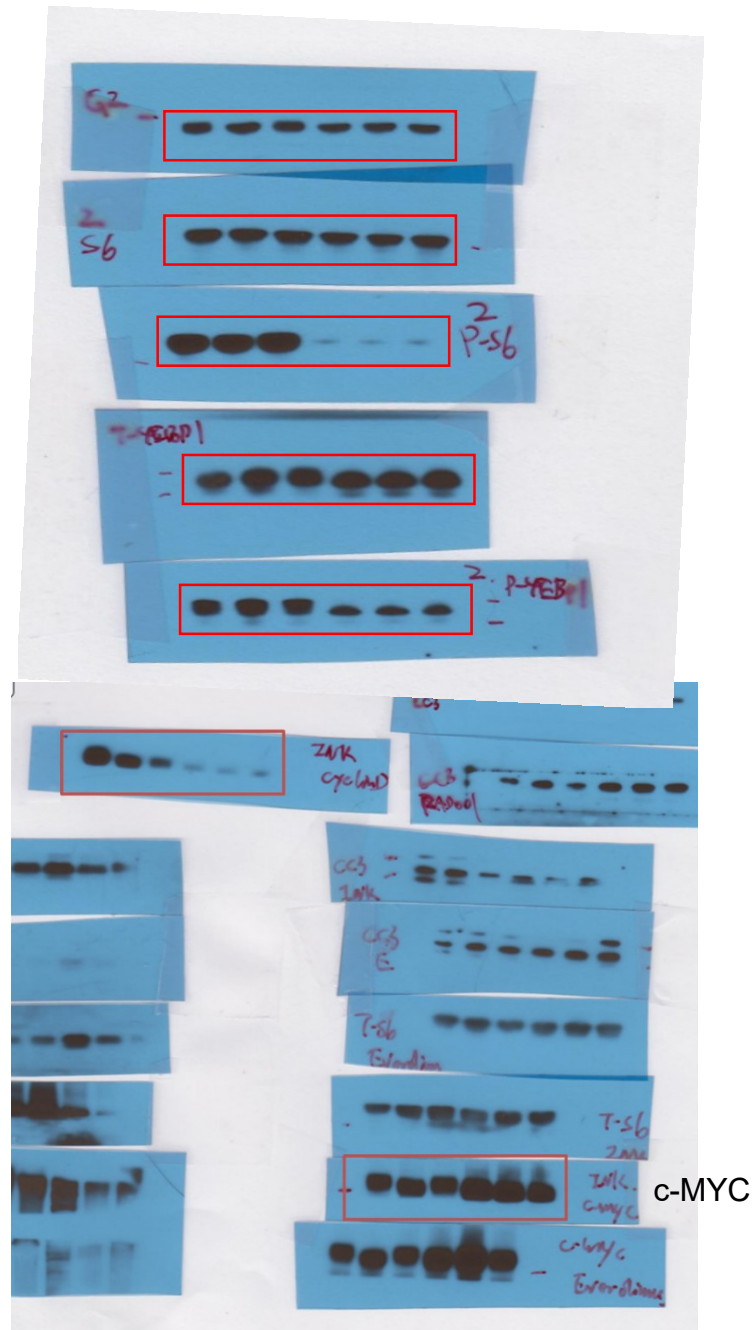

**Fig. 6C**

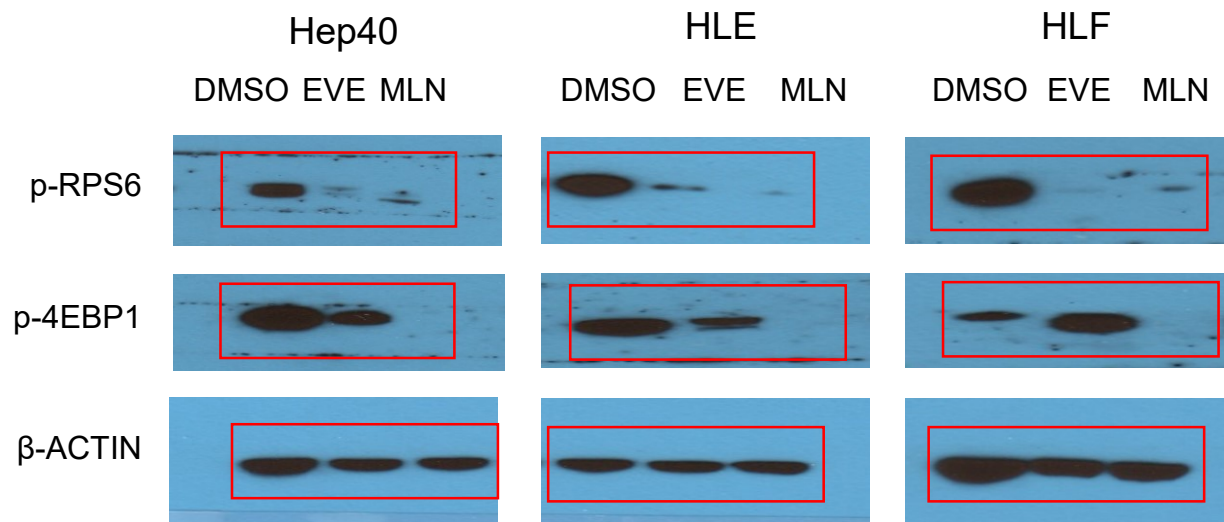

**Fig. 7C**

CENPM

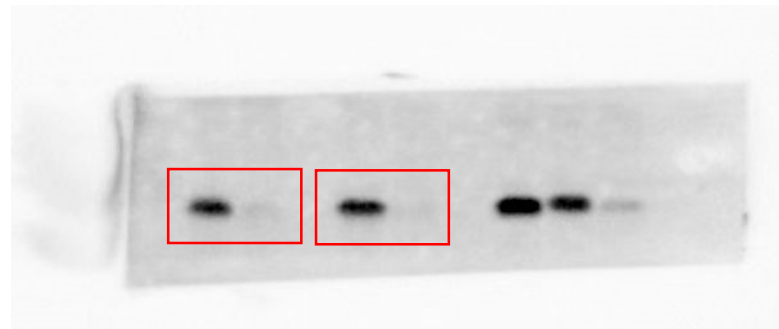

$\beta$ -ACTIN

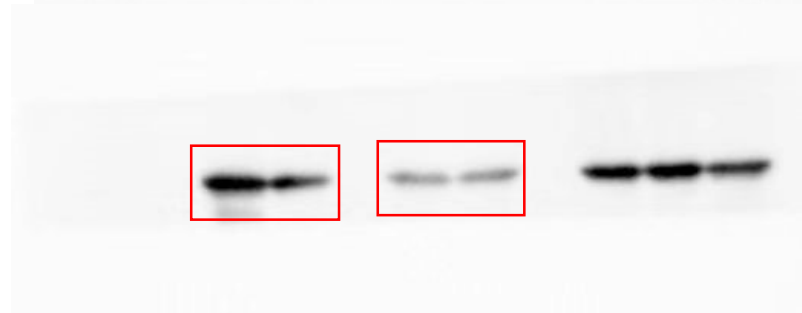

## Supplementary Fig. 1B

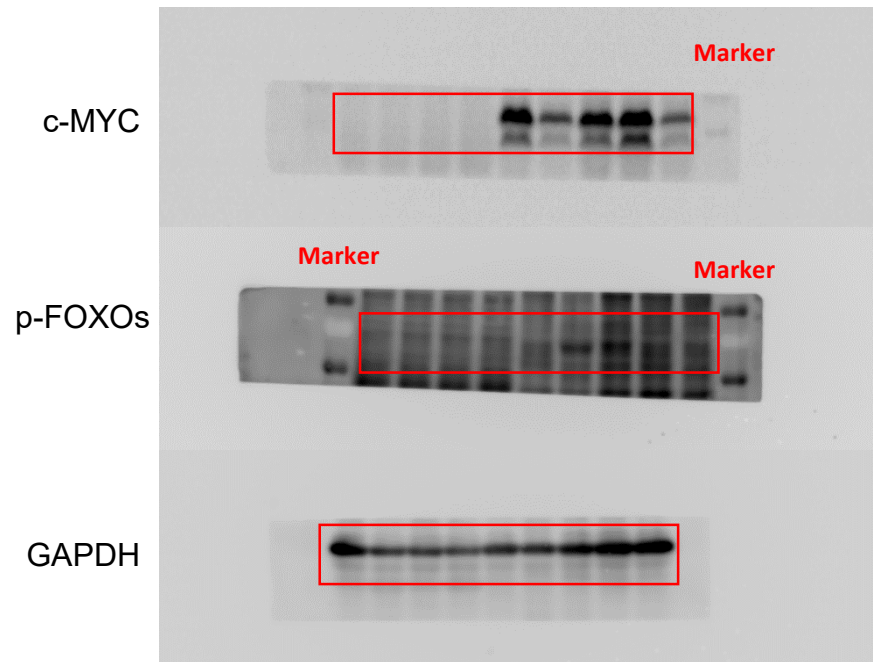

## Supplementary Fig. 2A

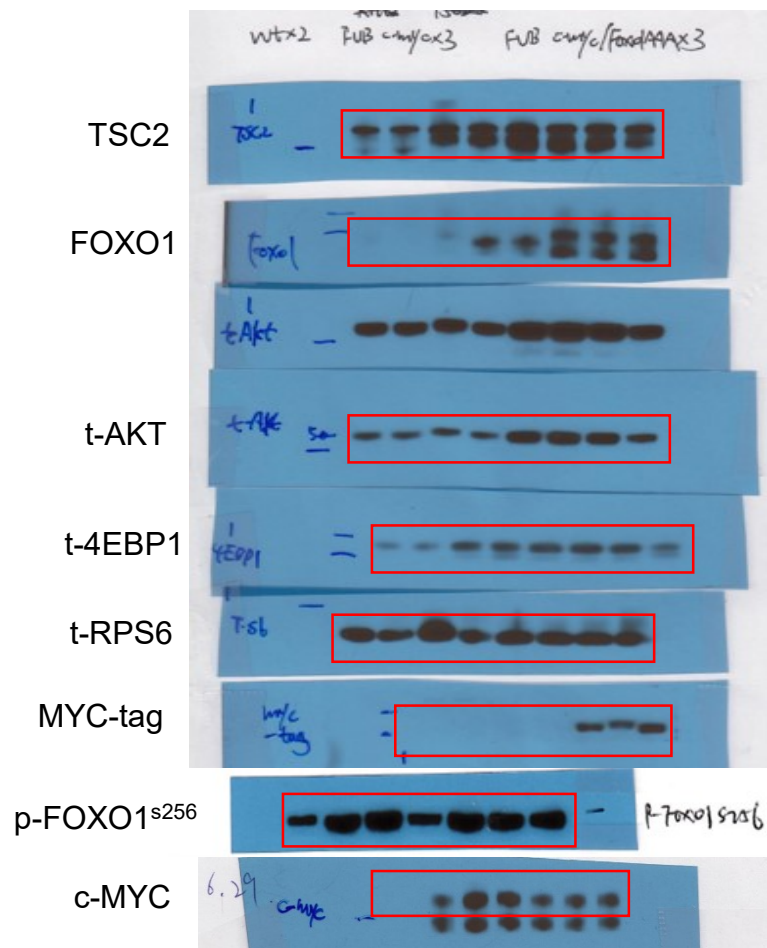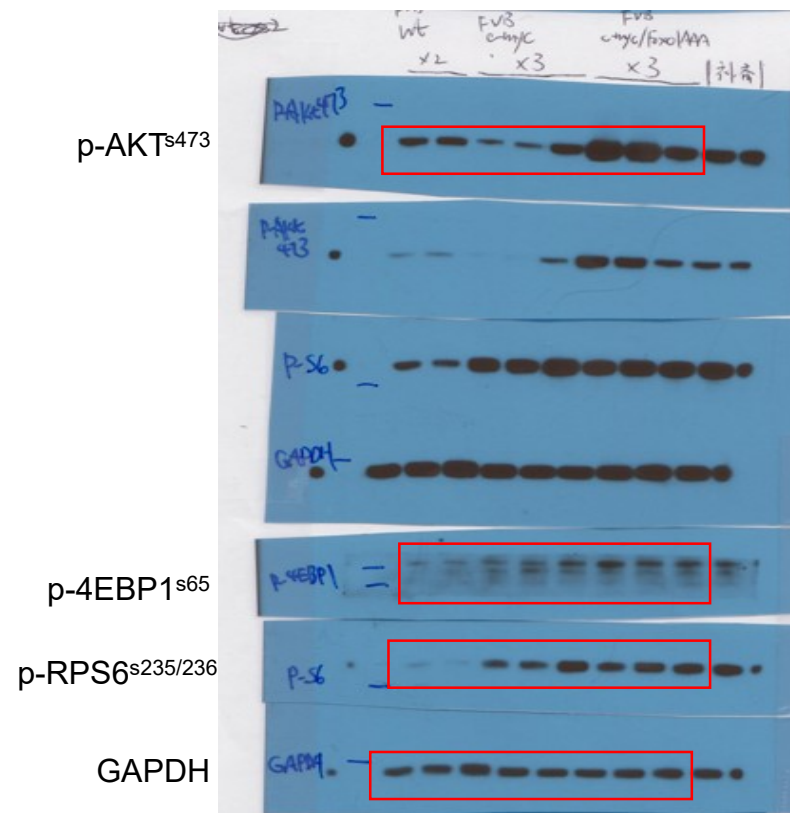

### Supplementary Fig. 7D

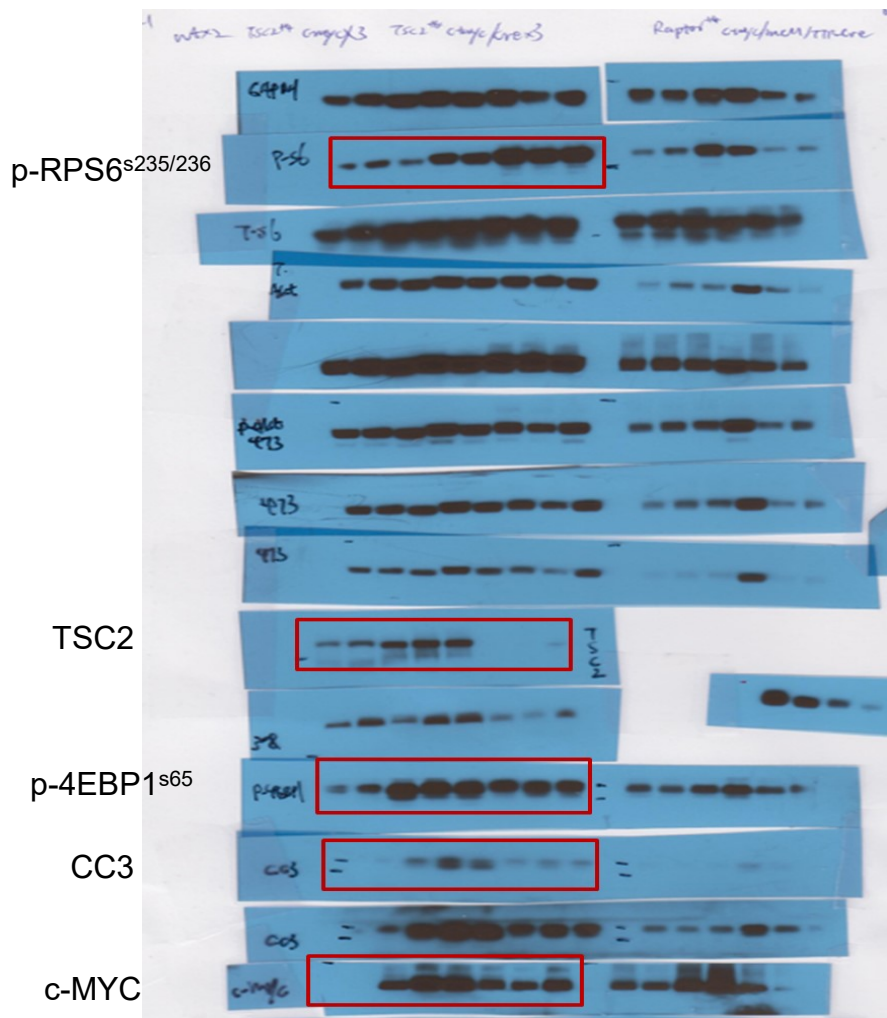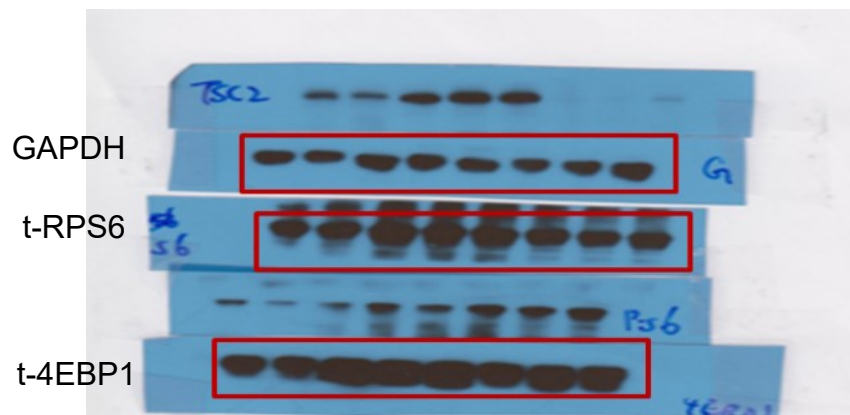

## Supplementary Fig. 12C

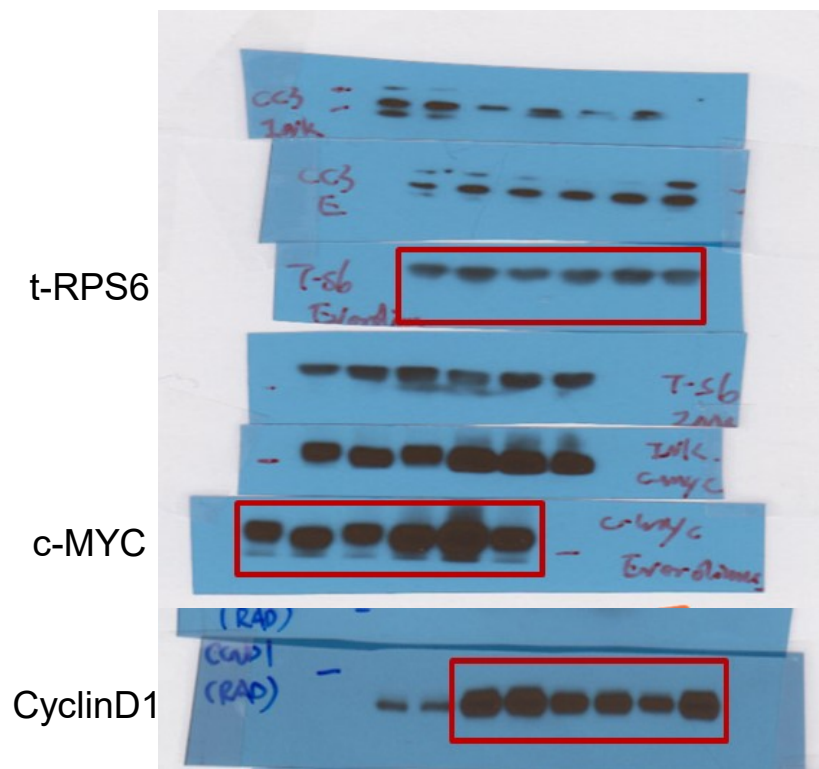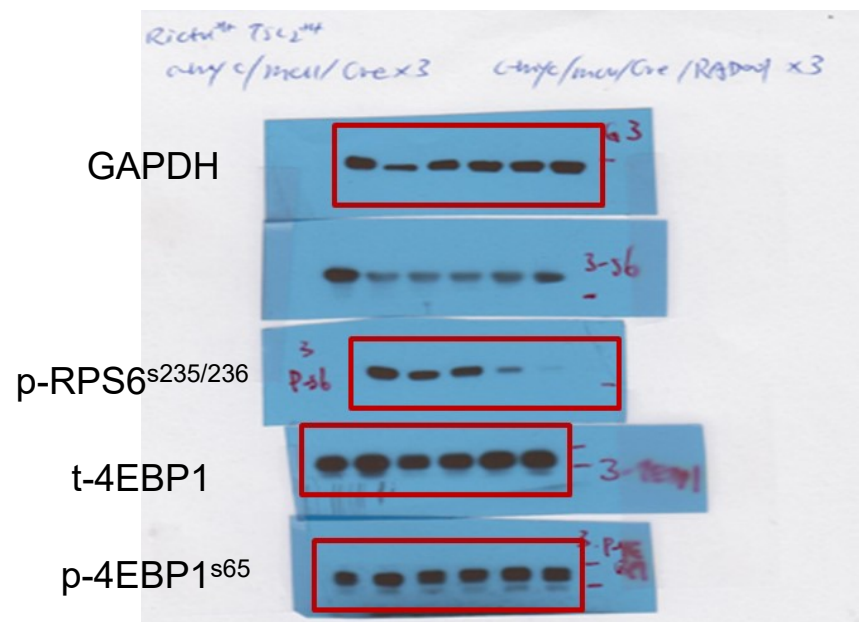

### Supplementary Fig. 13D

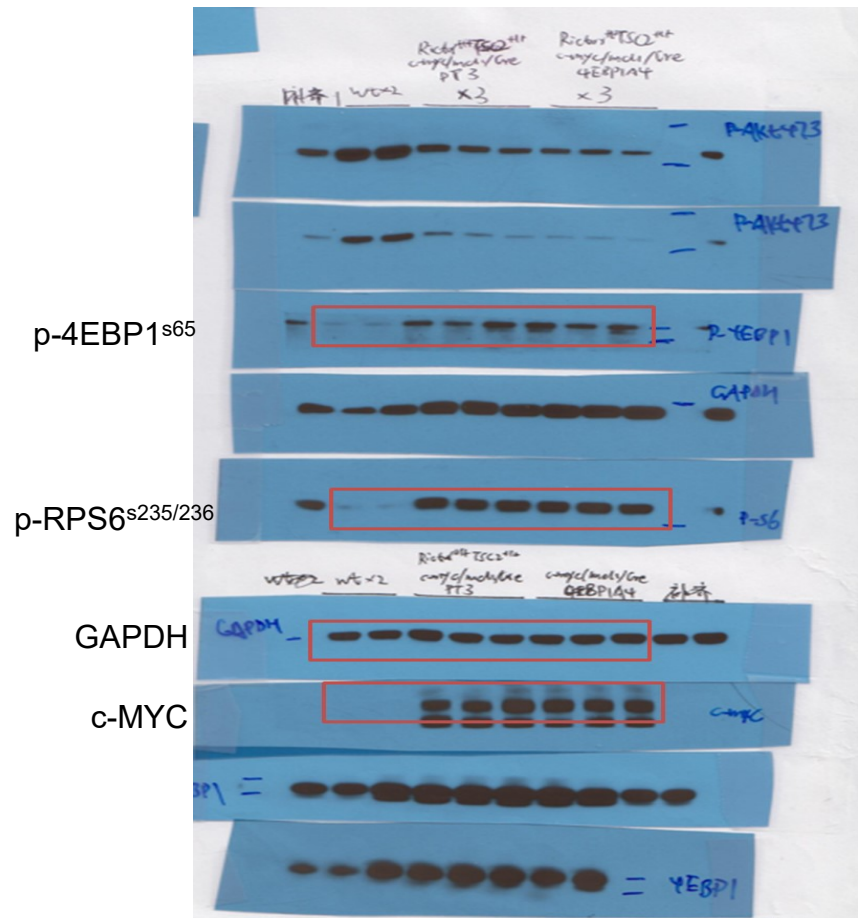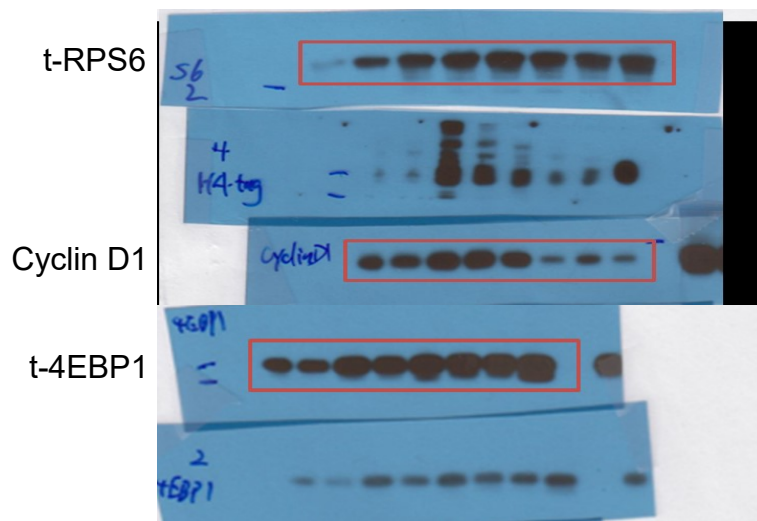

**Supplementary Fig. 14B**

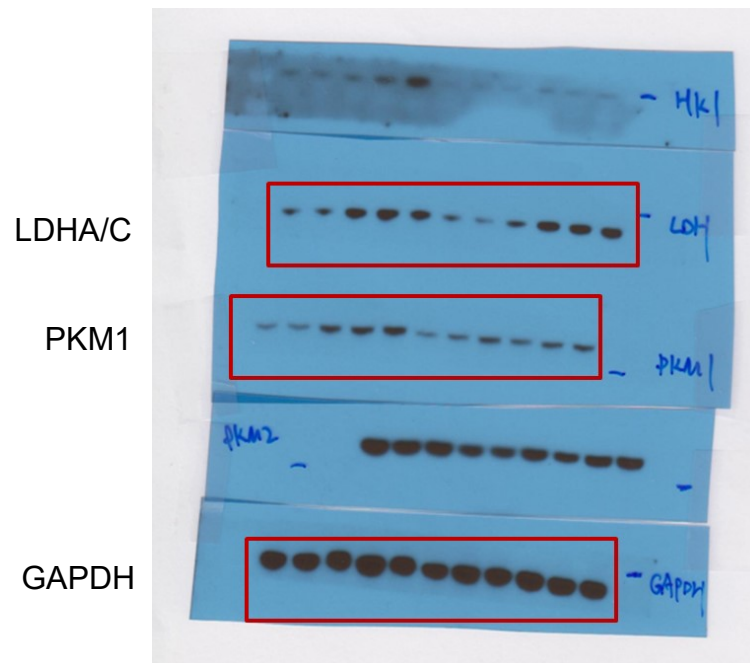

**Supplementary Fig. 23C**

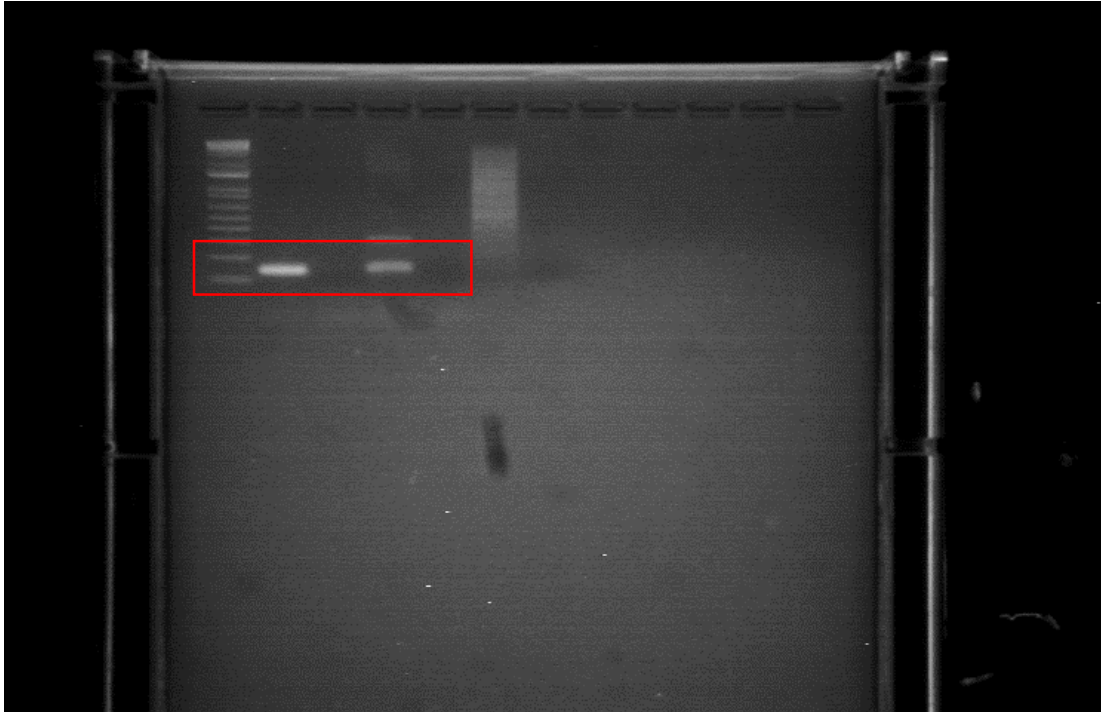

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

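The deposited FPKM were made by the authors, who had the libraries prepared and sequenced by Novogene, counted reads per Ensembl gene, converted the genes to Entrez identifiers and took symbols from the org.Mm.eg.db package. The paper's text does not name the aligner, the genome build or the gene lengths behind the FPKM. No reads were aligned or counted here. The FPKM are linear, rounded to 3 significant digits, and give 12 libraries in 4 groups of 3 mice. The authors called differentially expressed genes with edgeR's glmTreat function. A count-based test was not run as the main test because the values are FPKM and not counts.
Before the data were examined, the tests, the thresholds, the gene lists and most alternatives were chosen. Values were taken as log2(FPKM + 1), and genes with at least 0.5 FPKM in at least 3 of the 12 libraries were tested, which left 14397 genes. All 12 libraries were fitted in 1 linear model with limma 3.58.1 in R 4.3.3, with 8 residual degrees of freedom before moderation and an intensity trend in the prior variance. A gene was called by limma's treat test against a fold change of 1.5 at a Benjamini-Hochberg adjusted p under 0.05. Genes the paper names are reported with limma's moderated test, adjusted over all tested genes, together with their FPKM in each group. A gene that is withheld, and the results of the gene list that rest on it, are not reported here. The comparisons were vehicle-treated tumors against normal liver, each drug against vehicle, and MLN0128 against everolimus.
Gene identifiers, positions and exon lengths came from the GENCODE M21 annotation of GRCm38, in which 16897 of the listed symbols were found. A further 22 symbols had been turned into dates in the deposited values and were left as they are. Reads per library were recovered from the FPKM and exon lengths and numbered 17168027 to 25184869, with a median of 18656391. The sums of the FPKM ran from 252679 to 779803 per library.
Pathway lists were mouse Reactome sets shipped with fgsea 1.28.0, of which 88.9% to 100% of the identifiers were found in the annotation, and carbon metabolism was written by hand. A second version of the other lists, and short lists of marker genes, were also written by hand. Lists were tested over all tested genes with limma's camera test at a correlation of 0.01, with limma's fry test beside it, and in sets of called genes with a one-sided Fisher's exact test. Exact permutation tests of 3 against 3 libraries were used for single genes, where the smallest p is 0.1.
Alternatives covered the pseudocount, the filter, the scaling between libraries, the threshold, the libraries in the model, the prior variance, the replicate number as a block and each library left out in turn. A pair of alternatives was chosen after seeing the data: limma's voom on the recovered reads, and plain library totals in place of the scaling that the deposited FPKM carry.
The tests were tried on simulated data before use, and the simulations were repeated once later with another random seed, whose values are given. In 5 simulations with 200 changed genes each, treat found 8.20% of the genes with a log2 fold change of 1 and 96.0% of those with 2, and called 0.2 unchanged genes on average. The moderated test with a fold change above 1.5 found 83.4% and 99.0% and called 7 unchanged genes on average. Of 250 random lists, 8 had a camera p under 0.05. The simulated genes varied independently, so this does not test camera on lists of genes that vary together. In the real libraries, splits that mixed the groups still gave up to 5 lists by camera. Tables were handled with pandas 2.3.3 and figures drawn with matplotlib 3.10.9.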

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

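The test of genes that escape X inactivation and the test of *Cenpm* against X and Y content were chosen only after the values had been seen.
Xist RNA stood at 191 FPKM in MLN0128 replicate 1 and 155 FPKM in MLN0128 replicate 2, and at no more than 0.0699 FPKM in the other 10 libraries. In the same pair of libraries 4 Y-linked genes had 0 reads together, whereas the other libraries had 2223 to 5313, and MLN0128 replicate 3 had 3968. Of 4 genes that escape X inactivation, 3 were higher in both libraries than in all 10 others: *Kdm6a* (at least 4.84 FPKM against at most 4.3), *Kdm5c* (23.2 against 17.1) and *Eif2s3x* (66.6 against 45.0). This is consistent with mice that carry 2 X chromosomes and no Y. If MLN0128 itself turns Xist on and Y-linked genes off in male cells, X-linked genes would be expected to fall. Over 413 tested X-linked genes the median log2 fold change against vehicle differed from that of autosomal genes by only -0.0475 in replicate 1, -0.04 in replicate 2 and 0.01 in replicate 3. The paper's methods say that both sexes were used and that sex was not considered.
The vehicle and everolimus libraries all carried Y-linked reads, so sex and treatment with MLN0128 overlap in part. The genes lower with MLN0128 may therefore include genes that differ between the sexes. Called without MLN0128 replicate 3, 281 genes were lower, with a median log2 fold change of -1.82. In replicate 3, which has Y-linked reads as the vehicle libraries do, their median was -1.35, with 277 lower than the vehicle mean and 272 below all 3 vehicle libraries. In 100 simulated unchanged libraries, whose genes varied independently, the lowest median was -0.09. In this 1 library, a difference in sex alone therefore does not account for these falls as a group. Replicate 3 is 1 mouse, and simulated libraries do not measure the spread between treated mice, so this rests on that mouse. Of the 281 genes, 20 lie on X or Y.
For *Cenpm* the same question stays open. In MLN0128 replicate 3 alone, its log2 fold change against vehicle was -0.31, and its 4.24 FPKM lay above vehicle replicate 2 and below the other vehicle libraries. With 1 library, an effect of X and Y content and an effect of the drug cannot be told apart for this gene. Without replicate 3, when MLN0128 was represented only by libraries with Xist, the log2 fold change was -1.06.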

How the results depend on the processing

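Voom on the recovered reads and plain library totals were chosen only after the data had been seen, and all other alternatives were set before the data were examined. The causes of the changes were not tested.
The threshold moved the counts of genes changed by the drugs most, and plain library totals moved both counts in tumors against normal liver most as a ratio. In tumors against normal liver, 2282 genes were higher and 2428 lower by treat. The moderated test with a fold change above 1.5 gave 3905 and 3708, the moderated test with no fold change threshold 5176 and 4753, and an unadjusted p with a fold change above 1.5 gave 3929 and 3729. In the same order of thresholds, tumor-upregulated genes lower with everolimus numbered 405, 520 and 514 in place of 70, and those lower with MLN0128 numbered 713, 1132 and 762 in place of 139. Those lower with both drugs numbered 328, 436 and 410 in place of 56, those lower with MLN0128 only 385, 696 and 352 in place of 83, and those lower with everolimus only 77, 84 and 104 in place of 14. Over all genes, MLN0128 lowered 1610, 2464 and 1742 in place of 237 and raised 1165, 2142 and 1282 in place of 69. Everolimus lowered 675, 871 and 932 in place of 82 and raised 292, 544 and 498 in place of 5. Between the drugs, 432, 797 and 692 genes were lower with MLN0128 in place of 5, and 331, 575 and 525 were higher in place of 1.
A pseudocount of 0.1 gave 108 tumor-upregulated genes lower with everolimus and 26 lower with everolimus only. Over all genes it gave 362 lower and 218 higher with MLN0128, and 136 lower and 12 higher with everolimus. A pseudocount of 0.5 gave 134 higher with MLN0128 and 8 higher with everolimus. With only the groups compared in the model, 33 tumor-upregulated genes were lower with everolimus, 25 with both drugs and 8 with everolimus only. Over all genes that model gave 150 lower and 23 higher with MLN0128, 36 lower and 2 higher with everolimus, and 3 lower and 0 higher with MLN0128 than with everolimus. The filter, quantile normalization, centering on the median, the prior variance and the replicate block moved no count by more than a factor of 1.5.
Voom on the recovered reads, over 14289 genes, gave 124 tumor-upregulated genes lower with everolimus, 250 with MLN0128, 108 with both and 142 with MLN0128 only. Over all genes it gave 478 lower and 282 higher with MLN0128 (37.1% higher, against 22.5%), 156 lower and 14 higher with everolimus, and 11 lower and 2 higher between the drugs. It shared 2241 of 2269 tumor-upregulated genes, 137 of 138 lower with MLN0128, 67 of 82 lower with MLN0128 only and 56 of 56 lower with both. Plain library totals gave 5204 genes higher and 1123 lower in tumors (82.3% higher, against 48.5%), 195 higher with MLN0128 (50.9%) and 8 higher with everolimus. They shifted the median log2 fold change by 0.70 in tumors, 0.13 with MLN0128 and 0.12 between the drugs, and centering on the median shifted it by -0.12 in tumors.
With each library left out in turn, tumor-upregulated genes numbered 2033 to 2341 and downregulated genes 2167 to 2475. Tumor-upregulated genes lower with everolimus numbered 45 to 92, with MLN0128 79 to 162, with both 40 to 76, with MLN0128 only 28 to 101 and with everolimus only 4 to 24. Over all genes the counts were 105 to 281 lower and 15 to 127 higher with MLN0128, 50 to 122 lower and 3 to 9 higher with everolimus, and 2 to 14 lower and 0 to 5 higher between the drugs. Over the gene counts and the counts of pathway lists together, 42 of the values with a library left out moved and 150 did not.
*Cenpm* stayed at 1.14 to 1.52 in tumors against normal liver with each library left out. With MLN0128 it ranged from -1.06 to -0.65, with limma adjusted p from 0.00444 to 0.0936, and it was not past the threshold without vehicle replicate 1 (0.0751), vehicle replicate 3 (0.0936), MLN0128 replicate 1 (0.0864) or MLN0128 replicate 2 (0.0805). It was not past it with only the groups compared (-0.81, limma adjusted p = 0.0720) or with plain library totals (-0.71, limma adjusted p = 0.0609). With everolimus it ranged from -0.48 to -0.11. Between the drugs it ranged from -0.81 to -0.39 and passed only without MLN0128 replicate 3 (-0.81, limma adjusted p = 0.0395). That setting left only MLN0128 libraries with Xist RNA.
Among the other named genes 1 reversed with a library left out, *Mki67* with MLN0128 without MLN0128 replicate 2 (0.22), over a range from -0.57 to 0.22. Other settings reversed *Pkm* with MLN0128 (0.12, quantile normalization) and *Rictor* in tumors (0.12, plain library totals). With libraries left out 16 values were weaker and 5 stronger, and with other settings 13 were weaker and 3 stronger.
Pathway lists among the MLN0128-only genes changed with the set. With the set of the moderated test and a fold change above 1.5, the odds ratios were 2.00 for the cell cycle, 8.37 for glycolysis, 10.5 for the citrate cycle, and 8.57 for carbon metabolism, which passed as apoptosis did (4.11), so that 5 lists passed. The lysosome, at 4.06, did not pass. With lists written by hand, the odds ratios in the 83 genes were 5.07 for the cell cycle, 6.22 for the citrate cycle, 4.84 for aminoacyl-tRNA biosynthesis and 2.63 for the lysosome, none of which passed. The 1 list that passed was apoptosis (8.35, Fisher's exact adjusted p = 0.0475). In the 385 genes of the moderated test, all lists written by hand passed except the lysosome (Fisher's exact adjusted p = 0.104). The Reactome apoptosis list had an odds ratio of 0.981 against tumor-upregulated genes only and 0 among genes that also differed between the drugs. The aminoacyl-tRNA list gave no value against tumor-upregulated genes, and carbon metabolism had no second list.
Over whole comparisons, the camera adjusted p with MLN0128 ranged, with each library left out, from 0.00286 to 0.832 for the cell cycle, where the direction reversed without MLN0128 replicate 2 (0.832), from 0.00509 to 0.0844 for glycolysis, from 0.000129 to 0.0585 for the citrate cycle, from 1.57e-07 to 0.00141 for carbon metabolism and from 6.69e-05 to 0.000355 for apoptosis, by limma. With the correlation estimated for each list, limma's adjusted p was 0.288 for glycolysis, carbon metabolism and apoptosis and 0.430 for the citrate cycle, and 0 lists passed. For apoptosis with everolimus, limma's adjusted p was 0.0509 by fry and 0.490 with the estimated correlation, 0 lists passing with either, and 0.00687 to 0.104 with each library left out, 0 lists passing without vehicle replicate 2. Glycolysis and the citrate cycle with everolimus reversed without everolimus replicate 2 (both 0.934 by limma), over ranges from 0.432 and from 0.115 with each library left out. Between the drugs 0 lists passed with the estimated correlation. With each library left out, the counts of lists ranged from 4 to 5 with MLN0128, 0 to 1 with everolimus and 4 to 6 between the drugs, and over all alternatives they ranged from 0 to 7, 0 to 1 and 0 to 6. The 7 lists with MLN0128 were those of fry. Over all lists and comparisons, the lists named above included, libraries left out gave 7 weaker and 2 stronger values and other settings gave 15 weaker and 4 stronger.
Libraries of different groups share only a replicate number. After group means were taken out, libraries of the same number had a median r of -0.06 over genes, and 1 of 18 pairs exceeded 0.1. For *Cenpm* with MLN0128, the exact sign-flip test of libraries paired by number gave p = 0.25, the smallest it can give.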

Differences from the paper's values

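The comparisons of the paper's values with voom and with plain library totals were chosen only after the data had been seen.
The paper reports 5367 genes upregulated in tumors, where treat gave 2282. Of the alternatives set before the data were examined, the moderated test with no fold change threshold (5176), with a fold change above 1.5 (3905) and with an unadjusted p under 0.05 and that fold change (3929) came within a factor of 1.5 of the paper's value. The other pseudocounts (3216 and 2703), filters (2234 and 2280), scalings (2270 and 1923), the model of only the groups compared (2407), the model with no trend (2284), the replicate block (2214) and the omission of each library did not. Of the alternatives chosen after seeing the data, plain library totals gave 5204 and voom gave 2957. The authors tested counts with edgeR, so a different scaling between libraries and a different test may both contribute, and plain totals shifted the median log2 fold change by 0.70.
For genes downregulated with both drugs the paper reports 625, where treat gave 56. Only the moderated test with no fold change threshold (436) came within a factor of 1.5. Fig. 5A, read by eye, shows about 510 in the overlap, which is within that factor of 436 and of the 410 of the unadjusted test. For genes downregulated with MLN0128 only the paper reports 565, where treat gave 83 and the moderated test 385 with a fold change above 1.5 and 696 without one. For genes downregulated with everolimus only, Fig. 5A, read by eye, shows about 120, where treat gave 14, the moderated test with no fold change threshold 84 and the unadjusted test 104. For each of these 4 values, all other alternatives set before the data were examined lay more than a factor of 1.5 away. The overlap and the everolimus-only part of Fig. 5A together come near 625. That number may therefore count all tumor-upregulated genes lower with everolimus. Those numbered 70 here by treat, 405 and 520 by the moderated test with and without the fold change threshold, and 514 by the unadjusted test.
The mean FPKM of the proapoptotic genes in Supplemental Fig. 21, read by eye, matched the values here for each of the 5 genes reported, as with *Bak1*, at about 17 with vehicle, where the mean here was 16.7, and *Ltbr*, at about 18 with MLN0128, where it was 18.2.
Some genes and directions differ from the paper. The paper names Slc7a11 among candidates downregulated with MLN0128 only, and here it fell with everolimus too. Its log2 fold change with everolimus was -2.86, and -4.37 to -2.66 over 23 alternatives. For the gene written BAT1, the paper's Supplemental Figure 19 and its list of guide RNAs name *Bcat1*. *Bcat1* was below the FPKM minimum and not tested. Its values in all libraries of each drug lay below those of all vehicle libraries. *Ddx39b*, of which BAT1 is an older name, was higher with MLN0128 (0.77). The paper reports *Cenpm* as lower with MLN0128 and not with everolimus, by qPCR in human HCC cell lines and in mouse tumors. In the mouse libraries here it was -0.81 and -0.26, the same order. The difference between the drugs of -0.55 was not past the threshold (limma adjusted p = 0.164). The cell lines were not examined here. In the 83 genes none of the 8 main pathway lists was past the threshold, whereas the paper's plots list several. Of the lists written by hand only apoptosis was (Fisher's exact adjusted p = 0.0475). The 385 genes of the moderated test had 5 of the main lists and all lists written by hand except the lysosome. The paper reports lower apoptosis genes with both drugs. Here the list was lower with MLN0128 and, less clearly, with everolimus (limma's camera adjusted p = 0.0191, and 0.0509 by fry). *Bcl10* was lower in all libraries of both drugs and past the threshold with neither.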

Other observations

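The tests of a graded response, the centromere complex, adjacent normal liver, macrophages and a return towards normal liver were chosen only after the results they concern had been seen.
The log2 fold changes of the drugs correlated with r = 0.742 over all tested genes and 0.801 over the tumor-upregulated genes. Shared vehicle libraries may inflate such a correlation, and simulated groups in which neither drug changed a gene gave a mean r of 0.498. With different vehicle libraries for each drug, r was still at least 0.521, where a correlation due to the shared libraries alone would have vanished. The same sharing could make the MLN0128-only genes look lower with everolimus. In simulations of an unchanged everolimus group at most 67.9% of such genes lay below vehicle, against 100% of the 83 genes. The simulated genes varied independently, and the simulated sets averaged 226 genes. In the real libraries, after group means were taken out, pairs from different groups had r over genes from -0.289 to 0.396. The simulated ranges may therefore be too narrow. Against the same vehicle libraries, 61 of the 83 genes were lower with everolimus at an adjusted p under 0.05 by limma's moderated test. Most of these genes thus appeared to respond to everolimus too, with a smaller fall.
The drugs could share 1 graded response that is stronger with MLN0128, in which case each gene's change with everolimus would be the same fraction, 0.583, of its change with MLN0128. The ATF4 targets, genes induced by the transcription factor ATF4 when amino acids are short, departed from that slope by a median of 0.80 on the log2 scale, with 17 of 18 genes above 0. Their median log2 fold change was -1.77 with MLN0128 (limma's fry test, adjusted p = 0.000145) and -0.35 with everolimus (limma's fry test, adjusted p = 0.231), and -1.28 between the drugs (limma's fry test, adjusted p = 0.00107). *Chac1*, one of them, went from 27.1 FPKM with vehicle to 0.486 with MLN0128. Genes of cholesterol and fatty acid synthesis had medians of -0.56 and 0.30, with -0.68 between the drugs (limma's fry test, adjusted p = 0.00649). Their median departures from the common slope were 0.48, against 0.35 for proliferation genes and -0.15 for the 67 lysosome genes. By limma's fry test the departures were past the threshold for the ATF4 targets (adjusted p = 0.0134), for cholesterol and fatty acid synthesis (adjusted p = 0.0119) and, in the other direction, for the lysosome genes (adjusted p = 0.0211), and not for proliferation (adjusted p = 0.152). With an estimated correlation no list was.
*Cenpm* could fall because fewer cells divide. With the mean of 20 proliferation genes as a covariate, its log2 fold change with MLN0128 was -0.72 (SE 0.228, adjusted p = 0.0352 by limma's moderated test with 3 libraries per group). The proliferation genes themselves had a median of -0.19 with MLN0128 (limma's fry test, adjusted p = 0.602) and 0.26 with everolimus. Over the 9 tumor libraries *Cenpm* and the proliferation mean correlated with r = 0.506 (exact permutation p = 0.164, 362880 pairings), rho = 0.283 (exact permutation p = 0.463), and r = 0.141 without the 2 libraries farthest from the center. A fall of the centromere complex as a whole cannot be told apart from a fall of *Cenpm* alone: the 16 other constitutive subunits had a median of -0.16, 10 of them lower and 1 at an adjusted p under 0.05, *Cenps* (-0.88, limma adjusted p = 0.0165), and *Cenpm* had the second largest fall. The 17 subunits had medians of -0.19 with MLN0128 and 0.05 with everolimus.
*Mcl1*, which was also on an injected plasmid, rose with MLN0128 from 211, 143 and 176 FPKM to 1120, 992 and 461, a log2 fold change of 2.19 (SE 0.293, limma adjusted p = 0.000461, all 3 libraries above all 3 vehicle libraries). With everolimus it was 0.69 (limma adjusted p = 0.158). The deposited values do not separate plasmid transcripts from those of the mouse gene.
Of the 1165 genes higher with MLN0128 by the moderated test with a fold change above 1.5, 69.0% were protein-coding, against 84.7% of tested genes and 96.0% of the genes lower with MLN0128. Low expression could explain this, but random lists matched on expression had 82.6% on average and at least 78.9%. The scaling between libraries could also explain it, but with plain library totals 71.9% of 1906 genes were protein-coding. The genes included 95 lincRNA and 83 antisense genes, and reads of an antisense gene may belong to the gene on the other strand.
The hepatocyte genes had a median of 0.25 with MLN0128 and 0.35 with everolimus, after -5.04 in tumors against normal liver, and 7 of 28 were higher and 4 lower with MLN0128 at an adjusted p under 0.05. Adjacent normal liver in the samples might raise them. It would then raise the most abundant ones, unless a fall within the tumor cells offset it. Of the 10 most abundant in normal liver, 3 were lower with MLN0128: *Apoa1* (-0.84), *Ttr* (-1.38) and *Hpx* (-1.26), and 2 were higher, *Mup3* (2.76) and *Cyp2e1* (2.83). Genes that go both ways do not decide this, so adjacent liver stays possible.
*Clps*, a pancreatic gene, was at 16.5, 6.76 and 6.09 FPKM with MLN0128 and at most 0.0776 with vehicle, but also at 6.76 in everolimus replicate 1. Pancreatic tissue in the samples might bring it, but *Cela2a*, another acinar gene, reached only 0.0204 FPKM with MLN0128. Of 14 acinar genes only 3 were listed, and their highest value with MLN0128 was 2.09 FPKM, for *Cela1*, which reached 4.63 with vehicle and 37.0 in normal liver. *Try5* was at 3.58 FPKM in vehicle replicate 2.
Lysosome genes were lower with both drugs. Fewer macrophages might lower them. With everolimus the macrophage markers had a median of 0.10, with 4 of 10 lower and 1 at an adjusted p under 0.05, *Cd68*, which is also in the lysosome list. With MLN0128 all 10 were lower, with a median of -0.96. Fewer macrophages and a fall within the tumor cells cannot be told apart with either drug, since markers that go both ways decide nothing and a fall of all of them goes with both explanations. Among lysosome genes lower in tumors than in normal liver, a return towards normal liver would give a rise. Their median was instead -0.21 with everolimus, 19 of 22 lower, and -0.33 with MLN0128, 16 lower. For the 21 lysosome genes higher in tumors the medians were -0.89 and -0.98.
The other marker lists had medians, with MLN0128 and with everolimus, of -0.20 and -0.03 for endothelial cells, 0.17 and 0.31 for stellate cells, -0.79 and 1.14 for erythroid cells, -0.57 and 0.04 for neutrophils, 0.13 and 0.20 for B cells and -1.70 and 0.09 for sex-linked transcripts. Of these, erythroid genes differed between the drugs, by a median of -2.13 (limma's fry test, adjusted p = 0.00310). No T cell gene was tested. Over 842 Reactome sets, 232 were lower and 3 higher with MLN0128 by camera, 218 of them also by fry. With everolimus 110 were lower and 41 higher, 32 of them also by fry, and between the drugs 271 were lower and 4 higher with MLN0128, 199 of them also by fry. With an estimated correlation, 0 of these passed in any comparison.
For 67 autosomal genes, at least 1 tumor library had 50 or more reads and at least 2 others had 1 or 0. Strain differences between mice could switch such genes in blocks. Only 2 pairs of neighbors shared the libraries at 0, against a mean of 1.07 after shuffling (permutation p = 0.3), and the explanations cannot be told apart. Of these genes 6, *Serpinb9b*, *Serpinb9d*, *Serpinb9e*, *Serpinb9f*, *Serpinb9g* and *Gm6093*, lie on chromosome 13 from 33027416 to 33562486, and as close copies they may share reads.
When the 6 libraries of a comparison were split 3 against 3 in all 10 ways, the real grouping could lead by chance in 1 of the 10 splits. For the treat calls between vehicle-treated tumors and normal liver, between each drug and vehicle and between the drugs, 1 of the 10 splits, the real one, gave a count as large. The same held for tumor-upregulated genes lower with MLN0128, with everolimus, with both and with MLN0128 only. For the pathway lists by camera, 2 of the 10 splits gave as many with MLN0128, 10 of the 10 with everolimus and 1 of the 10 between the drugs, and other splits gave 0 to 5 lists.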
